# LRG1 is an adipokine that promotes insulin sensitivity and suppresses inflammation

**DOI:** 10.7554/eLife.81559

**Published:** 2022-11-08

**Authors:** Chan Hee J Choi, William Barr, Samir Zaman, Corey Model, Annsea Park, Mascha Koenen, Zeran Lin, Sarah K Szwed, Francois Marchildon, Audrey Crane, Thomas S Carroll, Henrik Molina, Paul Cohen

**Keywords:** adipokine, secretome, LRG1, cytochrome c, obesity, insulin resistance, Mouse

## Abstract

While dysregulation of adipocyte endocrine function plays a central role in obesity and its complications, the vast majority of adipokines remain uncharacterized. We employed bio-orthogonal non-canonical amino acid tagging (BONCAT) and mass spectrometry to comprehensively characterize the secretome of murine visceral and subcutaneous white and interscapular brown adip ocytes. Over 600 proteins were identified, the majority of which showed cell type-specific enrichment. We here describe a metabolic role for leucine-rich α–2 glycoprotein 1 (LRG1) as an obesity-regulated adipokine secreted by mature adipocytes. LRG1 overexpression significantly improved glucose homeostasis in diet-induced and genetically obese mice. This was associated with markedly reduced white adipose tissue macrophage accumulation and systemic inflammation. Mechanistically, we found LRG1 binds cytochrome *c* in circulation to dampen its pro-inflammatory effect. These data support a new role for LRG1 as an insulin sensitizer with therapeutic potential given its immunomodulatory function at the nexus of obesity, inflammation, and associated pathology.

## Introduction

Obesity is a major threat to human health due to its association with serious comorbidities (Angelantonio et al., 2016; Poirier et al., 2006). Now considered an important endocrine organ, adipose tissue secretes a constellation of bioactive peptides, or adipokines, many of which regulate whole-body energy homeostasis and inflammation (Funcke and Scherer, 2019). Dysregulation of adipose tissue endocrine function is a key feature of obesity and a major contributor to its sequelae. However, the vast majority of adipokines remain unstudied. Addressing this knowledge gap calls for a detailed characterization of the adipose secretome to better understand how adipocytes communicate with other cells to coordinate systemic metabolism.

Mammals possess white (WAT) and brown adipose tissues (BAT), with divergent effects on whole-body metabolism. Visceral (Visc) WAT is particularly associated with obesity-related diseases, whereas subcutaneous (SubQ) WAT is comparatively benign (Fox et al., 2007). On the other hand, active BAT is associated with improved cardiometabolic health (Becher et al., 2021; Lee et al., 2014). While Visc fat contains predominantly white adipocytes that efficiently store energy, SubQ depots contain a mixture of white and thermogenic beige adipocytes which, like brown adipocytes, dissipate energy as heat via uncoupled respiration (Chouchani et al., 2019). In addition to these bioenergetic properties, transplantation studies in mice have demonstrated that secretory mediators likely convey the metabolic effects of different adipose tissues (Tran et al., 2008). Moreover, BAT-specific secreted factors, called batokines, are increasingly appreciated as important contributors to the benefits associated with BAT activation (Villarroya et al., 2017).

Transcriptomic profiling coupled with secretion prediction algorithms is often utilized to identify putative secreted proteins, but this approach could omit non-classically secreted factors. Alternatively, direct detection of proteins in conditioned medium (CM) can be performed using mass spectrometry (MS). Such proteomic analyses are commonly performed in fetal bovine serum (FBS)-free conditions because FBS proteins interfere with detection of relatively low abundance secreted proteins in CM. Serum starvation, however, induces a complex and unpredictable response from cultured cells, making physiological interpretation difficult (Pirkmajer and Chibalin, 2011).

To overcome these limitations, a chemoproteomic technology called BONCAT has been applied for secretome profiling (Dieterich et al., 2006; Eichelbaum et al., 2012). L-Azidohomoalanine (AHA) is a non-toxic, non-canonical amino acid with structural similarity to L-methionine (Met) (Figure 1A). AHA can be recognized by cells’ native translational machinery and incorporated into the nascent proteome in place of Met. The azide functional group in AHA does not exist in nature, so peptides containing AHA can be targeted for bio-orthogonal chemical conjugation strategies called click chemistry. Applying this technique to cultured adipocytes allows for selective enrichment of low abundance nascent secreted proteins for proteomic analysis of serum-containing CM.

**Figure 1.**
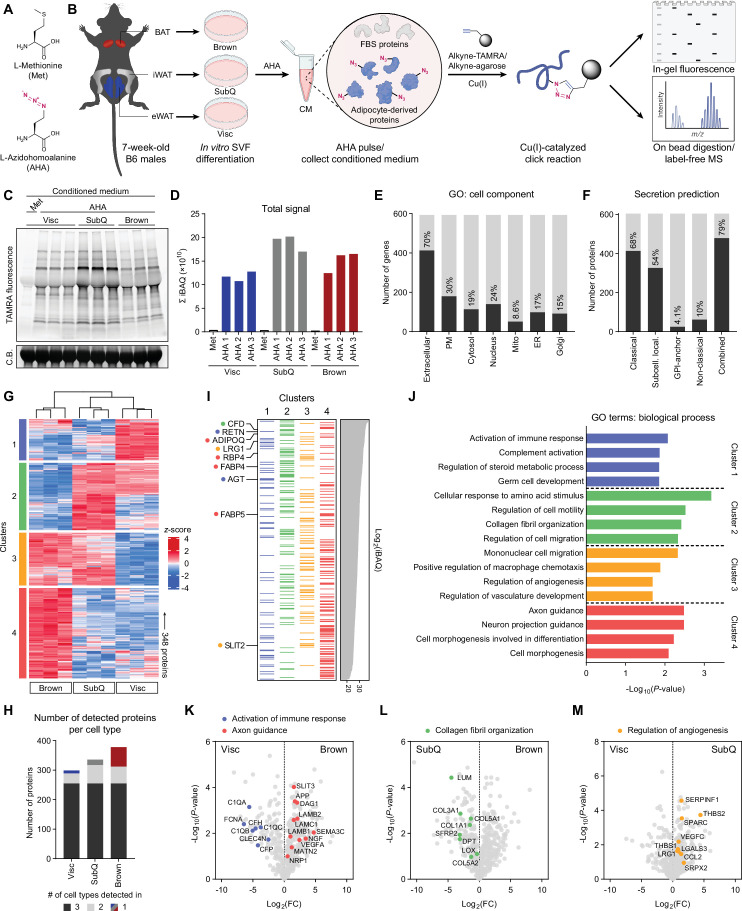
Characterization of primary adipocyte secretome using BONCAT. (**A**) Chemical structures of L-methionine (Met) and L-azidohomoalanine (AHA). (**B**) Schematic diagram of MS-based secretome analysis from primary Visc, SubQ, and Brown adipocytes using BONCAT. (**C**) In-gel fluorescence analysis of TAMRA-conjugated CM proteins from Met-pulsed (lane 1) or AHA-pulsed (lanes 2–10) adipocytes. C.B., Coomassie Blue. (**D**) Sum of iBAQ intensities (Σ iBAQ) across all quantified proteins in each CM. (**E**) Number and proportion of genes annotated to GO cell component terms. Extracellular, extracellular region, space, or matrix; PM, plasma membrane; Mito, mitochondrion; ER, endoplasmic reticulum; Golgi, Golgi apparatus. (**F**) Number and proportion of proteins predicted to be secreted by prediction algorithms. (**G**) Heatmap of 348 differentially secreted proteins across cell types. (**H**) Number of proteins detected in at least two of three biological replicates per cell type, color-coded based on number of cell types a protein is detected in. (**I**) 348 proteins grouped in clusters from (**G**) and arranged in decreasing order of iBAQ intensities. Previously described adipokines are indicated. (**J**) Top 4 overrepresented GO biological process terms per cluster and their enrichment scores. (**K–M**) Pairwise comparisons of Log_2_(LFQ) intensities between Visc and Brown (**K**), SubQ and Brown (**L**), and Visc and SubQ (**M**) CM. Proteins and their annotated pathway terms from (**J**) are indicated. Figure 1—source data 1.Labeled uncropped gel images in Figure 1. Figure 1—source data 2.Raw gel images in Figure 1.

**Figure 1—figure supplement 1.**
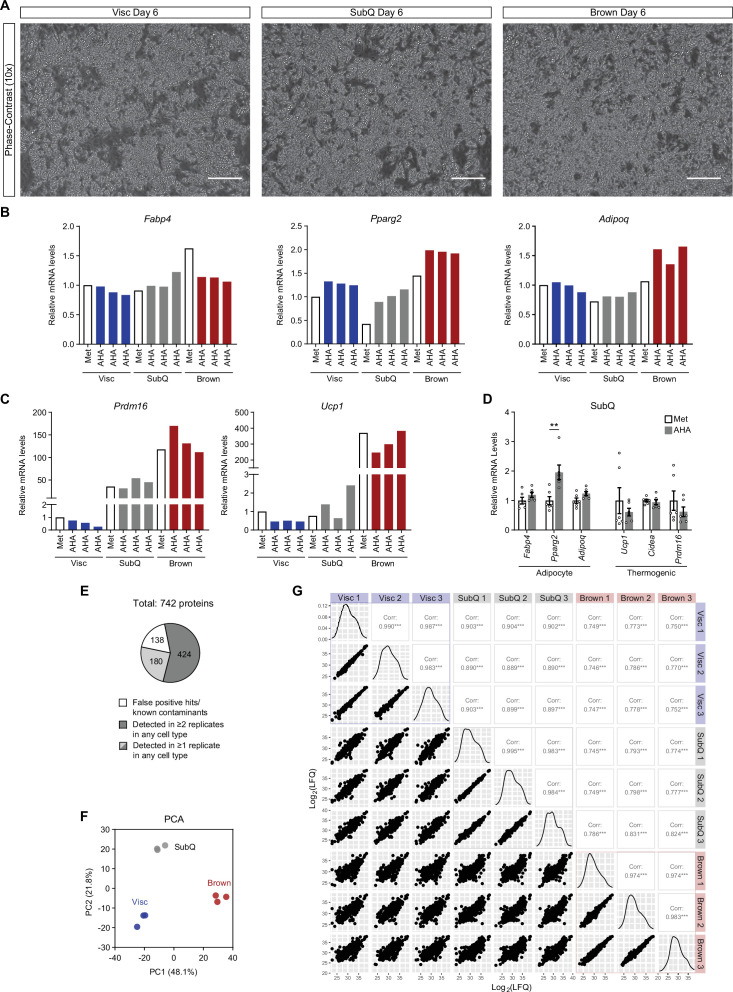
Validation of primary adipocyte differentiation and overview of MS results. (**A**) Phase-contrast microscope images of mature Visc, SubQ, and Brown adipocytes on day 6 of differentiation. Scale bars indicate 500 μm. (**B**) Relative mRNA levels of mature adipocyte genes. (**C**) Relative mRNA levels of brown fat-enriched genes, *Prdm16* and *Ucp1*. (**D**) Relative mRNA levels of mature adipocyte and thermogenic genes in primary SubQ adipocytes pulsed with Met of AHA for 24 hr. Data are presented as mean ± SEM. **p<0.01 from two-sided Welch’s *t*-test. n=6 technical replicates per group. (**E**) Distribution of detected proteins based on exclusion criteria and number of replicates a protein was detected in. (**F**) PCA of AHA-pulsed samples. (**G**) Pairwise comparisons of AHA-pulsed samples. Scatterplot Log_2_(LFQ) intensities are displayed on the bottom-left, distribution on the diagonal, and Pearson correlation coefficients on the top-right.

Here, we employed BONCAT to comprehensively profile the adipose secretome and nascent serum proteome of mice, from which we identified a novel adipokine, leucine-rich α–2 glycoprotein 1 (LRG1). LRG1 is secreted by mature adipocytes and increased in obesity. We demonstrate that LRG1 improves fasting glucose and insulin tolerance and reduces adipose tissue macrophage accumulation. At the molecular level, LRG1 binds extracellular cytochrome *c* (Cyt *c*) released from dead/dying cells and dampens Cyt *c*’s pro-inflammatory effect on macrophages. These data reveal LRG1 as a crucial regulator of metabolic health as an insulin sensitizer and suppressor of systemic inflammation in obesity.

## Results

### Characterization of primary adipocyte secretome

To profile the secretome of different types of primary adipocytes, stromal vascular fraction (SVF) from epididymal white adipose tissue (eWAT), inguinal white adipose tissue (iWAT), and interscapular brown adipose tissue (BAT) from C57BL/6 J (B6) mice was differentiated in vitro into primary Visc, SubQ, and Brown adipocytes, respectively (Figure 1B). By day 6 of differentiation, all three cell types showed comparable lipid droplet accumulation and expression of mature adipocyte markers such as *Fabp4*, *Pparg2*, and *Adipoq* (Figure 1—figure supplement 1A, B). In vitro primary adipocytes recapitulated characteristic gene expression patterns in vivo, with expression of *Prdm16* and *Ucp1* highest in Brown, intermediate in SubQ, and lowest in Visc (Figure 1—figure supplement 1C). Adipocytes were pulsed with Met-deficient media containing 0.1 mM AHA and 10% FBS for 24 hours, after which CM was collected. Except for *Pparg2*, we did not observe a significant effect of AHA pulse on expression of mature adipocyte or thermogenic genes (Figure 1—figure supplement 1D). To visualize azide-labeled secreted proteins, CM was subjected to a copper-catalyzed azide-alkyne cycloaddition (CuAAC) reaction with tetramethylrhodamine (TAMRA)-alkyne. In-gel fluorescence analysis highlighted adipocyte-derived proteins in CM as bands positive for TAMRA fluorescence (Figure 1C).

For identification and quantitative analysis of the secretome across the three adipose cell types, azide-labeled proteins were enriched from CM by conjugating with alkyne-agarose beads. On-bead digested peptides were subjected to label-free MS. We detected a total of 742 proteins, of which 138 were excluded as reverse hits or contaminants (Figure 1—figure supplement 1E). The intensity-based absolute quantification (iBAQ) value estimates a protein’s molar abundance, and summation of iBAQ intensities (Σ iBAQ) of a sample can estimate total moles of proteins detected (Shin et al., 2013). Σ iBAQ values closely correlated with in-gel fluorescence (Figure 1C), both of which showed highest abundance of secreted proteins in SubQ CM (Figure 1D).

We next examined how many of these AHA-labeled proteins are reported or predicted secreted factors. Referencing gene ontology (GO) cellular component terms for 594 genes from 604 detected proteins, a large majority of proteins (413/594, 70%) were annotated to be extracellular (Figure 1E). We performed retrospective secretion prediction analysis on 604 proteins, evaluating the proportion of proteins predicted to be secreted by the classical ER/Golgi pathway (SignalP5.0, TMHMM2.0), sequence-based deep learning method for subcellular localization prediction (DeepLoc1.0), glycosylphosphatidylinositol (GPI)-anchors (PredGPI), and non-classical routes (SecretomeP2.0) (Almagro Armenteros et al., 2017; Almagro Armenteros et al., 2019; Bendtsen et al., 2004; Krogh et al., 2001; Pierleoni et al., 2008). Over two-thirds of the proteins (413/604, 68%) were predicted to be secreted via the classical pathway, while non-classical secretion constituted about 10% (62/604) (Figure 1F). Overall, 79% of detected proteins (479/604) met at least one criterion of secretion prediction. Notably, more than 20% of identified proteins would not have been predicted to be secreted by these algorithms, highlighting the imperfect nature of in silico predictions and the value of directly measuring secreted protein levels.

In-gel fluorescence analysis showed differential band patterns across the three types of adipocytes, suggesting cell type-specific secretory profiles (Figure 1C). Consistent with this observation, principal component analysis (PCA) showed that each cell type formed a distinct cluster (Figure 1—figure supplement 1F). Comparing all nine AHA-pulsed samples against each other showed higher correlations within biological replicates (*R*>0.97) than those across different cell types (0.74<R < 0.91) (Figure 1—figure supplement 1G). For quantitative analysis, we focused on 424 proteins detected in at least 2/3 replicates (Figure 1—figure supplement 1E) and compared their Log2-transformed label-free quantification (LFQ) intensities, imputing any missing values with a left-shifted Gaussian distribution. One-way ANOVA yielded 348 proteins with significantly different (*q*<0.01) secretory profiles across cell types, and unbiased clustering was performed based on protein levels in CM (Figure 1G). Clusters 1 and 4 contained proteins enriched in CM of Visc and Brown, respectively. Cluster 2 proteins were most abundant in CM of SubQ followed by Visc, both white adipocytes. Cluster 3 was highly secreted by SubQ and Brown adipocytes with proteins such as SLIT2 (Svensson et al., 2016), suggesting enrichment of the beige/brown secretome, as well as regulators of immune cell migration and angiogenesis. Cluster 4 comprised the largest number of proteins (125/348), consistent with Brown CM containing the greatest number of unique proteins (Figure 1H). Ranking proteins by decreasing order of abundance, we found high levels of many well-described adipocyte-derived factors such as CFD, RETN, ADIPOQ, and RBP4 (Figure 1I). Interestingly, many cluster 2 proteins ranked highly in abundance, while cluster 4 proteins skewed towards lower abundance (Figure 1I). Hence, while SubQ adipocytes demonstrate high secretory capacity, the brown adipocyte secretome is characterized by a diverse array of proteins, many of which are secreted at lower levels.

We next performed pathway analysis on each of the clusters (Figure 1J). Visc CM-enriched cluster 1 was overrepresented with proteins involved in immune response and complement activation, such as C1QA and CFH (Figure 1K). Proteins with a role in collagen fibril organization and extracellular matrix formation, such as COL1A1 and SFRP, were enriched in cluster 2 (Figure 1L). Cluster 3 (beige/brown enriched) showed overrepresentation of angiogenesis regulators (Figure 1M). Finally, cluster 4 Brown CM-specific proteins were enriched for axon guidance factors such as NRP1 and NGF, consistent with the importance of innervation in thermogenesis (Figure 1K; Chi et al., 2018; Chi et al., 2021; Wang et al., 2020; Zeng et al., 2019).

### Profiling of the serum proteome in vivo

Previous studies have shown that AHA can be administered in vivo to label tissue proteins (Calve et al., 2016; McClatchy et al., 2015). However, it has not been tested whether this method can label the nascent serum proteome. We administered 0.1 g/kg/day of AHA IP to chow-fed B6 mice for 2 days (Figure 2A) and did not notice any major adverse effects based on body weight (Figure 2B). CuAAC conjugation of serum proteins with TAMRA-alkyne and in-gel fluorescence analysis showed increased signal across most bands in the AHA group along with some AHA group-specific fluorescent bands (Figure 2C). We used alkyne-agarose beads to enrich the azide-labeled nascent proteome and performed MS analysis. Σ iBAQ showed successful enrichment in animals injected with AHA (Figure 2D). Even without dietary Met restriction or depletion of abundant serum proteins, we were able to identify and quantitate 180 proteins, including classical adipokines such as ADIPOQ, adipsin (CFD), and RBP4 (Figure 2E).

**Figure 2.**
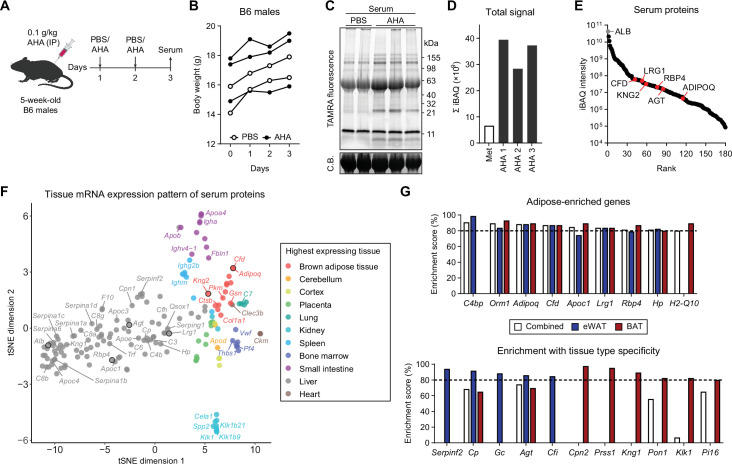
Profiling in vivo nascent serum proteome using BONCAT. (**A**) Schematic of AHA IP injections. (**B**) Body weights of mice injected with PBS (n=2) or AHA (n=3). (**C**) In-gel fluorescence analysis of TAMRA-conjugated serum proteins from PBS-pulsed (lanes 1 and 2) or AHA-pulsed (lanes 3–5) mice. C.B., Coomassie Blue. (**D**) Sum of iBAQ intensities (Σ iBAQ) across all quantified proteins in each serum. (**E**) iBAQ intensities of detected serum samples arranged in decreasing order. (**F**) t-SNE clustering of detected serum protein genes based on tissue mRNA levels from the ENCODE/LICR dataset. (**G**) Adipose tissue-enriched serum protein genes and % enrichment scores calculated from Bio-GPS dataset. Figure 2—source data 1.Labeled uncropped gel images in Figure 2. Figure 2—source data 2.Raw gel images in Figure 2.

Because AHA can be incorporated into the proteome of any tissue, we employed bioinformatic analyses to compare tissue expression levels of genes that encode serum proteins. We cross-referenced 177 genes from 180 detected proteins with publicly available transcriptomic datasets, such as ENCODE (RNA-Seq based) and BioGPS (microarray based) (Davis et al., 2018; Wu et al., 2016). A t-distributed stochastic neighbor embedding (t-SNE) plot was generated with each protein and its tissue mRNA levels from the ENCODE/LICR dataset to visualize each gene’s basal mRNA expression pattern across multiple tissues from lean adult mice (Figure 2F). The majority of proteins were most highly expressed by the liver, which comprised the largest cluster (98/177, 55%). BAT, the only adipose tissue profiled in the dataset, formed a cluster of 14 genes (7.9%). As expected, classical adipokines known for highly adipose-specific expression such as adiponectin (*Adipoq*) and adipsin (*Cfd*) belonged to this group, along with a recently described batokine, *Kng2* (Peyrou et al., 2020).

BioGPS offers microarray-based transcriptomic data across a much wider variety of mouse tissue and cell types, including eWAT and BAT. We numerically scaled the degree of adipose tissue enrichment for each detected serum protein. Adipose enrichment of a gene was defined as the number of tissues with expression significantly lower than that of eWAT, BAT, or combined. We divided this value by the total number of pairwise comparisons (i.e., total number of tissues - 2 adipose tissues) to obtain the percentage adipose tissue enrichment score. Among the top-enriched genes were well-described adipokines such as *Adipoq*, where 76 of 86 tissues (88.4%) expressed *Adipoq* at significantly lower levels than eWAT and BAT combined (Figure 2G). The remaining 10 tissues that did not meet the statistical significance cutoff still expressed *Adipoq* at lower levels compared to eWAT or BAT and included adipose-embedded tissues such as mammary glands. We also identified genes yet to be described as adipokines, such as *H2-Q10* and *Cpn2* (Figure 2G). Many genes, such as *Rbp4*, *Agt*, and *Lrg1*, showed high expression in adipose tissues as well as liver. On the t-SNE plot, these genes were grouped with other liver-specific genes, but located closer to the adipose tissue cluster (Figure 2F). Still, their percentage enrichment scores were >80%, as few other tissues express those genes.

### LRG1 is secreted by mature adipocytes and increased in obesity

To identify uncharacterized adipokines with a putative role in whole-body metabolism, we prioritized factors (1) detected in adipocyte CM, (2) enriched in adipose tissues with scores >80%, and (3) present in the nascent serum proteome (Figure 3A). Intersection analysis between (1) and (2) identified 23 proteins (Supplementary file 1), of which 9 proteins were identified in the serum proteome (Figure 3A). ADIPOQ, CFD, and RBP4 have already been identified as adipokines, validating our search strategy. Haptoglobin (HP), ceruloplasmin (CP), and angiotensinogen (AGT) have well-characterized biological functions. We therefore focused on LRG1, a protein with relatively unknown metabolic function.

**Figure 3.**
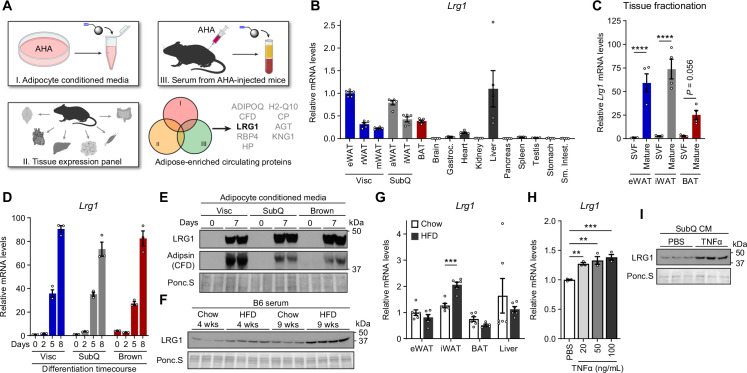
LRG1 is secreted by mature adipocytes and increased in obesity. (**A**) Search strategy for identification of novel adipokines with a potential role in whole-body metabolism. (**B**) Relative *Lrg1* mRNA levels across a panel of tissues from 8-week-old male B6 mice. Visc, visceral fat depots; SubQ, subcutaneous fat depots. n=4–5 biological replicates per group. (**C**) Relative *Lrg1* mRNA levels of indicated adipose tissues fractionated into mature adipocytes and SVF. ****p<0.0001 from Šídák post hoc test following two-way ANOVA. n=4 biological replicates per group. (**D**) Relative *Lrg1* mRNA levels during in vitro differentiation of primary SVF into adipocytes. n=3 technical replicates per group. (**E**) Western blot of LRG1 and CFD in CM before (day 0) and after (day 7) in vitro adipogenic differentiation, in technical replicates. (**F**) Serum western blot of LRG1 from male B6 mice on standard chow or HFD for indicated weeks. HFD was started at 6 weeks of age. Each lane represents a biological replicate. (**G**) Relative *Lrg1* mRNA levels of indicated tissues from mice on standard chow or HFD for 15 weeks. HFD was started at 6 weeks of age. ***p<0.001 from two-sided Welch’s *t*-test. n=6 biological replicates per group. (**H**) Relative *Lrg1* mRNA levels of primary SubQ adipocytes treated with recombinant TNFα and 850 nM insulin for 6 hr. **p<0.01, ***p<0.001 from Dunnett post hoc test following one-way ANOVA. n=3 technical replicates per group. (**I**) Western blot of LRG1 in CM of primary SubQ adipocytes treated with PBS or 100 ng/mL recombinant TNFα without insulin for 24 hr. Each lane represents a technical replicate. Data are presented as mean ± SEM. Figure 3—source data 1.Uncropped gel and western blot images in Figure 3 and Figure 3—figure supplement 2. Figure 3—source data 2.Raw gel and western blot images in Figure 3 and Figure 3—figure supplement 2.

**Figure 3—figure supplement 1.**
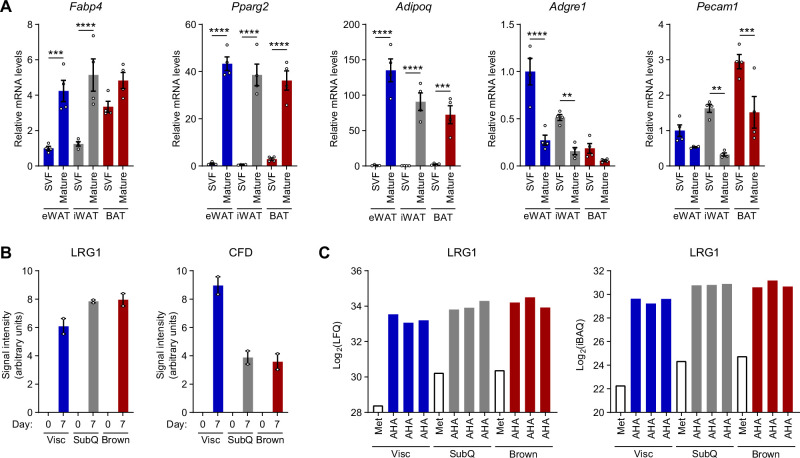
Validation of tissue fractionation and quantification of LRG1 in adipocyte CM. (**A**) Relative mRNA levels of mature adipocyte markers, *Fabp4*, *Pparg2*, and *Adipoq* and SVF markers, *Adgre1* and *Pecam1*, in indicated tissues fractionated into mature adipocytes and SVF. Data are presented as mean ± SEM. ***p<0.001, ****p<0.0001 vs. SVF, from Šídák post hoc test following two-way ANOVA. n=4 biological replicates per group. (**B**) Quantification of intensities from Figure 3E. (**C**) LRG1 Log_2_(LFQ) and Log_2_(iBAQ) intensities detected by MS analysis of alkyne-agarose enriched CM.

**Figure 3—figure supplement 2.**
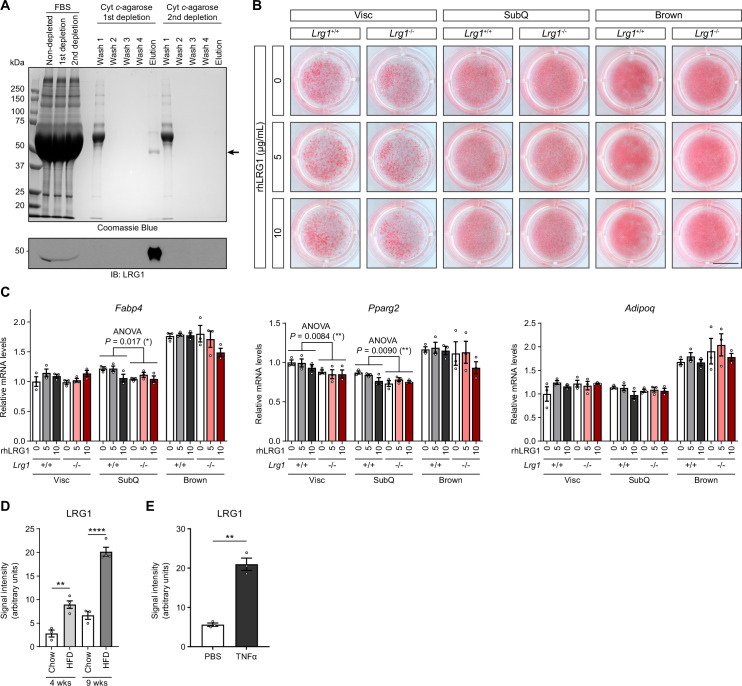
LRG1 gain or loss of function does not affect adipogenesis. (**A**) Depletion of bovine LRG1 in FBS using Cyt *c*-conjugated agarose beads. Arrow indicates LRG1. (**B**) Oil red O stain of *Lrg1*^+/+^ or *Lrg1*^-/-^ primary adipocytes treated with indicated concentrations of recombinant human LRG1 (rhLRG1). SVF was grown and differentiated into adipocytes in media containing 10% LRG1-depleted FBS. Scale bar indicates 1 cm. (**C**) Relative mRNA levels of mature adipocyte markers in adipocytes from (**B**). Data are presented as mean ± SEM. ANOVA *P* indicates genotype-factor p-values from two-way ANOVA. *p<0.05, **p<0.01. n=3 technical replicates per group. (**D**) Quantification of intensities from Figure 3F. **p<0.01, ****p<0.0001 from Šídák post hoc test following two-way ANOVA. n=3–4 biological replicates per group. (**E**) Quantification of intensities from Figure 3I. **p<0.01 from two-sided Welch’s *t*-test. n=3 technical replicates per group. Data are presented as mean ± SEM.

LRG1, or leucine-rich α–2 glycoprotein 1, has been shown to promote angiogenesis by modulating TGF-β signaling (Wang et al., 2013), and this process has been implicated in various complications of diabetes (Hong et al., 2019; Liu et al., 2020; Zhang et al., 2019). In 3T3-L1 adipocytes, *Lrg1* expression correlates with adipogenesis (Birsoy et al., 2011). In BAT, *Lrg1* expression is dependent on an EHMT1-driven differentiation program (Ohno et al., 2013). Recently, whole-body LRG1 loss of function has been reported to reduce obesity and improve metabolic health by reducing hepatosteatosis (He et al., 2021). However, the role of adipose-derived LRG1 in whole-body metabolism has not been studied. Consistent with our tissue enrichment analysis, qPCR of mouse tissues showed that *Lrg1* mRNA was mostly expressed in adipose tissues and liver (Figure 3B). To determine which cell type(s) within adipose tissue express *Lrg1*, we fractionated eWAT, iWAT, and BAT to separate floating mature adipocytes from the SVF. We confirmed successful enrichment of *Fabp4*, *Pparg2*, and *Adipoq* in the mature adipocyte fraction and *Adgre1* and *Pecam1* in the SVF fraction (Figure 3—figure supplement 1A). *Lrg1* was successfully co-enriched in the adipocyte fraction in all three depots (Figure 3C). Finally, we cultured primary Visc, SubQ, and Brown adipocytes and confirmed that *Lrg1* mRNA is induced >70-fold in all three cell types during in vitro adipogenesis (Figure 3D). Consistent with mRNA data, we found robust levels of LRG1 protein in CM of mature adipocytes, whereas preadipocytes did not secrete detectable LRG1 (Figure 3E, quantified in Figure 3—figure supplement 1B). Of note, LRG1 protein levels detected by western blot were consistent with MS results (Figure 3—figure supplement 1C).

Because *Lrg1* expression correlated with adipogenesis, we next sought to determine if *Lrg1* directly contributes to adipocyte differentiation. LRG1 has been reported to bind cytochrome *c* (Cyt *c*), and this property has been used for depletion of LRG1 by adsorption (Codina et al., 2010; Cummings et al., 2006). We depleted bovine LRG1 in FBS by incubating with Cyt *c*-conjugated agarose beads and collecting the supernatant. We validated that after 2 rounds of depletion, LRG1 in FBS was no longer detectable, and elution of bound proteins from the Cyt *c*-agarose beads confirmed specific depletion of LRG1 (Figure 3—figure supplement 2A). SVF from adipose tissues of LRG1-KO mice (generation of which is described further below) was able to differentiate into mature adipocytes in LRG1-depleted media, and the degree of adipogenesis was largely unaffected by adding back recombinant human LRG1 (rhLRG1), as determined by lipid accumulation and mature adipocyte gene expression (Figure 3—figure supplement 2B, C). These results demonstrate that LRG1 does not affect adipogenesis.

To assess whether adipose tissues are a significant contributor to circulating LRG1 levels, we collected serum from chow-fed lean mice or diet-induced obese (DIO) mice on high fat diet (HFD) for 4 or 9 weeks. Serum LRG1 protein levels increased with age and obesity (Figure 3F, quantified in Figure 3—figure supplement 2D). qPCR of major *Lrg1*-expressing tissues showed significant induction of *Lrg1* mRNA in iWAT of DIO mice, but not in liver (Figure 3G). With iWAT expansion in obesity, this induction likely contributes to elevated serum LRG1 levels in this state. Obesity is characterized by chronic low-grade inflammation, with elevated circulating inflammatory cytokines (Lackey and Olefsky, 2016). We observed that treatment of primary SubQ adipocytes with recombinant TNFα induced expression of *Lrg1* mRNA (Figure 3H) and protein in (Figure 3I, quantified in Figure 3—figure supplement 2E). Taken together, these results demonstrate that LRG1 is an obesity-induced adipokine.

### LRG1 overexpression improves glucose homeostasis in diet-induced obesity

To explore whether LRG1 as an adipokine affects whole-body energy homeostasis, we used viral vectors to overexpress LRG1 in vivo. Adenovirus encoding eGFP (Ad-eGFP) or C-terminally FLAG-tagged LRG1 (Ad-LRG1-FL) was administered to obese B6 mice on HFD for 10 weeks (Figure 4A). Plasma western blot confirmed 44-fold overexpression of LRG1 in the Ad-LRG1-FL group 5 days after infection (Figure 4B, C). We observed no difference in body weights between groups (Figure 4D), but an insulin tolerance test (ITT) showed that the Ad-LRG1-FL group had a significantly enhanced insulin response (p=0.045) (Figure 4E).

**Figure 4.**
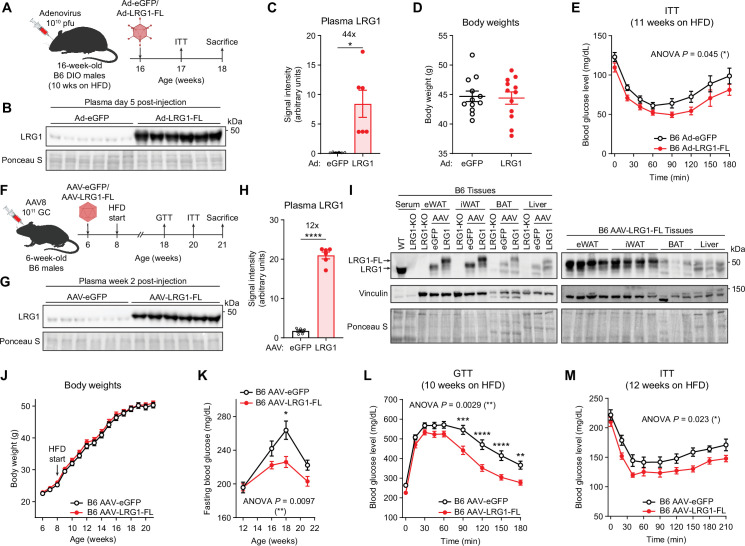
LRG1 overexpression improves glucose homeostasis in C57BL/6 J DIO mice. (**A**) Schematic of Ad vector-mediated acute LRG1 overexpression in B6 DIO male mice. (**B**) Plasma western blot of LRG1 5 days after Ad injection. (**C**) Quantification of (**B**). *p<0.05 from two-sided Welch’s *t*-test. n=6 per group. (**D**) Body weights of Ad-transduced B6 males at 17 weeks of age (11 weeks on HFD). (**E**) Insulin tolerance test (1.0 U/kg) in Ad-transduced B6 males at 17 weeks of age (11 weeks on HFD). Ad cohort consisted of n=12 per group. (**F**) Schematic of AAV8-mediated chronic LRG1 overexpression in B6 males. AAV injection was performed in 6-week-old B6 males. HFD was started at 8 weeks of age. (**G**) Plasma western blot of LRG1 2 weeks after AAV injection. (**H**) Quantification of (**G**). ****p<0.0001 from two-sided Welch’s *t*-test. n=6 biological replicates per group. (**I**) Left: western blot of LRG1 in serum and tissues from WT vs. LRG1-KO and B6 mice transduced with AAV-eGFP vs. AAV-LRG1-FL. Right: western blot of LRG1 in various tissues from AAV-LRG1-FL-transduced B6 mice. (**J**) Body weights of AAV-transduced B6 male mice during HFD challenge. (**K**) 6 hr fasting blood glucose levels of AAV-transduced B6 male mice during HFD feeding. (**L**) Intraperitoneal glucose tolerance test (1.5 g/kg) in AAV-transduced B6 males at 18 weeks of age (10 weeks on HFD). (**M**) Insulin tolerance test (1.5 U/kg) in AAV-transduced B6 males at 20 weeks of age (12 weeks on HFD). AAV cohort consisted of n=12 per group. Data are presented as mean ± SEM. In (**E, K, L, M**), ANOVA p indicates group factor p-values from repeated measures two-way ANOVA. Where indicated, p-values from Šídák post hoc tests are reported. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Figure 4—source data 1.Labeled uncropped western blot images in Figure 4 and Figure 4—figure supplement 2. Figure 4—source data 2.Raw western blot images in Figure 4 and Figure 4—figure supplement 2.

**Figure 4—figure supplement 1.**
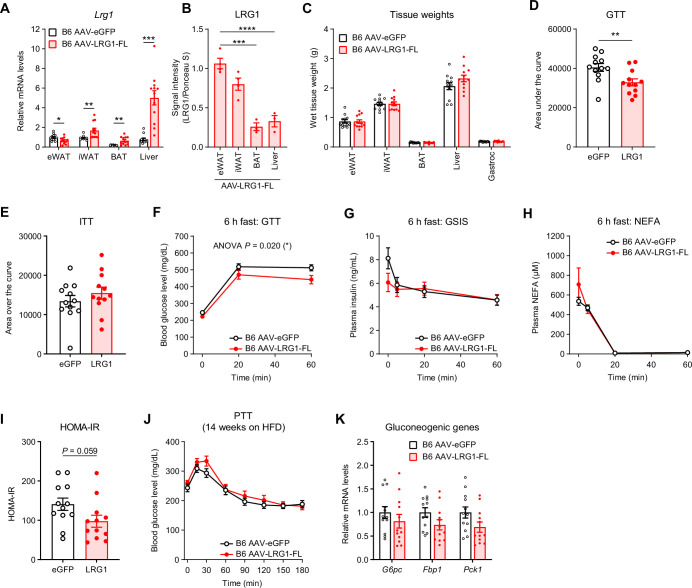
Metabolic characterization of AAV-transduced B6 mice. (**A**) Relative *Lrg1* mRNA levels across AAV-transduced B6 males at 21 weeks of age (13 weeks on HFD). *p<0.05, **p<0.01, ***p<0.001 from two-sided Welch’s *t*-test. (**B**) Quantification of band intensities from Figure 4I. ***p<0.001, ****p<0.0001 from Tukey post hoc test following one-way ANOVA. n=3–4 biological replicates per group. (**C**) Weights of dissected tissues from AAV-transduced B6 males from (**A**). (**D**) Area under the curve analysis of GTT in Figure 4L after subtracting baseline measurement at *t*=0. **p<0.01 from two-sided Welch’s *t*-test. (**E**) Area over the curve analysis of ITT in Figure 4M after subtracting baseline measurement at *t*=0. (**F**) Intraperitoneal glucose tolerance test (1.5 g/kg) following a 6 hr fast in AAV-transduced B6 males at 20 weeks of age (12 weeks on HFD). ANOVA *P* indicates group factor p-values from repeated measures two-way ANOVA. (**G**) Plasma insulin levels from (**F**). (**H**) Plasma non-esterified fatty acid (NEFA) levels from (**F**). (**I**) Calculation of HOMA-IR at *t*=0 from (**F**) and (**G**). p-Value from two-sided Welch’s *t*-test. (**J**) Oral pyruvate tolerance test (2.0 g/kg) following a 6 h fastr in AAV-transduced B6 males at 22 weeks of age (14 weeks on HFD). (**K**) Relative mRNA levels of gluconeogenic genes in the liver of B6 males at 21 weeks of age (13 weeks on HFD). Data are presented as mean ± SEM. n=12 per group.

**Figure 4—figure supplement 2.**
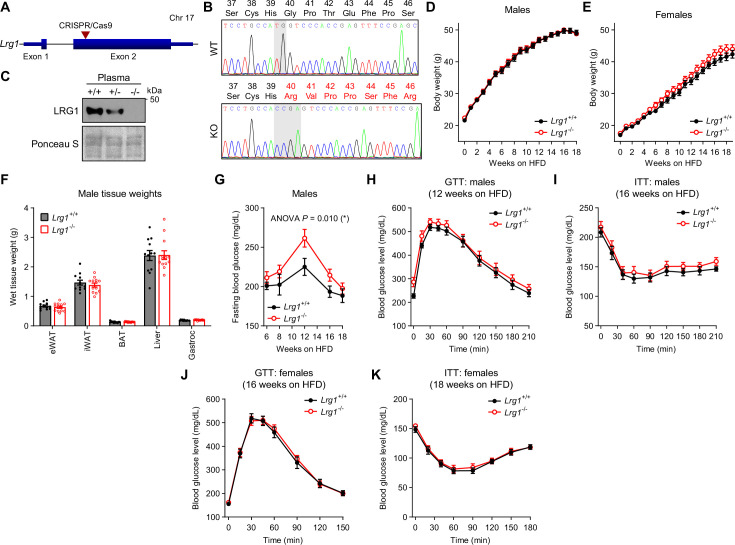
LRG1 loss of function in C57BL/6 J DIO mice elevates fasting blood glucose. (**A**) Schematic diagram of murine *Lrg1* exon structure. Red arrowhead indicates the region targeted by CRISPR/Cas9 gRNA. (**B**) Sanger sequencing chromatogram of PCR products amplifying a portion of *Lrg1* exon 2. Shaded portion highlights where sequences differ between WT and LRG1-KO alleles. LRG1 amino acid positions and residues encoded by each allele are indicated above each trace. (**C**) Western blot of LRG1 in plasma of WT (+/+), LRG1-heterozygote (+/-), and LRG1-KO (-/-) mice. (**D**) Body weights of LRG1-KO and WT littermate males on HFD started at 6 weeks of age. (**E**) Body weights of LRG1-KO and WT littermate females on HFD started at 6 weeks of age. (**F**) Dissected tissue weights from LRG1-KO and WT littermate males at 24 weeks of age (18 weeks on HFD). (**G**) 6 hr fasting blood glucose levels of LRG1-KO and WT littermate males during HFD feeding. ANOVA p indicates group factor p-values from repeated measures two-way ANOVA. *p<0.05. (**H**) Intraperitoneal glucose tolerance test (1.5 g/kg) in LRG1-KO and WT littermate male mice performed at 18 weeks of age (12 weeks on HFD). (**I**) Insulin tolerance test (1.5 U/kg) in LRG1-KO and WT littermate male mice performed at 22 weeks of age (16 weeks on HFD). (**J**) Intraperitoneal glucose tolerance test (1.75 g/kg) in LRG1-KO and WT littermate female mice performed at 22 weeks of age (16 weeks on HFD). (**K**) Insulin tolerance test (1.0 U/kg) in LRG1-KO and WT littermate female mice performed at 24 weeks of age (18 weeks on HFD). Data are presented as mean ± SEM. Males: n=12 for WT and n=13 for LRG1-KO. Females: n=12 for WT and n=16 for LRG1-KO.

To study the longitudinal effects of chronic LRG1 overexpression, we used AAV8, which has tropism for liver and adipose tissue. We administered AAV-eGFP or AAV-LRG1-FL to 6-week-old male B6 mice (Figure 4F) and confirmed 12-fold increased plasma LRG1 in the latter (Figure 4G, H). Tissue qPCR showed significant *Lrg1* overexpression in the liver, iWAT, and BAT, with the greatest increase in the liver (Figure 4—figure supplement 1A). At the protein level, however, eWAT and iWAT demonstrated the highest degree of overexpression (Figure 4I, quantified in Figure 4—figure supplement 1B). During 3 months of HFD, both groups gained an equivalent amount of weight to around 50 g (Figure 4J), with no difference in tissue weights at sacrifice (Figure 4—figure supplement 1C). Fasting glucose measurements from 4 to 14 weeks on HFD showed that the AAV-LRG1-FL group had significantly lower fasting glucose levels (p=0.0097) with a dampened peak (LRG1: 225.9±6.5 mg/dL vs. eGFP: 263.7±10.8 mg/dL, mean ± SEM) at week 18 (Figure 4K). Glucose and insulin tolerance tests demonstrated that AAV-LRG1-FL mice had markedly improved glucose (p=0.0029) (Figure 4L, AUC shown in Figure 4—figure supplement 1D) and insulin tolerance (p=0.023) (Figure 4M, AOC shown in Figure 4—figure supplement 1E). To determine if insulin secretion is affected by LRG1, we performed a glucose-stimulated insulin secretion (GSIS) assay. Glucose tolerance was significantly improved in the AAV-LRG1-FL group (p=0.020) (Figure 4—figure supplement 1F) without a significant difference in plasma insulin secretion (Figure 4—figure supplement 1G), and plasma non-esterified fatty acid (NEFA) levels were completely suppressed in both conditions (Figure 4—figure supplement 1G, H). The homeostatic model assessment of insulin resistance (HOMA-IR) is a widely used model to estimate insulin resistance (Matthews et al., 1985). HOMA-IR values trended lower in the LRG1 group, consistent with insulin sensitization (Figure 4—figure supplement 1I). To determine whether hepatic gluconeogenesis contributes to the difference in fasting glucose levels, we performed an oral pyruvate tolerance test (PTT) (Figure 4—figure supplement 1J) and qPCR of hepatic gluconeogenic gene expression (Figure 4—figure supplement 1K) and observed no significant difference between the groups. Taken together, these observations suggest that LRG1 overexpression prevents obesity-related dysregulation of glucose homeostasis by insulin sensitization.

### LRG1 loss of function elevates fasting blood glucose in diet-induced obesity

To test whether LRG1 loss of function affects glucose homeostasis, we generated whole-body LRG1-KO animals in B6 background using CRISPR-Cas9 targeting exon 2 of *Lrg1* (Figure 4—figure supplement 2A). This led to a frameshift mutation in *Lrg1* (Figure 4—figure supplement 2B) and absence of LRG1 protein in plasma (Figure 4—figure supplement 2C). The mouse line was subsequently backcrossed to the parental B6 strain for at least 5 generations to reduce any potential off-target effects. LRG1-KO (*Lrg1*^-/-^) and WT (*Lrg1*^+/+^) littermate controls on HFD showed no difference in body weight (Figure 4—figure supplement 2D, E) or tissue weights at sacrifice (Figure 4—figure supplement 2F). Interestingly, male LRG1-KO animals demonstrated significantly higher fasting glucose levels compared to WT littermates throughout the HFD challenge (p=0.010) with a higher peak (KO: 261.6±11.3 mg/dL vs. eGFP: 225.0±10.9 mg/dL, mean ± SEM) at week 12 on HFD (Figure 4—figure supplement 2G). Therefore, fasting blood glucose levels are reciprocally regulated by LRG1 gain and loss of function. At the time points tested, however, GTT and ITT did not show significant differences between the genotypes (Figure 4—figure supplement 2H–K).

### LRG1 overexpression delays diabetic phenotype and promotes WAT expansion in *db/db* mice

While B6 mice develop severe obesity upon HFD feeding, they demonstrate only transient and mild hyperglycemia with moderate insulin resistance (Winzell and Ahrén, 2004; Kleinert et al., 2018). Because LRG1 overexpression in B6 animals mitigated hyperglycemia, we explored whether LRG1 can improve glucose homeostasis in C57BLKS/J-*Lepr^db/db^* (*db/db*) mice, a more extreme model of obesity-related type 2 diabetes. Due to a leptin receptor (*Lepr*) mutation and genetic background, *db/db* animals demonstrate hyperphagia and early-onset obesity, along with profound hyperglycemia and hyperinsulinemia (Kleinert et al., 2018). We confirmed that obesity and hyperglycemia over 400 mg/dL develop in *db/db* animals as early as 7 weeks of age, while littermate *misty* mice with a WT *Lepr* gene (*m/m*) maintain fasting glucose levels below 200 mg/dL (Figure 5—figure supplement 1A, B). Similar to B6 DIO mice, *db/db* mice showed higher circulating LRG1 levels compared to lean littermates (Figure 5—figure supplement 1C, D).

We administered AAV-eGFP or AAV-LRG1-FL to *db/db* mice at 4 weeks of age, before development of severe hyperglycemia (Figure 5A). In LRG1-overexpressing *db/db* mice, we confirmed 4.3-fold increased circulating LRG1 (Figure 5B, C) and that the adipose tissues were the major sites of *Lrg1* overexpression (Figure 5—figure supplement 1E, F). Starting 2 weeks post-injection, LRG1-overexpressing animals demonstrated accelerated weight gain, such that by 10 weeks of age the LRG1 group weighed 19.6% more (p=0.004) than eGFP controls (Figure 5D). Concomitantly, the AAV-LRG1-FL group showed delayed onset of hyperglycemia. At week 6, we observed frank hyperglycemia in eGFP animals, whereas glucose levels in the LRG1 group were 33.6% lower (eGFP: 399.5±31.7 mg/dL vs. LRG1: 265.4±19.6 mg/dL, mean ± SEM; p=0.0020) (Figure 5E). Fasting plasma insulin levels were almost halved in the LRG1 group (eGFP: 12.5±1.3 ng/mL vs. LRG1: 6.3±0.6 ng/mL, mean ± SEM; p=0.0008) (Figure 5F). HOMA-IR was significantly lower in LRG1-overexpressing mice (Figure 5—figure supplement 1G). Consistent with these findings, ITT profiles significantly differed between the two groups (p=0.019) (Figure 5G), largely due to differences in basal glucose levels (Figure 5—figure supplement 1H). By 8 weeks of age, body weights continued to diverge between the groups, but we no longer observed significant differences in fasting blood glucose or plasma insulin concentrations (Figure 5D–F).

**Figure 5.**
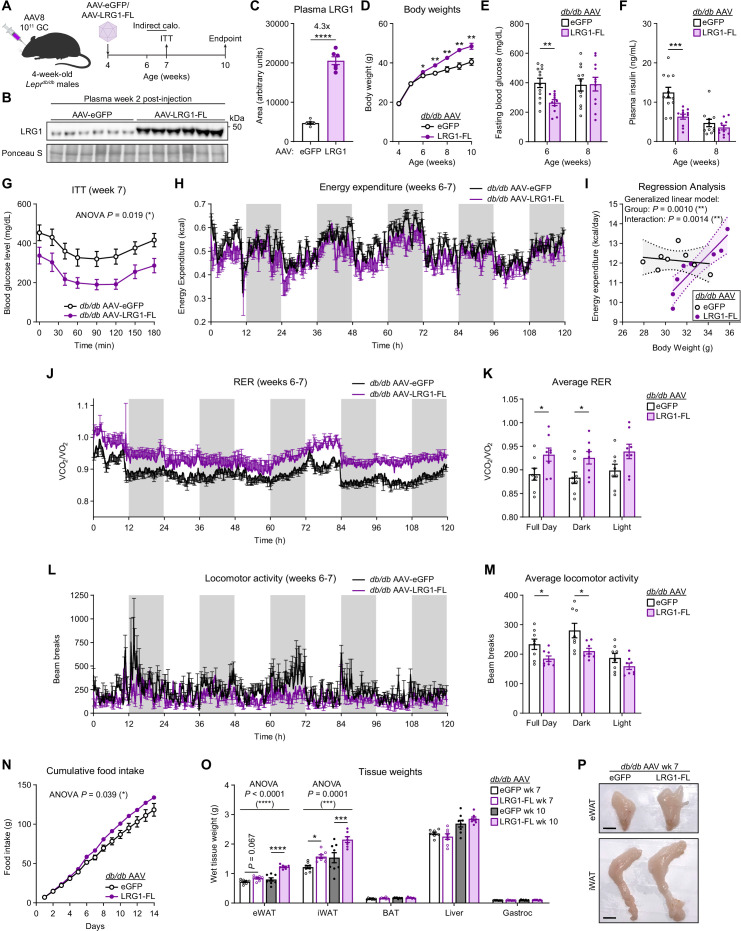
LRG1 overexpression in C57BLKS/J-*Lepr^db/db^* mice delays onset of diabetic phenotype and promotes WAT expansion. (**A**) Schematic of AAV8-mediated LRG1 overexpression in *db/db* males. (**B**) Plasma western blot of LRG1 2 weeks after AAV injection. (**C**) Quantification of (**B**). ****p<0.0001 from two-sided Welch’s *t*-test. n=6 per group. (**D**) Body weights of AAV-transduced *db/db* male mice on standard chow diet. *p<0.05, **p<0.01 from two-sided Welch’s *t*-test. n=16 per group for weeks 4–6; n=7–8 per group for weeks 7–10. (**E**) 6 hr fasting blood glucose levels of AAV-transduced *db/db* male mice at 6 and 8 weeks of age. **p<0.01 from two-sided Welch’s *t*-test. n=11–12 per group. (**F**) Plasma insulin levels from (**D**). ***p<0.001 from two-sided Welch’s *t*-test. (**G**) Insulin tolerance test (2.0 U/kg) in AAV-transduced 7-week-old *db/db* male mice. ANOVA p indicates group factor p-value from repeated measures two-way ANOVA. *p<0.05. n=7–8 per group. (**H**) Energy expenditure (EE) of AAV-transduced *db/db* male mice measured by indirect calorimetry over the course of 5 days (120 hr). Shaded regions indicate dark cycles. (**I**) Regression analysis of EE vs. body weight from (**H**). (**J**) Respiratory exchange ratio (RER) of AAV-transduced *db/db* male mice in (**H**). (**K**) Daily average of (**J**) *p<0.05 from one-way ANOVA. (**L**) Locomotor activity of AAV-transduced *db/db* male mice in (**H**). (**M**) Daily average of (**L**) *p<0.05 from one-way ANOVA. (**N**) Cumulative daily food intake over the course of 14 days. *p<0.05 from one-way ANOVA. Indirect calorimetry and food intake measurements were performed with n=8 per group. (**O**) Weights of dissected tissues from AAV-transduced *db/db* male mice at 7 and 10 weeks of age. ANOVA p indicates group factor p-values from two-way mixed effects ANOVA. Where indicated, p-values from Šídák post hoc tests reported. *p<0.05, ***p<0.001, ****p<0.0001. n=7–8 per group. (**P**) eWAT and iWAT of AAV-transduced *db/db* male mice at 7 weeks of age. Scale bars indicate 1 cm. Data are presented as mean ± SEM. Figure 5—source data 1.Labeled uncropped western blot images in Figure 5 and Figure 5—figure supplement 1. Figure 5—source data 2.Raw western blot images in Figure 5 and Figure 5—figure supplement 1.

**Figure 5—figure supplement 1.**
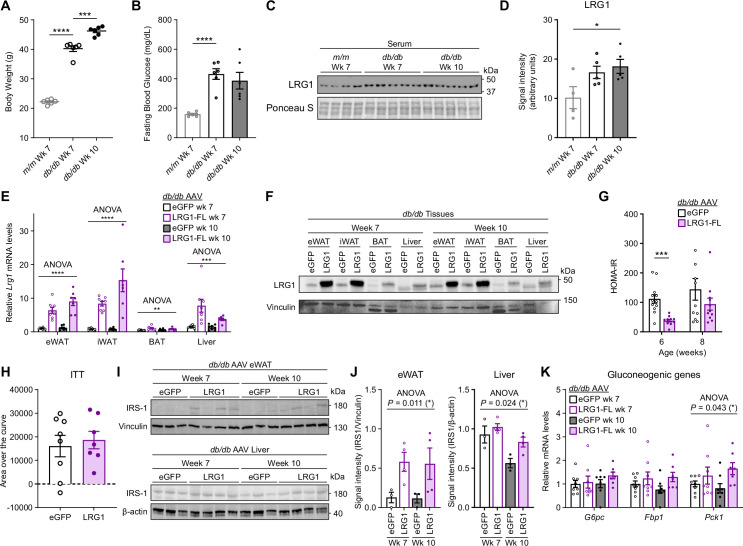
Metabolic characterization of *db/db* vs. *m/m* mice and AAV-transduced *db/db* mice. (**A**) Body weights of *db/db* and littermate *m/m* male mice at 7 and 10 weeks of age. ***p<0.001, ****p<0.0001 from two-sided Welch’s *t*-test. n=6 per group. (**B**) 6 hr fasting blood glucose levels of *db/db* and littermate *m/m* male mice at 7 and 10 weeks of age. ****p<0.0001 from two-sided Welch’s *t*-test. n=6 per group. (**C**) Western blot of LRG1 in serum of *db/db* and littermate *m/m* male mice. (**D**) Quantification of (**C**). *p<0.05 from Tukey post hoc test following one-way ANOVA. (**E**) Relative *Lrg1* mRNA levels across tissues from AAV-transduced *db/db* male mice. **p<0.01, ***p<0.001, ****p<0.0001, group factor significance from two-way ANOVA. n=7–8 per group. (**F**) Western blot of LRG1 in tissues from AAV-transduced *db/db* male mice. (**G**) Calculation of HOMA-IR from Figure 5E, F. ***p<0.001 from two-sided Welch’s *t*-test. (**H**) Area over the curve analysis of ITT in Figure 5G after subtracting baseline measurement at *t*=0. (**I**) Western blot of IRS-1 in eWAT and liver of AAV-transduced *db/db* mice. (**J**) Quantification of (**J**).*p*-value indicates group-factor p-value from two-way ANOVA. n=3–4 biological replicates per group. (**K**) Relative mRNA levels of gluconeogenic genes in the liver of *db/db* males at 7 and 10 weeks of age. *p<0.05 indicates group factor p-value from two-way ANOVA. n=7–8 per group. Data are presented as mean ± SEM.

To further characterize the metabolic effects of LRG1 overexpression in *db/db* animals, we performed indirect calorimetry between 6 and 7 weeks of age (Figure 5A). Measurement of total energy expenditure (EE) across 5 days following acclimation (Figure 5H) and regression analysis against body weight using a generalized linear model using CalR (Mina et al., 2018) showed that there is a significant difference in EE between the two groups (p=0.0010) as well as a significant interaction effect between EE and body weight (p=0.0014) (Figure 5I). This suggests that LRG1 overexpression leads to a greater increase in EE per unit increase in body weight. Respiratory exchange ratio (RER) was higher in the LRG1 group compared to eGFP controls (eGFP: 0.89±0.013 vs. LRG1: 0.93±0.014, mean ± SEM; p=0.046), suggesting a fuel preference for carbohydrates (Figure 5J, K). The eGFP group showed greater locomotor activity than the LRG1 group (eGFP: 234±17.5 vs. LRG1: 185±9.27, mean ± SEM; p=0.027), especially during the dark cycle (Figure 5L, M). Finally, LRG1-overexpressing animals had significantly greater food intake, consuming approximately 14% more food each day (p=0.039) (Figure 5N).

Tissue weight measurements revealed that LRG1-overexpressing animals had accelerated gain of eWAT (p<0.0001) and iWAT (p=0.0001) mass, such that by week 10, their eWAT and iWAT were 53% and 40% heavier, respectively, than those of eGFP controls (Figure 5O, P). We observed no difference in weights of BAT, liver, or gastrocnemius muscle (Figure 5O). To further determine if LRG1 affects the insulin signaling pathway, we measured IRS-1 protein levels in eWAT and liver. The LRG1 group showed increased IRS-1 protein, especially in eWAT (Figure 5—figure supplement 1I and J). qPCR analysis of hepatic gluconeogenic gene expression showed no significant difference except for *Pck1*, which was higher in the LRG1 group (Figure 5—figure supplement 1K). These results reveal that LRG1 overexpression elicits a constellation of metabolic effects in *db/db* animals that result in improved insulin sensitivity and WAT expansion-driven weight gain.

### LRG1 suppresses obesity-associated systemic inflammation

Based on the accelerated eWAT and iWAT expansion in LRG1-overexpressing *db/db* animals, we hypothesized that WAT could be a target of LRG1 action. We analyzed paraffin-embedded, hematoxylin and eosin (H&E) stained tissue sections and found that eWAT from B6 animals sacrificed at 21 weeks of age (13 weeks on HFD) was characterized by accumulation of macrophages forming crown-like structures (CLS) (Figure 6A). The distal portion of eWAT was especially susceptible to CLS formation in eGFP controls, while the same region in LRG1-overexpressing animals displayed an 82% reduction in CLS number (p<0.0001) (Figure 6A, B). B6 iWAT contained fewer CLS compared to eWAT and did not show major morphological differences between groups (Figure 6—figure supplement 1A, B). In *db/db* eWAT, we observed significantly reduced CLS in the LRG1 group by 81% at week 7 (p=0.0001) and 85% at week 10 (p<0.0001) (Figure 6C, D). CLS in *db/db* iWAT from LRG1-overexpressing animals were reduced by 83% at week 7 (p=0.0043) and 88% at week 10 (p<0.0001) (Figure 6C, E). Quantification of adipocyte cross-sectional areas in *db/db* eWAT slides showed significantly larger adipocyte size in the LRG1 group, especially at week 7 (p=0.0052) (Figure 6—figure supplement 1C).

**Figure 6.**
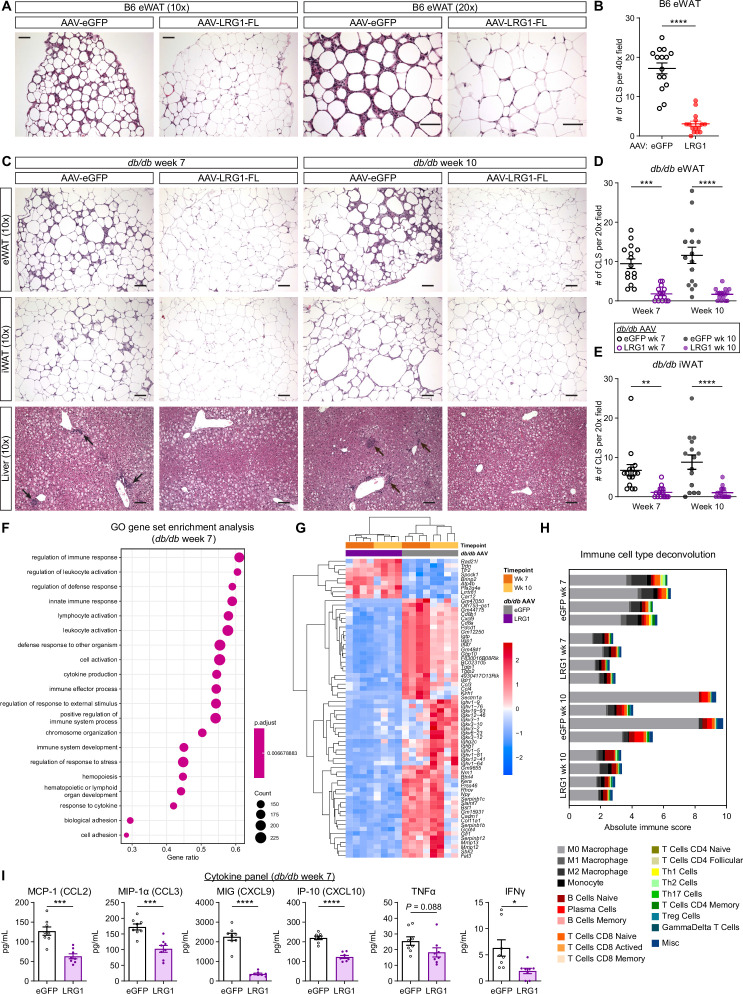
LRG1 suppresses obesity-associated systemic inflammation. (**A**) Representative images from H&E-stained eWAT sections from B6 DIO mice transduced with AAV-eGFP or AAV-LRG1-FL under 10 x (left) and 20 x (right) objectives. Scale bars indicate 100 µm. (**B**) Quantification of CLS from (**A**). ****p<0.0001 from two-sided Welch’s *t*-test. 5 fields under a 40 x objective from three animals were used for quantification (n=15 per group). (**C**) Representative images from H&E-stained eWAT, iWAT, and liver sections from *db/db* mice transduced with AAV-eGFP or AAV-LRG1-FL. Arrows indicate liver inflammatory foci. Scale bars indicate 100 µm. (**D, E**) Quantification of CLS in eWAT (**D**) and iWAT (**E**) from (**C**). Šídák post hoc test results from two-way ANOVA are indicated. **p<0.01, ***p<0.001, ****p<0.0001. Five fields under a 20 x objective from three animals were used for quantification (n=15 per group). (**F**) Top 20 enriched GO BP pathways from GSEA of significantly differentially expressed genes between *db/db*-LRG1 and *db/db*-eGFP eWAT at 7 weeks of age. (**G**) Heatmap of 68 differentially regulated genes (Log_2_FC >2 or < –2 and adjusted p<0.01) between *db/db*-LRG1 and *db/db*-eGFP eWAT at both 7 and 10 weeks of age. (**H**) Absolute scores from immune cell type deconvolution analysis of eWAT transcriptomes using CIBERSORTx. (**I**) Quantification of serum chemokine/cytokine levels in *db/db*-LRG1 and *db/db*-eGFP at 7 weeks of age. *p<0.05, ***p<0.001, ****p<0.0001 from two-sided Welch’s *t*-test. n=8 biological replicates per group. Data are presented as mean ± SEM.

**Figure 6—figure supplement 1.**
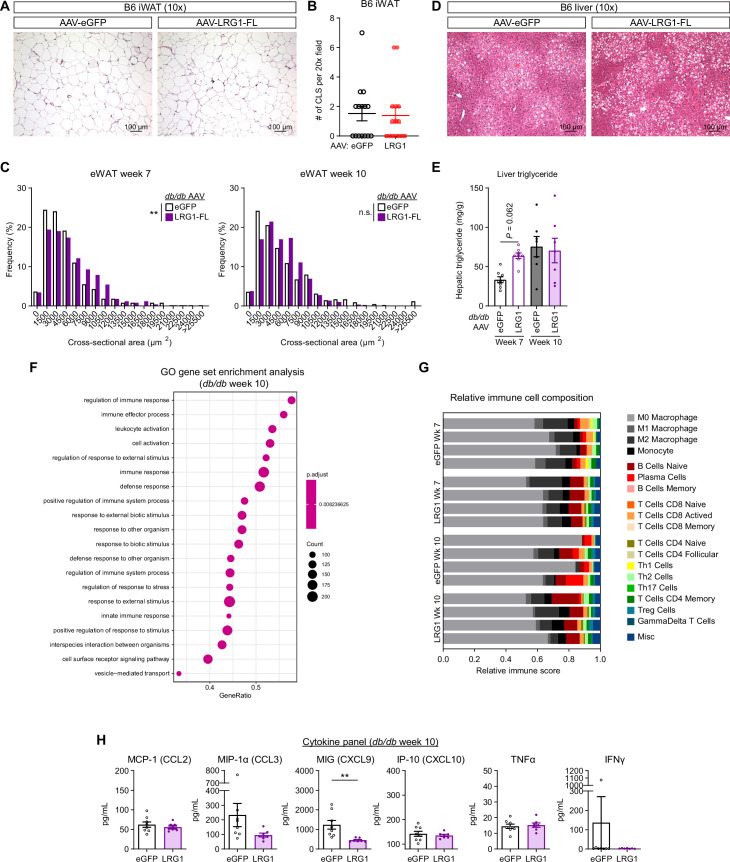
Analysis of inflammatory phenotypes with LRG1 gain of function. (**A**) Representative images from H&E-stained iWAT sections from B6 DIO mice transduced with AAV-eGFP or AAV-LRG1-FL. Scale bars are indicated. (**B**) Quantification of CLS from (**A**). Data are presented as mean ± SEM. Five fields under a 20 x objective from three animals were used for quantification (n=15 per group). (**C**) Histogram of adipocyte cross-sectional areas in H&E stained eWAT sections from *db/db*-eGFP and *db/db*-LRG1. **p<0.01 from two-sided Welch’s *t*-test. (**D**) Representative images from H&E-stained liver sections from B6 DIO mice transduced with AAV-eGFP or AAV-LRG1-FL. Scale bars are indicated. (**E**) Quantification of hepatic triglyceride in *db/db* mice transduced with AAV-eGFP or AAV-LRG1-FL. Data are presented as mean ± SEM. Šídák post hoc test results from two-way ANOVA are indicated. n=7–8 per group. (**F**) Top 20 enriched GO BP pathways from GSEA of significantly differentially expressed genes in eWAT between *db/db*-LRG1 and *db/db*-eGFP at 10 weeks of age. (**G**) Relative scores from immune cell type deconvolution analysis of eWAT transcriptomes using CIBERSORTx. (**H**) Quantification of serum chemokine/cytokine levels in *db/db*-LRG1 and *db/db*-eGFP at 10 weeks of age. Data are presented as mean ± SEM. **p<0.01 from two-sided Welch’s *t*-test. n=8 for *db/db*-eGFP and n=7 for *db/db*-LRG1 (biological replicates).

Obesity is associated with non-alcoholic fatty liver disease (NAFLD), characterized by hepatic steatosis with or without inflammation (Farrell et al., 2019). While HFD-fed B6 mice rarely demonstrate liver injury or inflammation, mild necroinflammation can be observed in *db/db* liver as early as 1 month of age (Trak-Smayra et al., 2011). Liver sections from the B6 cohort showed a similar degree of steatosis in both groups, without any inflammatory lesions (Figure 6—figure supplement 1D). In the *db/db* cohort, both eGFP and LRG1 showed no statistically significant differences in the degree of hepatosteatosis (Figure 6—figure supplement 1E), but inflammatory foci were found only in eGFP-expressing animals (Figure 6C).

Inflammation is a key link between obesity and insulin resistance (Saltiel and Olefsky, 2017). We hypothesized that LRG1 may mediate its insulin sensitizing effect via attenuation of inflammation in susceptible organs. We performed RNA-Seq analysis on eWAT from AAV-treated *db/db* animals harvested at week 7 (midpoint) and 10 (endpoint). 

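Whole eWAT, the epididymal white fat depot, was sequenced from 4 db/db males given AAV8-eGFP and 4 given AAV8-LRG1-FL at week 7, and from 4 of each at week 10, which makes 16 libraries. The virus had been given at 4 weeks of age. Lrg1, on chromosome 17 from 56119678 to 56122001 of GRCm38, served as the check of the labels. It was counted at 86.2 to 110.2 CPM (counts scaled to the TMM-adjusted library total) in the eGFP libraries of week 7 and at 288 to 478 CPM in the LRG1 libraries. At week 10 it was at 99.6 to 115 CPM in the eGFP libraries and at 286 to 624 CPM in the LRG1 libraries. The log2 fold change of Lrg1 between the groups was 1.75 (SE 0.20, adjusted p = 1.6e-05) at week 7 and 2.12 (SE 0.20, adjusted p = 1.2e-04) at week 10. The counts do not separate the transcript of the vector from that of the mouse gene. Over the 2000 most variable genes, principal component 1 held 43.4% of the variance and set the LRG1 libraries (15.9 to 43.9) apart from the eGFP libraries (-67.7 to -8.36). Principal component 2 held 16.6% and set the eGFP libraries of week 7 (27.5 to 40.6) apart from all others (-26.1 to 7.16).
The authors trimmed the reads with Cutadapt, aligned them to mm10 with STAR and counted them per gene with featureCounts. The deposited table holds these counts, not normalized, for 55573 Ensembl genes, of which 17401 had no count in any library. The paper's text gives no versions of these tools and does not say whether reads or read pairs were counted. Each library held 45376227 to 67539937 counts, with a median of 59851918. Mitochondrial ribosomal RNA made up 25.0% ± 0.863 (SD, n = 4) of the counts in eGFP mice and 29.2% ± 1.51 in LRG1 mice at week 7, and 26.2% ± 1.39 and 26.9% ± 1.52 at week 10. All 16 libraries entered 1 edgeR quasi-likelihood fit with a coefficient per group, scaled by TMM. It tested the 20822 genes kept by edgeR's filter on low counts. Genes were called at a Benjamini-Hochberg adjusted p below 0.01, the threshold of the paper's heatmap. For its gene list at week 7 the paper gives a p below 0.01 without saying whether it was adjusted. Values below are log2 fold changes of the LRG1 group against the eGFP group with their standard error (SE), so that a negative value is lower with LRG1. Gene lists of cell types and pathways were tested with camera at an adjusted p below 0.05 and a preset correlation between genes of 0.01. The paper states that each cage of 4 mice was assigned to eGFP or LRG1, and the sources used here do not give the cage of each mouse, so an effect of the cage cannot be separated from that of the treatment.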

We performed differential gene expression analysis between the eGFP and LRG1 groups at midpoint and subjected the list of significant genes (p<0.01) to GO gene-set enrichment analysis (GSEA). 

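In eWAT at week 7, transcripts of T cells, cytotoxic cells and macrophages were lower in the LRG1 group than in the eGFP group, and so were genes that interferon-gamma induces. Of the 20822 genes tested, 2221 were lower and 1534 higher in the LRG1 group (edgeR, n = 4 mice per group). Upper quartile scaling gave 1957 lower and 1993 higher, and library size only 3636 lower and 341 higher. Of 31 interferon-gamma-induced genes, 30 fell, none rose and 1 did not pass the test (30 fell when adjusted over the list alone). Their median log2 fold change was -2.72 (camera, adjusted p = 1.9e-93), and they remained called at an adjusted p = 0.0131 with an estimated correlation. Among them, Ciita, the regulator of MHC class II genes, fell by 2.69 (SE 0.17, adjusted p = 5.0e-08). Psmb8 and Psmb10, subunits of the immunoproteasome, were at -2.71 (SE 0.14) and -1.81 (SE 0.11). Nlrc5, a regulator of MHC class I genes, was at -1.63 (SE 0.10). Psmb8 and the MHC genes of the list lie in the H2 region, where C57BLKS mice differ from the C57BL/6J reference in every group. Of 18 T cell markers, 16 fell, 1 rose and 1 did not pass (17 fell and 1 rose when adjusted over the list alone). Cd3e and Cd3d, which encode parts of the T cell receptor complex, were at -4.53 (SE 0.41, adjusted p = 1.7e-06) and -3.30 (SE 0.32, adjusted p = 3.4e-06). Cd8a, the CD8 chain of cytotoxic T cells, was at -4.73 (SE 0.57, adjusted p = 2.8e-05). The gene that rose, named after its value was seen, was Il2ra at 1.03 (SE 0.18). Of 12 natural killer and cytotoxic cell markers, 8 fell, none rose and 4 did not pass (9 fell when adjusted over the list alone), among them the perforin gene Prf1 at -3.17 (SE 0.36) and Nkg7 at -3.72 (SE 0.42).
Of 20 genes expressed by most leukocytes, 19 fell, none rose and 1 did not pass (also 19 when adjusted over the list alone), with Coro1a at -1.67 (SE 0.15, adjusted p = 1.3e-06) and Cd52 at -2.13 (SE 0.22, adjusted p = 5.6e-06). Of 18 macrophage markers, 14 fell, none rose and 4 did not pass (16 fell when adjusted over the list alone). Aif1, which encodes the macrophage marker IBA1, was at -2.42 (SE 0.17, adjusted p = 1.1e-07), and the complement gene C1qa was at -1.31 (SE 0.12, adjusted p = 2.0e-06). The camera test gave an adjusted p = 2.2e-16 for the T cell list, 1.5e-08 for the cytotoxic list, 2.2e-18 for the pan-leukocyte list and 1.9e-17 for the macrophage list. None of these 4 passed with an estimated correlation: adjusted p = 0.106 with an estimated correlation for the T cell and macrophage lists, and 0.116 for the cytotoxic and pan-leukocyte lists. The genes with the largest falls, by the rule for named genes, held the interferon-induced GTPase genes Gbp10 at -6.42 (SE 0.57), Tgtp2 at -5.80 (SE 0.53), Tgtp1 at -5.75 (SE 0.48), Iigp1 at -5.36 (SE 0.40) and Igtp at -5.08 (SE 0.36). They also held Pdcd1, which encodes the T cell receptor PD-1, at -6.25 (SE 0.41), the T cell transcription factor gene Tox at -5.01 (SE 0.32) and Glp1r at -4.98 (SE 0.48). Ifng itself was at 0.692 to 1.88 CPM in the eGFP libraries and at 0 to 0.0861 CPM in the LRG1 libraries, and Kera at 0.463 to 1.97 CPM and 0 to 0.0338 CPM. Of 717 Reactome sets with 15 to 500 tested genes, 263 were lower and 29 higher, and all of the 20 sets with the smallest p were lower. They included interferon gamma signaling, with a median of -1.13 (camera, adjusted p = 2.0e-44), PD-1 signaling, with a median of -2.56 (adjusted p = 1.3e-21), and antigen presentation by class I MHC. In the same 20, 3 sets held genes of translation. None of the 717 sets passed with an estimated correlation (interferon gamma signaling, adjusted p = 0.0835 with an estimated correlation), and 3 of the 35 divisions of the 8 libraries into groups of 4, the real one included, called at least as many sets. The LRG1 libraries of this week also held more mitochondrial ribosomal RNA than the eGFP libraries of week 7. The count of genes was 2310 without replicate 1 of the eGFP group and 2239 without replicate 3 of the LRG1 group. Leaving out any 1 of the 8 libraries of week 7 gave 705 to 1128 higher and 1481 to 1951 lower.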

All of the top 20 differentially regulated pathways showed highly significant enrichment (p=0.0067) and were immune-related, including leukocyte activation, innate immune response, and cytokine production (Figure 6F). The enrichment score for each of these pathways was negative in the LRG1 group, indicating down-regulation of inflammatory processes in these animals. 

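Genes that sense microbial products, genes of the type I interferon response, genes of cell death and genes of cell division were also lower in LRG1 mice at week 7. Genes of adipocytes, endothelium and lipid synthesis were higher in this group. Of 24 Toll-like receptor, NF-kB and inflammasome genes, 18 fell, none rose and 6 did not pass (20 fell when adjusted over the list alone). Tlr2 was at -1.50 (SE 0.16, adjusted p = 7.4e-06) and Casp1, the caspase that matures interleukin-1 beta, at -1.82 (SE 0.22, adjusted p = 2.5e-05). Of 23 type I interferon-induced genes, 20 fell, none rose and 3 did not pass (22 fell when adjusted over the list alone), with Zbp1 at -3.08 (SE 0.23, adjusted p = 2.6e-07) and Bst2 at -1.42 (SE 0.17, adjusted p = 2.9e-05). Of 22 proliferation genes, 21 fell, none rose and 1 did not pass (22 fell when adjusted over the list alone). Mcm3, part of the replicative helicase, was at -1.01 (SE 0.13) and Birc5, which encodes survivin, at -1.34 (SE 0.18). Of 22 apoptosis and cell death genes, 12 fell, none rose and 10 did not pass (also 12 when adjusted over the list alone). Gsdmd, the pore-forming gene of pyroptosis, was at -1.24 (SE 0.12, adjusted p = 3.1e-06), and Mlkl, which executes necroptosis, at -1.18 (SE 0.14, adjusted p = 2.9e-05). The camera test gave an adjusted p = 2.2e-14, 5.3e-18, 3.9e-16 and 1.1e-05 for these 4 lists in turn, and none passed with an estimated correlation, where the adjusted p = 0.116, 0.106, 0.126 and 0.116 with an estimated correlation.
Of 16 endothelial markers, 11 rose, none fell and 5 did not pass (12 rose when adjusted over the list alone), such as Emcn at 0.87 (SE 0.15, adjusted p = 7.1e-04) and the angiopoietin receptor gene Tek at 0.88 (SE 0.19, adjusted p = 0.0024). Of 12 smooth muscle and pericyte markers, 4 rose, none fell and 8 did not pass (10 rose when adjusted over the list alone): Myh11 at 1.12 (SE 0.18), Des at 0.58 (SE 0.10), Rgs5 at 1.32 (SE 0.33) and Abcc9 at 0.97 (SE 0.25). Of 26 mature adipocyte genes, 8 rose, none fell and 18 did not pass (9 rose when adjusted over the list alone). Slc2a4, which encodes the insulin-responsive glucose transporter, was at 1.17 (SE 0.21, adjusted p = 7.9e-04) and Acvr1c at 1.07 (SE 0.19, adjusted p = 7.4e-04). Of 21 fatty acid and triglyceride synthesis genes, 11 rose, 1 fell and 9 did not pass (15 rose and 2 fell when adjusted over the list alone). Acaca, the enzyme that makes malonyl-CoA, was at 1.21 (SE 0.22, adjusted p = 8.8e-04), Scd1, a fatty acid desaturase, at 1.00 (SE 0.19, adjusted p = 0.0012) and Pnpla3 at 1.14 (SE 0.18, adjusted p = 2.7e-04). The gene that fell, named after its value was seen, was Fads1 at -0.43 (SE 0.10). Of 16 fibroblast and adipocyte progenitor markers, 5 rose, 1 fell and 10 did not pass (8 rose and 1 fell when adjusted over the list alone), with Cd55 at 0.63 (SE 0.10) among those that rose and Ly6a at -1.62 (SE 0.21) as the one that fell. By camera these 5 lists were higher, at an adjusted p = 7.4e-07, 1.9e-04, 2.6e-06, 2.7e-06 and 0.0015 in turn. None passed with an estimated correlation: the adjusted p = 0.272, 0.211, 0.369, 0.191 and 0.116 with an estimated correlation. By the rule for named genes, the largest rises were in Slc15a5 at 2.93 (SE 0.46), Colq at 2.75 (SE 0.33), Sez6l at 2.46 (SE 0.50), Mrgprg at 2.46 (SE 0.65) and Atp4b at 2.41 (SE 0.54), followed by Cyp2e1, a cytochrome P450, at 2.31 (SE 0.43). When libraries were scaled by their totals alone, the median of all genes moved to -0.15 and 341 genes in place of 1534 were higher, while the medians of these 5 lists stayed above 0 at 0.73, 0.49, 0.48, 0.63 and 0.35. Under that scaling 1, 1, 3, 7 and 1 of their genes were higher, and 2 genes of fatty acid synthesis and 1 fibroblast and adipocyte progenitor marker were lower. The paper takes the negative enrichment score of each of its top pathways in the LRG1 group (Figure 6F) and concludes that inflammatory processes were down-regulated in these animals.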

GSEA of significantly regulated genes at the 10-week endpoint yielded similar down-regulation of immune-related pathways in the LRG1 group (Figure 6—figure supplement 1F). 

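At week 10, macrophage, mast cell, T cell and interferon-gamma-induced transcripts were lower in the LRG1 group, and 7 of 20 genes of cholesterol synthesis were higher. Of the 20822 genes, 1092 were lower and 762 higher in the LRG1 group (edgeR, n = 4 mice per group). Of those lower, 780 were also lower at week 7, where independent lists would share 116, and of those higher 490 were also higher at week 7, where independent lists would share 56.1. Another 2 of those higher at week 7 were lower at week 10. Of 20 pan-leukocyte genes, 19 fell, none rose and 1 did not pass (also 19 when adjusted over the list alone), with Vav1 at -1.28 (SE 0.20, adjusted p = 0.0014). Of 18 macrophage markers, 14 fell, none rose and 4 did not pass (17 fell and 1 rose when adjusted over the list alone). The complement gene C1qc was at -1.03 (SE 0.14, adjusted p = 0.0010) and Ms4a7 at -1.42 (SE 0.20, adjusted p = 0.0010). Of 18 markers of lipid-associated macrophages, the macrophages that take up lipid in obese fat, 14 fell, 1 rose and 3 did not pass (15 fell and 1 rose when adjusted over the list alone). Trem2, the lipid receptor of these cells, was at -1.92 (SE 0.33, adjusted p = 0.0019) and the lysosomal protease gene Ctss at -1.99 (SE 0.30, adjusted p = 0.0012). The gene that rose was Acp5 at 0.39 (SE 0.08). Of 10 mast cell markers, 9 fell, none rose and 1 did not pass (also 9 when adjusted over the list alone). The protease genes Tpsb2, Cma1 and Cpa3 were at -3.41 (SE 0.52), -3.50 (SE 0.56) and -3.34 (SE 0.55).
Of 11 neutrophil markers, 4 fell, none rose and 7 did not pass (7 fell when adjusted over the list alone): Ngp at -4.48 (SE 0.86), Mmp8 at -4.18 (SE 0.84), S100a9 at -4.20 (SE 0.90) and Cxcr2 at -3.31 (SE 0.78). Of 18 T cell markers, 6 fell, none rose and 12 did not pass (6 fell and 1 rose when adjusted over the list alone). Cd8a was at -2.69 (SE 0.55, adjusted p = 0.0039) and Foxp3, the transcription factor of regulatory T cells, at -1.17 (SE 0.23, adjusted p = 0.0032). Of 31 interferon-gamma-induced genes, 18 fell, none rose and 13 did not pass (24 fell when adjusted over the list alone), with Psmb8 at -1.01 (SE 0.13, adjusted p = 8.6e-04) and Igtp at -2.43 (SE 0.32, adjusted p = 8.7e-04). Of 24 Toll-like receptor, NF-kB and inflammasome genes, 10 fell, none rose and 14 did not pass (15 fell when adjusted over the list alone), with Tlr7 at -0.92 (SE 0.12, adjusted p = 8.6e-04). Of 20 cholesterol synthesis genes, 7 rose, none fell and 13 did not pass (8 rose when adjusted over the list alone), with Hmgcs1 at 0.62 (SE 0.09, adjusted p = 0.0011). The mean log2 CPM over this list was 4.23 ± 0.15 (SD, n = 4) in eGFP mice and 4.50 ± 0.13 in LRG1 mice, with overlapping groups (exact permutation p = 0.0571). At week 7 it was 4.70 ± 0.10 in eGFP mice and 4.59 ± 0.16 in LRG1 mice, so the eGFP group differed more between the weeks than the LRG1 group. Of 12 smooth muscle and pericyte markers, 4 rose, none fell and 8 did not pass (8 rose when adjusted over the list alone), with Smtn at 0.83 (SE 0.18). Of 21 fatty acid and triglyceride synthesis genes, 4 rose, none fell and 17 did not pass (8 rose when adjusted over the list alone): Pnpla3 at 1.28 (SE 0.18), Scd2 at 0.78 (SE 0.15), Dgat2 at 0.94 (SE 0.18) and Mlxipl at 0.99 (SE 0.19). The camera test called each of these lists, from an adjusted p = 1.1e-18 for the pan-leukocyte list to 2.5e-04 for the neutrophil list. None passed with an estimated correlation: the adjusted p = 0.238 with an estimated correlation for the pan-leukocyte, macrophage, mast cell, interferon-gamma, smooth muscle and fatty acid lists, 0.252 for the lipid-associated macrophage and Toll-like receptor lists, 0.267 for the T cell and cholesterol lists and 0.338 for the neutrophil list. By the rule for named genes, the largest falls at week 10 were in Serpinb9b at -5.90 (SE 1.04), Prg2, the eosinophil granule gene, at -4.69 (SE 0.91), Spp1, which encodes osteopontin, at -4.44 (SE 0.85), and Tph1 at -3.97 (SE 0.73). By the same rule, the largest rises were in Gpr50 at 3.72 (SE 0.66), Trdn at 3.02 (SE 0.59) and Mstn, which encodes myostatin, at 2.83 (SE 0.46). Of the 717 Reactome sets, 193 were lower and 29 higher, all of the 20 with the smallest p were lower, and none passed with an estimated correlation (peptide chain elongation, adjusted p = 1.7e-13, and 0.733 with an estimated correlation). In the same 20, 13 sets held genes of translation, ribosomes or nonsense-mediated decay. At least as many sets were called in 9 of the 35 divisions of the 8 libraries, the real one included.
The eGFP mice of week 10 differed from each other, with a lipid-associated macrophage score, the mean log2 CPM over the list, of 8.82, 6.91, 8.96 and 7.27 and a mast cell score of 4.76, 2.32, 4.87 and 3.26 in replicates 1 to 4. Of the 60 genes named here that passed at week 10, 42, 50, 33 and 24 kept their call without LRG1 replicates 1 to 4, and 38, 60, 40 and 60 without eGFP replicates 1 to 4 of that week. The count of 1854 genes fell to 12 when only the 8 libraries of week 10 were fitted in edgeR. DESeq2 on the same 8 libraries called 2010 genes, 1595 of them among the 1854. In the edgeR fit of both weeks, the count was 284, 416 and 730 without LRG1 replicate 4, 3 or 1 of week 10. It was 489 and 530 without eGFP replicate 1 or 3 of week 10, and 3647 and 2795 without eGFP replicate 2 or 4. Which direction held more genes also depended on the setting. With library size only 320 were higher and 1136 lower, but more were higher than lower in limma-voom (804 and 639), in limma-voom with weights (138 and 114) and without LRG1 replicate 3 (220 and 196) or 4 (159 and 125).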

To visualize which genes are most significantly differentially regulated, we plotted a heatmap of 68 genes that showed significant difference (adjusted *P*<0.01) with Log2 fold-change of >2 or <-2 between the two groups at both time points. 

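With an adjusted p below 0.01 and a change of over 4-fold in the same direction at both weeks, 36 genes were lower and 3 higher in the LRG1 group (edgeR, n = 4 mice per group and week). Among those lower were interferon-gamma-induced genes. Gbp10 was at -3.40 (SE 0.51) at week 10, next to Tgtp1 at -2.85 (SE 0.43), Tgtp2 at -2.86 (SE 0.48), Iigp1 at -2.62 (SE 0.35) and Ifi47 at -2.17 (SE 0.29), and Ifi47 was at -4.52 (SE 0.32) at week 7. T cell genes were Cd8b1, the other chain of CD8, at -3.82 (SE 0.62) at week 7 and -2.72 (SE 0.63) at week 10, and Pdcd1, at -2.54 (SE 0.36) at week 10. Slamf7, a receptor of activated lymphocytes, was at -2.17 (SE 0.32) and -2.22 (SE 0.32) at weeks 7 and 10. Immunoglobulin genes made up 5 of the 36, all lower. Cadm1, a cell adhesion gene, was at -2.23 (SE 0.28) and -2.15 (SE 0.28), Bst1 at -2.57 (SE 0.46) and -2.63 (SE 0.46), and Col11a1, a collagen gene, at -3.71 (SE 0.82) and -3.61 (SE 0.83). The 3 higher genes were Tfr2, which encodes transferrin receptor 2, at 2.30 (SE 0.37, adjusted p = 3.4e-04) and 2.56 (SE 0.37, adjusted p = 0.0011), Brinp2 at 2.03 (SE 0.40, adjusted p = 0.0014) and 2.80 (SE 0.45, adjusted p = 0.0014), and Pla2g4e, a phospholipase A2 gene, at 2.34 (SE 0.42, adjusted p = 8.2e-04) and 2.26 (SE 0.42, adjusted p = 0.0028). The count was 63 with DESeq2 on the 16 libraries, 37 of them shared, and 6 when edgeR fitted each week by itself. Without eGFP replicate 2 of week 10 it was 79, without eGFP replicate 3 of week 10 or LRG1 replicate 3 of week 10 it was 23, and without LRG1 replicate 4 of week 10 it was 20.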

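The chemokine genes Ccl3, Ccl4 and Cxcl9 and the IgG genes Ighg1 and Ighg2c were lower in the LRG1 group at both weeks. The metalloproteinase genes of macrophages, Mmp12 and Mmp13, were also lower at both weeks, but in the edgeR fit of all 16 libraries they passed the threshold only at week 10. Ccl3, which encodes the chemokine MIP-1α, lies on chromosome 11 from 83647844 to 83649355. It was at 14.4 ± 5.36 CPM (SD, n = 4) in eGFP mice and 1.83 ± 0.985 CPM in LRG1 mice at week 7, a log2 fold change of -2.98 (SE 0.47, adjusted p = 2.9e-04). At week 10 the change was -2.47 (SE 0.49, adjusted p = 0.0035). Ccl4, on chromosome 11 from 83662584 to 83664683, encodes MIP-1β and was at -3.70 (SE 0.49, adjusted p = 6.9e-05) at week 7 and -2.25 (SE 0.52, adjusted p = 0.0073) at week 10. Cxcl9, on chromosome 5 from 92321347 to 92328079, encodes the interferon-gamma-induced chemokine MIG. It was at 482 ± 152 CPM (SD, n = 4) in eGFP mice and 17.8 ± 18.6 CPM in LRG1 mice at week 7, a change of -4.75 (SE 0.57, adjusted p = 2.7e-05), with -2.34 (SE 0.51, adjusted p = 0.0056) at week 10. Mmp12, the macrophage elastase, lies on chromosome 9 from 7344381 to 7369499. At week 7 it was at 774 ± 203 CPM (SD, n = 4) in eGFP mice and 163 ± 21.8 CPM in LRG1 mice, a log2 fold change of -2.24 (SE 0.62, adjusted p = 0.0116), which did not pass the threshold of 0.01. At week 10 it fell by 3.83 (SE 0.66, adjusted p = 0.0020). The eGFP mice of week 10 held 4315, 314, 4942 and 583 CPM of it in replicates 1 to 4. Mmp13, the collagenase on chromosome 9 from 7272514 to 7283331, was at -2.13 (SE 0.59, adjusted p = 0.0120) at week 7, which did not pass either, and at -3.25 (SE 0.61, adjusted p = 0.0029) at week 10. Both passed at week 7 under 11 of the other settings. These included edgeR on the 8 libraries of week 7 alone and the fits without each of the 4 eGFP libraries of week 10. The miss at week 7 thus depended on the fit and is not read as a difference between the weeks. Without LRG1 replicate 4 of week 10, all 5 genes lost their call at week 10, with an adjusted p = 0.0166 for Ccl3, 0.0288 for Ccl4, 0.0236 for Cxcl9, 0.0113 for Mmp12 and 0.0141 for Mmp13. Of week 10, leaving out eGFP replicate 1 (0.0140, 0.0280, 0.0129 and 0.0106) or LRG1 replicate 1 (0.0120, 0.0203, 0.0203 and 0.0104) ended the calls of Ccl3, Ccl4, Cxcl9 and Mmp13, in that order, eGFP replicate 3 those of Ccl3 (0.0120), Ccl4 (0.0203) and Cxcl9 (0.0147), LRG1 replicate 2 those of Ccl4 (0.0179) and Cxcl9 (0.0161), and LRG1 replicate 3 those of Ccl3 (0.0108), Ccl4 (0.0182) and Mmp13 (0.0109). Ccl4 also lost it without eGFP replicate 2 (0.0105) or 4 (0.0110) or LRG1 replicate 1 (0.0106) of week 7.
Of 19 metalloproteinases and their inhibitors, 2 fell, 4 rose and 13 did not pass at week 7 (5 fell and 5 rose when adjusted over the list alone). Adam8 was at -1.75 (SE 0.42) and Timp1, named after its value was seen, at -1.16 (SE 0.30), while Adamts5 was at 1.17 (SE 0.20), Timp3 at 1.04 (SE 0.24), Mmp11 at 0.86 (SE 0.16) and Mmp15 at 0.83 (SE 0.19). The list as a whole was not called at week 7 (camera, adjusted p = 0.790). At week 10, 7 of the 19 fell, 1 rose and 11 did not pass (11 fell and 1 rose when adjusted over the list alone), with Adam8 at -2.35 (SE 0.43). Camera gave an adjusted p = 0.0014, and 0.252 with an estimated correlation. Ighg1, the constant gene of IgG1, was at 12.9 to 52.9 CPM in the eGFP libraries of week 7 and at 0 to 0.135 CPM in the LRG1 libraries. At week 10 it was at 109 to 1029.5 CPM and 0.180 to 1.76 CPM. Ighg2c was at 5.01 to 24.1 CPM and 0.0325 to 0.354 CPM at week 7, and at 14.8 to 155 CPM and 0 to 9.73 CPM at week 10. Igkc, the kappa light chain gene, was at -1.36 (SE 0.58, adjusted p = 0.0874) at week 7 and -3.23 (SE 0.62, adjusted p = 0.0031) at week 10. Ighm was at 0.95 (SE 0.16, adjusted p = 4.0e-04) at week 7, but at 602 to 770.2 CPM against 14.1 to 59.2 CPM of Igkc in the LRG1 libraries its counts do not follow those of a light chain, and they are not read here as IgM. Of 15 plasma cell and immunoglobulin constant genes, 4 fell, 1 rose and 10 did not pass at week 7 (also 4 and 1 when adjusted over the list alone). The 4 that fell were Sdc1, Ighg1, Ighg2c and, named after its value was seen, Igha at -2.76 (SE 0.64). Camera did not call the list (adjusted p = 0.0925). At week 10, 5 fell, none rose and 10 did not pass (8 fell when adjusted over the list alone), among them Sdc1 at -1.22 (SE 0.27), and the list was lower (camera, adjusted p = 3.0e-06, and 0.238 with an estimated correlation). Of 122 immunoglobulin variable segments, 4 fell and 118 did not pass at week 7, and 38 fell and 84 did not pass at week 10. Ighv1-76 was at -4.06 (SE 0.84, adjusted p = 0.0021) and -5.59 (SE 0.84, adjusted p = 0.0012).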

Consistent with the pathway analysis, the LRG1 group showed significant down-regulation of cytokines and chemokines such as *Ccl3*, *Ccl4*, and *Cxcl9*; metalloproteinases such as *Mmp12* and *Mmp13* known to be highly expressed by macrophages; and various immunoglobulin subunit genes (Figure 6G).

Our histological analysis demonstrated significantly reduced CLS in eWAT of LRG1-overexpressing animals. Deconvolution algorithms such as CIBERSORTx allow estimation of cell populations from bulk RNA-Seq datasets (Newman et al., 2019). We performed CIBERSORTx analysis on the expression dataset to gain further insight into differences in immune cell populations. 

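Leukocyte transcripts made up a smaller part of eWAT RNA in the LRG1 group at both weeks. A score was computed per library as the mean log2 CPM over a marker list and compared between 4 and 4 mice by an exact two-sided permutation test, whose smallest p is 0.0286. The pan-leukocyte score was 6.65 ± 0.17 (SD, n = 4) in eGFP mice and 5.18 ± 0.19 in LRG1 mice at week 7, where the LRG1 level was 0.363 of the eGFP level (exact permutation p = 0.0286). At week 10 it was 6.38 ± 0.60 and 5.21 ± 0.24, a level of 0.444 (exact permutation p = 0.0286). The T cell score differed by -2.89 at week 7 and by -1.28 at week 10 (LRG1 minus eGFP, exact permutation p = 0.0286 at each). All 4 LRG1 mice lay below all 4 eGFP mice in both scores at both weeks. Leaving out any 1 of the 4 LRG1 mice of week 10 gave a difference of -1.25 to -1.08 in the pan-leukocyte score at an exact permutation p = 0.0571. Without eGFP replicate 4 of week 10 the T cell difference was -1.19 (exact permutation p = 0.0571). The B cell score differed by -0.44 at week 7 (exact permutation p = 0.314) and -1.18 at week 10 (exact permutation p = 0.143), with overlapping groups. Of 12 B cell markers, 1 fell at week 7, Cd22 at -1.46 (SE 0.39, adjusted p = 0.0092) (0 when adjusted over the list alone), and edgeR called 0 at week 10, where 2 were lower at an unadjusted p below 0.05 and DESeq2 called 1. Camera did not call the list at week 7 (adjusted p = 0.510) and called it lower at week 10 (adjusted p = 0.0040, and 0.434 with an estimated correlation). The plasma cell score differed by -1.87 at week 7 (exact permutation p = 0.0571) and -2.88 at week 10 (exact permutation p = 0.0286, and 0.0571 at -2.76 and -2.75 without eGFP replicate 1 or 4 of week 10), and at week 7 without LRG1 replicate 2 by -2.24 (exact permutation p = 0.0286). The adipocyte score was higher by 0.64 in LRG1 mice at week 7 (exact permutation p = 0.0286) and by 0.49 at week 10 (exact permutation p = 0.200, and 0.0286 at 0.68 without eGFP replicate 2 of week 10). Adjusted over the 14 scores compared, a p of 0.0286 becomes 0.0444. Adjusted over the 42 lists of each week, it becomes 0.0480 at week 7 and 0.0632 at week 10, which does not pass. Scores follow RNA, not cell numbers, and the paper's CIBERSORTx run was not repeated here.

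**Figure D1:**
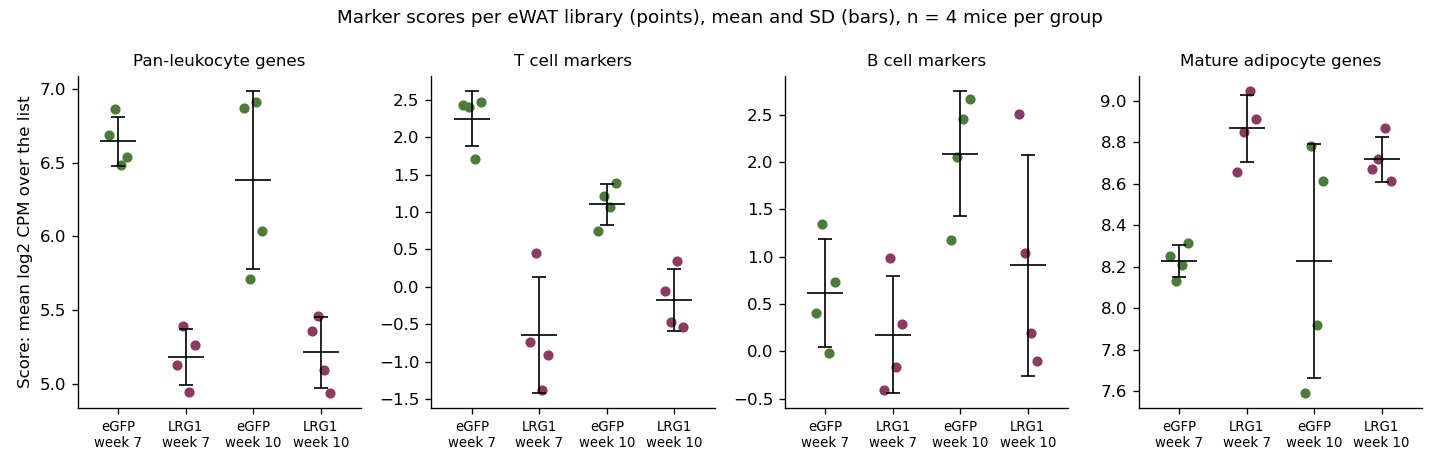
Marker scores (mean log2 CPM over the list, vertical axis) of each eWAT library by group, with the mean and SD of 4 mice. The LRG1 mice lie below all eGFP mice in pan-leukocyte and T cell scores at both weeks, while the B cell scores overlap. The eGFP mice of week 10 spread from 5.71 to 6.91 in the pan-leukocyte score.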

CIBERSORTx estimated that the LRG1 group contains fewer immune cells (Figure 6H). 

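Macrophage transcripts were the most abundant of the immune cell marker lists in eWAT apart from the overlapping list of lipid-associated macrophages, and they were lower with LRG1 at both weeks. Summed over 18 macrophage markers, they came to 5681 ± 575 CPM (SD, n = 4) in eGFP mice and 2488 ± 155 CPM in LRG1 mice at week 7, and to 5859 ± 2223 CPM and 2553 ± 303 CPM at week 10 (exact permutation p = 0.0286 at each week). The sum over 18 T cell markers was 104 ± 25.6 CPM in eGFP mice and 24.1 ± 7.18 CPM in LRG1 mice at week 7. The macrophage score differed by -1.25 between the groups at week 7 and by -0.98 at week 10 (exact permutation p = 0.0286 at each), and all LRG1 mice lay below all eGFP mice. Leaving out any 1 of the 4 LRG1 mice of week 10 gave -1.05 to -0.94 (exact permutation p = 0.0571). Relative to the pan-leukocyte score of the same library, the macrophage score was 0.67 ± 0.05 (SD, n = 4) in eGFP mice and 0.89 ± 0.04 in LRG1 mice at week 7 (exact permutation p = 0.0286). At week 10 it was 0.67 ± 0.21 and 0.86 ± 0.10 (exact permutation p = 0.229). The T cell score relative to the macrophage score differed by -1.65 at week 7 (exact permutation p = 0.0286) and by -0.30 at week 10 (exact permutation p = 0.486). Of 18 markers of lipid-associated macrophages, 7 fell, 1 rose and 10 did not pass at week 7 (11 fell and 1 rose when adjusted over the list alone), and camera called the list lower (adjusted p = 1.3e-04, and 0.487 with an estimated correlation). Of 15 genes of alternatively activated macrophages, 4 fell, 1 rose and 10 did not pass at week 7 (5 fell and 1 rose when adjusted over the list alone). Mrc1, the mannose receptor, was at -0.62 (SE 0.13, adjusted p = 0.0024), Clec10a at -1.16 (SE 0.22, adjusted p = 0.0011) and Il10 at -1.86 (SE 0.35, adjusted p = 0.0010), while Ccl24 was at 0.95 (SE 0.21, adjusted p = 0.0034). At week 10, 2 fell, none rose and 13 did not pass (6 fell and 1 rose when adjusted over the list alone), Folr2 at -1.04 (SE 0.20) and Chil3 at -1.92 (SE 0.45). Camera did not call the list at week 7 (adjusted p = 0.543) or week 10 (adjusted p = 0.251). Of 12 monocyte markers, 3 fell, 1 rose and 8 did not pass at week 7 (also 3 and 1 when adjusted over the list alone), with Ccr2, the monocyte receptor for MCP-1, at -1.26 (SE 0.21, adjusted p = 3.5e-04) (camera for the list, adjusted p = 0.216). At week 10, 4 fell, none rose and 8 did not pass (7 fell when adjusted over the list alone), and the list was lower (adjusted p = 0.0014, and 0.238 with an estimated correlation). Of 12 dendritic cell markers, 5 fell, 1 rose and 6 did not pass at week 7 (also 5 and 1 when adjusted over the list alone), with Irf8 at -1.45 (SE 0.16), Xcr1 at -1.74 (SE 0.23) and, higher, Cd209a at 1.53 (SE 0.26) (camera, adjusted p = 0.0332, and 0.307 with an estimated correlation). At week 10, 2 fell, 1 rose and 9 did not pass (also 2 and 1 when adjusted over the list alone), and the list was not called (adjusted p = 0.274). Sums of marker transcripts do not give shares of cells.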

Macrophages were predicted to constitute the majority of immune cells in every eWAT sample analyzed, and the LRG1 group demonstrated a lower absolute quantity of macrophages (Figure 6H), without affecting their relative proportions (Figure 6—figure supplement 1G). 

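Chemokine and cytokine genes were lower in the LRG1 group at both weeks. Of 34 measured, 17 fell, 1 rose and 16 did not pass at week 7 (19 fell and 1 rose when adjusted over the list alone). At week 10, 8 fell, none rose and 26 did not pass (11 fell when adjusted over the list alone). Ccl5, which attracts T cells, was at -3.84 (SE 0.33, adjusted p = 9.6e-07) at week 7 and -1.55 (SE 0.31, adjusted p = 0.0038) at week 10. Cxcl16 was at -1.85 (SE 0.16, adjusted p = 7.1e-07) and -0.97 (SE 0.15, adjusted p = 0.0014). Cxcl10, which encodes IP-10, was at -3.07 (SE 0.31, adjusted p = 4.3e-06) at week 7 and -0.86 (SE 0.30, adjusted p = 0.0496) at week 10, which did not pass. Tnf was at -1.54 (SE 0.24, adjusted p = 2.3e-04) and -1.23 (SE 0.24, adjusted p = 0.0035). Ccl2, which encodes MCP-1, did not pass at either week in edgeR, at -1.13 (SE 0.36, adjusted p = 0.0255) and -0.50 (SE 0.36, adjusted p = 0.344), but passed at week 7 in DESeq2 on 16 libraries (adjusted p = 0.0058). The gene that rose at week 7 was Ccl24, an eosinophil chemokine. The list score was 3.11 ± 0.22 (SD, n = 4) in eGFP mice and 1.75 ± 0.36 in LRG1 mice at week 7, and 2.42 ± 0.28 and 1.71 ± 0.21 at week 10 (exact permutation p = 0.0286 at each week; adjusted over the 42 lists, 0.0480 at week 7 and 0.0632 at week 10, which does not pass). Camera gave an adjusted p = 1.7e-10 at week 7, and 0.116 with an estimated correlation. At week 10 it gave an adjusted p = 3.0e-06, and 0.252 with an estimated correlation.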

Many of the differentially regulated genes between eGFP- and LRG1-overexpressing animals encode chemokines and cytokines. We performed a multiplex cytokine assay to assess whether these differences are reflected in serum levels, and at midpoint (week 7), the LRG1 group showed 28–86% reduction of circulating chemokines such as MCP-1, MIP-1α, MIG, and IP-10 and cytokines such as TNFα and IFNγ (Figure 6I). Many of these differences subsided by week 10, mostly due to a reduction of cytokine levels in the eGFP group (Figure 6—figure supplement 1H). Taken together, these results suggest that LRG1 overexpression attenuated pro-inflammatory processes associated with obesity.

### LRG1 binds extracellular cytochrome *c* and blocks its pro-inflammatory effect on macrophages

LRG1 contains leucine-rich repeat (LRR) domains, which form a structural framework for protein-protein interactions. We hypothesized that LRG1’s immunomodulatory function is mediated by protein-protein interactions. LRG1 has been reported to bind cytochrome *c* (Cyt *c*), a mitochondrial protein (Cummings et al., 2006). In addition to its role in the respiratory chain and intrinsic apoptosis pathway, Cyt *c* is released into the extracellular space following cell death (Jemmerson et al., 2002; Renz et al., 2001) and mediates pro-inflammatory signals as a damage-associated molecular pattern (DAMP) (Grazioli and Pugin, 2018). Binding between LRG1 and extracellular Cyt *c* has been shown to reduce apoptosis of lymphocytes and cancer cells in vitro (Codina et al., 2010; Jemmerson et al., 2021). However, the in vivo biological context and effect of this interaction have remained unknown. Adipocyte death in obesity is a key event promoting macrophage infiltration and WAT inflammation (Cinti et al., 2005), but the exact triggers of metabolic inflammation remain unidentified. We explored whether extracellular Cyt *c* released by dead/dying adipocytes could be a key mediator of macrophage recruitment/activation, and if LRG1 in turn modulates the pro-inflammatory action of Cyt *c*.

We first examined whether LRG1 binds extracellular Cyt *c* in the circulation. We utilized the C-terminal FLAG-tag of overexpressed LRG1 and α-FLAG antibody-conjugated beads to co-immunoprecipitate (IP) LRG1-FL and interacting partners. In the serum of *db/db* animals transduced with AAV-LRG1-FL, we were able to successfully co-IP both LRG1-FL and Cyt *c* from the serum, indicating the two proteins indeed circulate as a complex (Figure 7A). While elevated Cyt *c* levels in circulation have been observed in conditions involving cell death or inflammation (Adachi et al., 2004; Alleyne et al., 2001; Barczyk et al., 2005; Ben-Ari et al., 2003), it is not known whether obesity is associated with increased serum Cyt *c* levels. Western blot analysis of serum revealed that Cyt *c* is increased in *db/db* animals compared to lean littermates (Figure 7B, quantified in Figure 7—figure supplement 1A). Interestingly, extracellular Cyt *c* levels trended higher at 7 than at 10 weeks of age (Figure 7B, quantified in Figure 7—figure supplement 1A), correlating with the time point when LRG1 overexpression has a potent physiological effect. In B6 mice, HFD led to increased serum Cyt *c* levels (Figure 7C, quantified in Figure 7—figure supplement 1B), and the trend continued at 15 weeks on HFD (Figure 7—figure supplement 1C, D). To test if dying adipocytes contribute to circulating Cyt *c*, we subjected primary SubQ adipocytes to conditions that induce apoptosis or necrosis. In CM of SubQ adipocytes treated with staurosporine (STS) for 24 hr, we detected a robust increase in Cyt *c* compared to vehicle controls (Figure 7D, quantified in Figure 7—figure supplement 1E). CM collected from adipocytes incubated in hypoxic conditions or treated with TNFα also showed increased Cyt *c* compared to normoxic or vehicle controls, respectively (Figure 7D, quantified in Figure 7—figure supplement 1E). We next collected interstitial fluid (ISF) from eWAT and iWAT of B6 mice and found higher Cyt *c* levels in HFD-fed mice (Figure 7E, quantified in Figure 7—figure supplement 1F), suggesting adipose tissues are a source of elevated circulating Cyt *c* in DIO mice.

**Figure 7.**
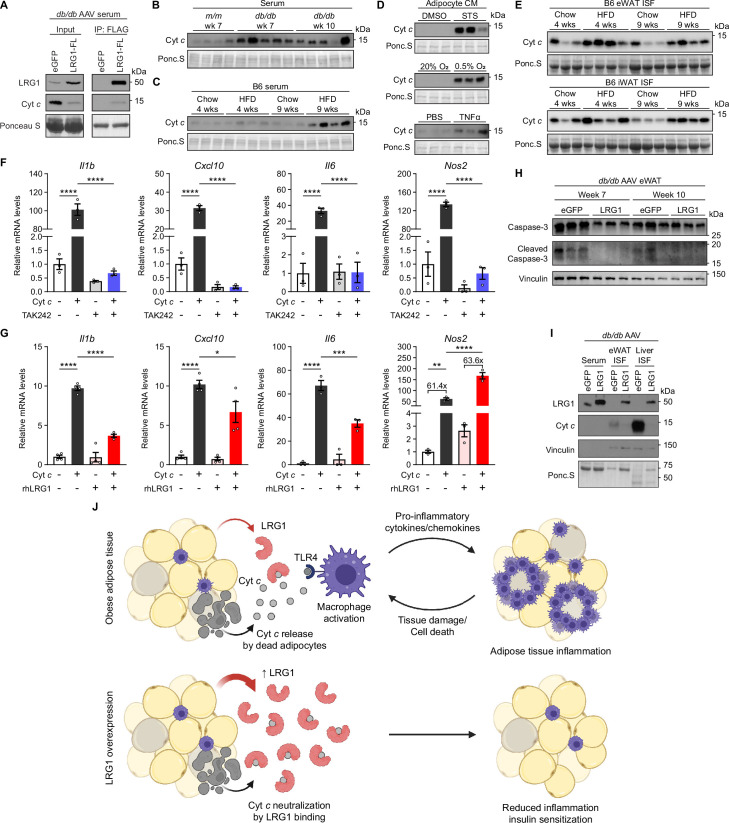
LRG1 binds extracellular cytochrome *c* and blocks its pro-inflammatory effect on macrophages. (**A**) α-FLAG co-IP of C-terminally FLAG-tagged LRG1 and Cyt *c* from the serum of AAV-transduced *db/db* mice at 7 weeks of age. (**B**) Western blot of Cyt *c* in the serum of *db/db* or littermate *m/m* mice at 7 or 10 weeks of age. (**C**) Western blot of Cyt *c* in the serum of B6 mice on standard chow or HFD for indicated weeks. HFD was started at 6 weeks of age. Developed from the same membrane in Figure 3F. (**D**) Western blot of Cyt *c* in the CM of primary SubQ adipocytes under conditions promoting cell death. SubQ cells were treated with 1 µM staurosporine (STS) or DMSO for 24 hr (top); placed in normoxic or hypoxic chambers for 24 hr (middle); or treated with 100 ng/mL recombinant TNFα or PBS without insulin for 24 hr. Developed from the same membrane in Figure 3I (bottom). (**E**) Western blot of Cyt *c* in the insterstitial fluid (ISF) of eWAT and iWAT from B6 mice on standard chow or HFD for indicated weeks. (**F**) Relative mRNA levels of a panel of pro-inflammatory genes in BMDMs in response to 30 µg/mL equine Cyt *c* or 10 µM TAK-242, a TLR4 inhibitor. BMDMs were treated with Cyt *c* or PBS for 6 hr following 1 hr pre-incubation with TAK-242 or DMSO. ****p<0.0001 from Tukey post hoc test results following two-way ANOVA. n=3 technical replicates per group. (**G**) Relative mRNA levels of a panel of pro-inflammatory genes in BMDMs in response to 20 µg/mL equine Cyt *c* and 50 µg/mL recombinant human LRG1. Indicated reagents or PBS were rotated for 1 hr at RT prior to BMDM treatment for 6 hr. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 from Tukey post hoc test results following two-way ANOVA. n=3–4 technical replicates per group. (**H**) Western blot of intact and cleaved Caspase-3 in eWAT of AAV-transduced *db/db* mice. (**I**) Western blot of LRG1 and Cyt *c* in the serum and ISF of *db/db* mice at 10 weeks of age. Vinculin was used to assess tissue leakage during sample preparation. (**J**) Schematic depicting proposed mechanism. Data are presented as mean ± SEM. Figure 7—source data 1.Labeled uncropped western blot images in Figure 7 and Figure 7—figure supplement 1. Figure 7—source data 2.Raw western blot images in Figure 7 and Figure 7—figure supplement 1.

**Figure 7—figure supplement 1.**
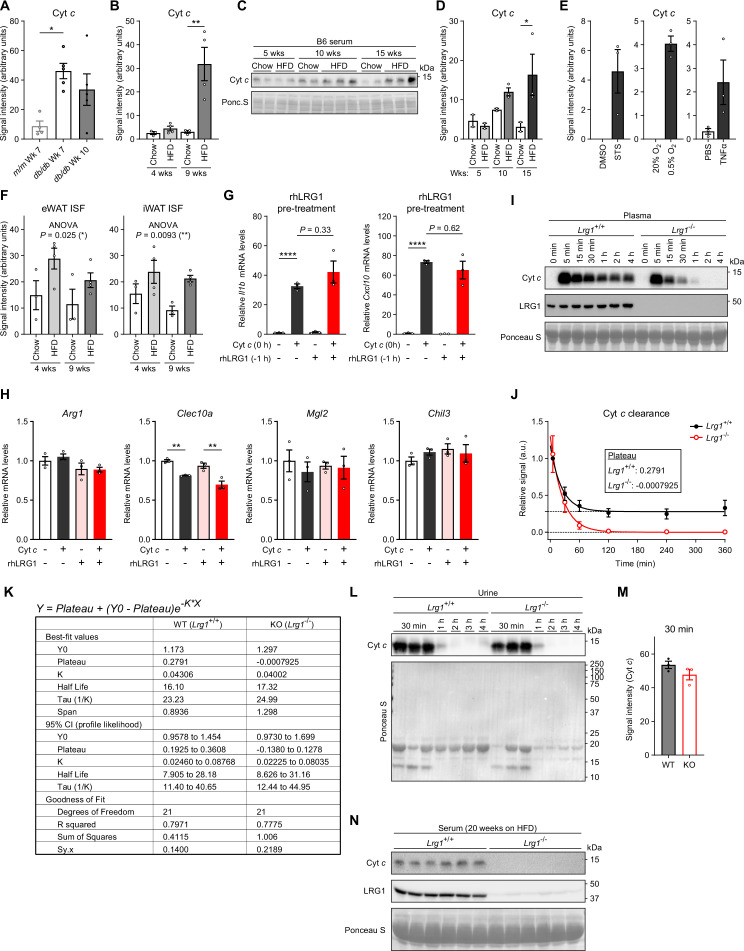
Analysis of LRG1-Cyt *c* interaction. (**A**) Quantification of Figure 7B. *p<0.05 from Tukey post hoc test following one-way ANOVA. n=4–5 biological replicates per group. (**B**) Quantification of Figure 7C. **p<0.01 from Šídák post hoc test following two-way ANOVA. n=3–4 biological replicates per group. (**C**) Western blot of Cyt *c* in serum of B6 mice on HFD. (**D**) Quantification of (**C**). *p<0.05 from Šídák post hoc test following two-way ANOVA. n=2–3 biological replicates per group. (**E**) Quantification of Figure 7D. n=3 technical replicates per group. (**F**) Quantification of Figure 7E. *p<0.05 indicates group factor p-value from two-way ANOVA. n=3–4 biological replicates per group. (**G**) Relative *Il1b* and *Cxcl10* mRNA levels in BMDMs in response to 20 µg/mL equine Cyt *c* with or without 1 hr pre-treatment of 50 µg/mL recombinant human LRG1. Tukey post hoc test results from two-way ANOVA are indicated. ****p<0.0001. n=3 technical replicates per group. (**H**) Relative mRNA levels of a panel of alternatively activated (**M2**) macrophage markers in BMDMs in response to 20 µg/mL equine Cyt *c* and 50 µg/mL recombinant human LRG1. **p<0.01 from Tukey post hoc test following two-way ANOVA. n=3 technical replicates per group. (**I**) Representative western blot of Cyt *c* in plasma of LRG1-KO and WT littermate male mice following retroorbital injection of 40 mg/kg equine Cyt *c*. (**J**) Relative quantification of Cyt *c* intensities from (**I**). Fitted one-phase decay curves and estimated values for the plateau are shown. n=4 biological replicates per group. (**K**) Table summarizing results from least squares regression fit of relative Cyt *c* intensities with one-phase decay functions. (**L**) Urine Cyt *c* western blot and Ponceau S stain of urinary proteins from animals in (**J**). (**M**) Quantification of (**L**). (**N**) Western blot of Cyt *c* in serum of LRG1-KO and WT littermate male mice on HFD for 20 weeks. Data are presented as mean ± SEM.

Extracellular Cyt *c* has been shown to exert a pro-inflammatory effect by acting on the toll-like receptor 4 (TLR4)-mediated innate immune signaling pathway in astrocytes (Wenzel et al., 2019). Because circulating monocytes contribute to adipose tissue macrophages in obesity (Oh et al., 2012), we tested whether bone-marrow derived macrophages (BMDMs) respond to extracellular Cyt *c* by upregulating pro-inflammatory genes. Treating BMDMs with horse Cyt *c* led to >30-fold induction of lipopolysaccharide (LPS)-responsive pro-inflammatory genes such as *Il1b*, *Cxcl10*, *Il6*, and *Nos2* (p<0.0001), while pre-treatment of macrophages with a small molecule TLR4 inhibitor, TAK-242, prevented this induction (Figure 7F). These data confirm that Cyt *c* in the extracellular space acts as a DAMP that activates innate immune signaling and polarizes macrophages into a more pro-inflammatory state. We then explored how co-treatment of Cyt *c* and recombinant human LRG1 (rhLRG1) affects Cyt *c*’s pro-inflammatory effect on macrophages. Prior to treatment, media containing Cyt *c*, rhLRG1, or both were incubated for one hour to allow protein-protein interactions to occur. Compared to single treatment, co-treatment with rhLRG1 significantly dampened Cyt *c*-mediated induction of *Il1b* (*P*<0.0001), *Cxcl10* (*P*=0.024), and *Il6* (*P*=0.0008), while *Nos2* induction was not affected by co-treatment with rhLRG1 (Figure 7G). Interestingly, pre-treatment of BMDMs with rhLRG1 followed by addition of Cyt *c* did not attenuate the latter’s pro-inflammatory effect, suggesting that Cyt *c*-LRG1 complex formation is necessary for LRG1’s modulatory effect (Figure 7—figure supplement 1G). Expression of alternatively activated (M2) macrophage markers was not affected by co-treatment with Cyt *c* and rhLRG1 (Figure 7—figure supplement 1H). We next explored if this immunomodulatory role of LRG1 can in turn reduce adipose tissue damage. Western blot of *db/db* eWAT showed reduction of cleaved Caspase-3 in the LRG1 group (Figure 7H), suggesting reduction of apoptotic cells with LRG1 overexpression. We also observed decreased release of Cyt *c* into the ISF of eWAT and liver (Figure 7I), consistent with lower circulating Cyt *c* detected in the serum (Figure 7A). Taken together, these results suggest LRG1 can modulate the pro-inflammatory gene expression responses induced by Cyt *c* and subsequently reduce tissue damage and cell death.

Cyt *c* is a small (12.5 kDa), globular protein with a short half-life in circulation (Radhakrishnan et al., 2007). Small proteins such as Cyt *c* are expected to be rapidly cleared via glomerular filtration in the kidney. With the tight binding interaction between LRG1 and Cyt *c*, we hypothesized that much of extracellular Cyt *c* circulates as a complex with LRG1. To assess whether this interaction affects Cyt *c* clearance, we performed retroorbital injection of horse Cyt *c* into WT and LRG1-KO mice and collected blood at time points from 5 min to 6 hr post-injection. Plasma western blot showed that LRG1-KO animals almost completely cleared Cyt *c* by 2 hr, whereas in WT animals, an initial decrease in Cyt *c* was followed by nearly constant levels between 1 and 6 hr post-injection (Figure 7—figure supplement 1I). Fitting one-phase decay functions to relative Cyt *c* intensities showed that while both WT and LRG1-KO curves have similar half-lives (WT: 16.10 min vs. KO: 17.32 min), the WT trace plateaus at 0.2791, whereas the LRG1-KO curve approaches zero (Figure 7—figure supplement 1J, K). Concomitantly, appearance of Cyt *c* in the urine was observed as soon as 30 min after the injection, demonstrating that clearance of excess Cyt *c* is indeed through the kidneys (Figure 7—figure supplement 1L, M). Urine Ponceau S staining showed that detected proteins were all below 25 kDa, the apparent size limit for urinary excretion (Figure 7—figure supplement 1L). We reasoned that in LRG1-KO animals, Cyt *c* circulates as an unbound, free form that can be rapidly excreted by glomerular filtration, whereas the presence of LRG1 in WT animals prevents a portion of Cyt *c* from excretion due to formation of a complex larger than the size cutoff for glomerular filtration. Indeed, endogenous Cyt *c* was virtually undetectable in the serum of HFD-fed LRG1-KO mice (Figure 7—figure supplement 1N). Taken together, these data directly demonstrate that Cyt *c* is a native ligand of LRG1, and that this interaction suppresses the pro-inflammatory effect of extracellular Cyt *c* and cell death (Figure 7J).

## Discussion

We applied a chemoproteomic technology to comprehensively profile the secretome of three major types of murine primary adipocytes, revealing unique secretory profiles of each cell type with differential functional enrichment. This method was also applied in vivo to profile the nascent serum proteome, and bioinformatic analysis suggested that adipose tissue is an important contributor to the serum proteome. The intersection of the adipocyte CM and serum proteome included classical adipokines such as adiponectin (Wang and Scherer, 2016), adipsin (Lo et al., 2014; Gómez-Banoy et al., 2019), and RBP4 (Yang et al., 2005), all of which have important roles in whole-body energy homeostasis. Leptin was not detected in our dataset, as has been the case in most other MS-based approaches (Ali Khan et al., 2018). This is most likely due to its very low expression in in vitro-differentiated adipocytes (MacDougald et al., 1995; O’Connor et al., 2021). LRG1 shares a similar expression signature with these adipokines, but its metabolic function has not been characterized. We demonstrate, using two types of viral vectors and two different mouse models of obesity, a novel metabolic role for adipose-derived LRG1 as a regulator of glucose homeostasis by promoting insulin sensitization. This insulin-sensitizing effect in LRG1 gain of function is associated with a dramatic reduction in systemic inflammation and with LRG1’s ability to bind Cyt *c* and modulate its pro-inflammatory effect as a DAMP.

There have been various other studies that used MS to profile the secretome of adipocytes (Ali Khan et al., 2018; Deshmukh et al., 2019; Lehr et al., 2012; Roca-Rivada et al., 2015; Rosenow et al., 2010; Zhou et al., 2009). Comparison of our dataset with those from two most recent publications (Ali Khan et al., 2018; Deshmukh et al., 2019) highlights key advances with our approach as well as potential caveats (Supplementary file 2). Our dataset stands out for its use of all three major types of adipocytes including Visc cells, which have important implications for cardiometabolic complications of obesity (Fox et al., 2007). While the total number of secreted proteins in our dataset may be lower than the other two studies (604 vs 1337 and 1866), the number of known secreted proteins is higher (472 vs 453 and 471). The low proportion of intracellular proteins detected in our dataset demonstrates the advantage BONCAT provides by enabling FBS supplementation, which is essential for cell viability. It must be noted, however, the undefined nature and batch variability of FBS can make the study less generalizable, and that FBS contamination is still present, in up to 138/742 of proteins (18.6%). In addition, there could be a potential bias for Met-rich peptide sequences. Finally, although AHA pulse did not affect expression of adipocyte and thermogenic genes tested, its full biological effect is unknown and may include protein misfolding and deficiency in single-carbon metabolism. The remaining 20% of proteins not predicted or annotated to be secreted include intracellular proteins such as tubulin and actin. However, many are non-classically secreted proteins such as FABP4/5 (Hotamisligil and Bernlohr, 2015). Additionally, many proteins (such as GAPDH) that were initially thought to be leakage products turn out to be secreted in a regulated fashion (Takenouchi et al., 2015), and our dataset includes other novel factors we have independently confirmed as bona fide secreted factors. Our findings can therefore greatly expand the scope of the adipose secretome that includes non-classical modes of secretion, but each factor will need to be carefully studied to validate whether its presence in the media is from a regulated secretion process or from non-specific leakage.

We have also demonstrated that BONCAT can label nascent serum proteins in vivo. This technique can be further utilized to study the nascent serum proteome in response to stimuli difficult to model in vitro, such as obesity and changes in ambient temperature. Novel technologies for in vivo profiling of cell type-specific proteomes using non-canonical amino acids (Alvarez-Castelao et al., 2017) or proximity labeling (Branon et al., 2018; Wei et al., 2021) are on the horizon. This study provides a baseline profile of the nascent serum proteome in lean adult mice from which cell type enrichment analyses can be performed, and bioinformatic pipelines implemented here to compare tissue expression would be useful in cross-referencing with transcriptomic datasets.

AAV-mediated LRG1 overexpression in the adipose tissues led to a constellation of metabolic effects in both B6 and *db/db* mice, resulting in improvement of glucose/insulin tolerance as well as a reduction of obesity-associated inflammation. While endogenous LRG1 levels increase with obesity, further induction of LRG1 expression via AAV transduction protected mice from obesity-related complications. These findings suggest that while LRG1 plays a protective role in obesity, the degree of LRG1 induction is not sufficient, and that AAV-mediated overexpression could be augmenting this physiologic response. LRG1 overexpression had a more dramatic effect in the *db/db* model, likely due to the severity of inflammation and metabolic derangements. In both mouse models, LRG1 overexpression led to an improvement in fasting glucose levels, which also contributed to differences in GTT and ITT profiles. We believe it is the improvement in insulin sensitivity that drives both findings, given increased IRS-1 protein levels in eWAT and lack of difference in hepatic gluconeogenic gene expression or pyruvate tolerance.

Adipose tissue expansion in mice is characterized by periods of adipocyte turnover, during which there is a sharp increase in adipocyte death and monocyte/macrophage accumulation (Rosen and Spiegelman, 2014; Weisberg et al., 2003). In B6 eWAT, adipocyte death and CLS formation peak around 12–16 weeks on HFD (Strissel et al., 2007), which corresponds to when a parallel surge in fasting blood glucose levels is observed. 

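In eWAT of eGFP mice, chemokine, cytokine and interferon-induced transcripts were lower at week 10 than at week 7. The mice of the weeks were different animals, and the sources used here do not give their cage or cohort. An effect of age therefore cannot be separated from one of cage, cohort or harvest, here or in the difference between weeks. Of 34 chemokine and cytokine genes, 7 fell, none rose and 27 did not pass from week 7 to week 10 (12 fell and 2 rose when adjusted over the list alone). Cxcl10 was at -2.23 (SE 0.29, adjusted p = 4.3e-04), Ccl22 at -1.76 (SE 0.28, adjusted p = 0.0018), Ccl5 at -1.76 (SE 0.30, adjusted p = 0.0025) and Cxcl16 at -0.81 (SE 0.15, adjusted p = 0.0048). Camera called the list lower (adjusted p = 4.8e-08), and the adjusted p = 0.175 with an estimated correlation. Of 31 interferon-gamma-induced genes, 29 fell, none rose and 2 did not pass (30 fell when adjusted over the list alone), and of 23 type I interferon-induced genes 12 fell, none rose and 11 did not pass (19 fell when adjusted over the list alone). Both lists passed with an estimated correlation, at an adjusted p = 0.0216 and 0.0449 with an estimated correlation. Ciita was at -1.80 (SE 0.16, adjusted p = 3.0e-05), Psmb10 at -1.14 (SE 0.10, adjusted p = 3.0e-05) and Mx1, an antiviral gene, at -1.65 (SE 0.21, adjusted p = 2.9e-04). Over the same weeks, 18 T cell markers had a median of -1.29 in eGFP mice. At an unadjusted p below 0.05, 12 of them were lower and none higher, and DESeq2 called 7 lower. The 12 natural killer and cytotoxic cell markers had a median of -1.08. Of these, 7 were lower and 1 higher at the same unadjusted p, and DESeq2 called 6 lower. Over all 20822 genes, 315 fell and 131 rose in the eGFP group from week 7 to week 10 (edgeR, n = 4 mice per week). In the LRG1 group, 1 rose, Prps1 at 1.18 (SE 0.13, adjusted p = 0.0020), and 1 fell, the acute-phase gene Orm2 at -1.87 (SE 0.23, adjusted p = 0.0056). This count of 2 was 0 (edgeR) without LRG1 replicate 1, 2 or 4 of week 7 or LRG1 replicate 2 of week 10, 1 without eGFP replicate 3 or 4 of week 7 or LRG1 replicate 1 or 4 of week 10, and 4 without eGFP replicate 4 of week 10, while 1746 genes had an unadjusted p below 0.05 and DESeq2 called 55. None of the 34 chemokine and cytokine genes was called there by edgeR or by DESeq2, and 5 were lower and none higher at an unadjusted p below 0.05. The difference between the weeks in the LRG1 effect itself was called for 68 genes, 64 with a less negative or more positive change at week 10 than at week 7 and 4 the other way. None of the 34 chemokine and cytokine genes was among them in edgeR (3 when adjusted over the list alone), while 7 were higher and 2 lower at an unadjusted p below 0.05 and DESeq2 called 3. Camera called this list at an adjusted p = 1.5e-05, and 0.312 with an estimated correlation. Of the interferon-gamma-induced genes, 20 differed (29 when adjusted over the list alone), and the list passed at an adjusted p = 0.0042 with an estimated correlation, with Ciita at 2.10 (SE 0.23, adjusted p = 4.7e-04) and Psmb8 at 1.70 (SE 0.19, adjusted p = 4.7e-04). The count of 446 genes in the eGFP group was 180, 260 and 222 without its replicates 1, 2 or 4 of week 7. Without eGFP replicate 2 of week 10, 246 fell and 233 rose in this group. Without eGFP replicate 3 of week 7, 263 fell and 46 rose. DESeq2 on 16 libraries gave 617 that fell and 462 that rose. The count of 68 was 40 to 44 without 1 of 6 libraries (eGFP replicate 4 of week 7, LRG1 replicates 1, 3 and 4 of week 7, and LRG1 replicates 1 and 3 of week 10).

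**Figure D2:**
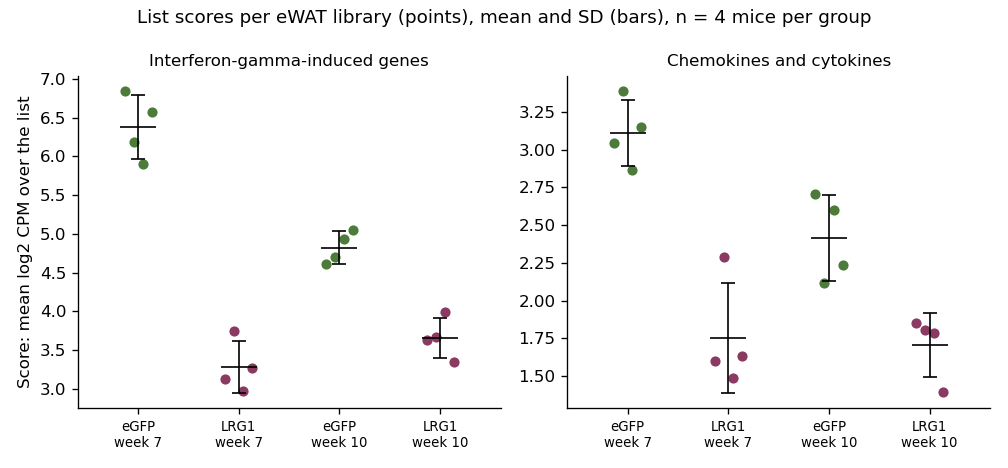
Scores (mean log2 CPM over the list, vertical axis) of interferon-gamma-induced genes and of chemokines and cytokines in each eWAT library by group, with the mean and SD of 4 mice. The interferon-gamma scores of the eGFP mice lie at 5.90 to 6.84 at week 7 and at 4.61 to 5.06 at week 10.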

In *db/db* mice, the remodeling seems to be initiated earlier, as CLS in WAT emerge at 7 weeks of age, and chemokine/cytokine expression and circulating levels are more highly induced at week 7 than week 10. Periods when LRG1’s insulin-sensitizing and anti-inflammatory effects are particularly effective coincide with these times of adipocyte death and turnover. In *db/db* mice, we also observed accelerated WAT expansion with LRG1 overexpression. Adipose tissue hypertrophy likely drives this process, given larger adipocyte cross-sectional areas and LRG1’s lack of adipogenic effect. As inflammation is a key mechanistic link between obesity and insulin resistance (Saltiel and Olefsky, 2017), these findings strongly suggest LRG1 promotes insulin sensitization via modulation of inflammation and cell death during adipose tissue remodeling.

Recently, whole-body LRG1 loss of function has been reported to reduce obesity and improve insulin sensitivity by reduction of hepatosteatosis (He et al., 2021). In the LRG1-KO mice we generated, we have not observed any effect on body weight or glucose/insulin tolerance profiles. This discrepancy is potentially due to differences in how the knockout lines were generated (gene cassette vs. CRISPR-Cas9). The work presented here sheds light on the biology of adipose-derived LRG1 with AAV overexpression, which has not been studied before. Our work also expands our understanding of LRG1 function in its native tissue environment, the adipose tissue, where it reduces inflammation and cell death.

Our studies build on our understanding of the LRG1-Cyt *c* interaction that has thus far been studied in cell culture models (Codina et al., 2010; Jemmerson et al., 2021). We propose LRG1 functions as a buffer against deleterious effects of extracellular Cyt *c* released from dying/dead cells. During obesity-driven adipose tissue remodeling, increase in adipocyte death contributes to increased circulating Cyt *c*, which could be an important pro-inflammatory signal triggering monocyte/macrophage recruitment. The pro-inflammatory setting of obesity also induces LRG1 in other adipocytes, and this increase in circulating LRG1 modulates inflammation by directly binding Cyt *c*. Of note, both TLR4 and LRG1 contain LRR domains, so the Cyt *c*-neutralizing effect by LRG1 could involve steric interference as the two proteins compete for binding Cyt *c*. It is interesting to note that LRG1 overexpression led to reduction in circulating Cyt *c* levels. As our data suggest LRG1-Cyt *c* complex formation inhibits renal excretion of Cyt *c*, the reduction of serum Cyt *c* in the context of LRG1 overexpression is most consistent with decreased Cyt *c* release from tissues. Together with our data showing reduction of Cyt *c* in the ISF of eWAT and liver from LRG1-overexpressing mice, LRG1’s immunomodulatory role in these metabolic tissues may contribute to decreased Cyt *c* release by reducing tissue damage. Many questions remain on how LRG1 and Cyt *c* regulate inflammation and cell death. Whether LRG1-Cyt *c* interaction affects tissue-resident macrophages or also impacts immune cell recruitment remain to be studied. Mechanistically, as extracellular Cyt *c* is pro-apoptotic, it is possible that LRG1-Cyt *c* binding directly prevents apoptosis either by steric hindrance or by simultaneous binding of LRG1 to Cyt *c* and TGF-β1 (Jemmerson, 2021). The scope of LRG1’s metabolic function beyond its interaction with Cyt *c* will also continue to be explored in our future work.

While the current study focused on LRG1’s effect on adipose tissue, it is important to emphasize that LRG1-mediated anti-inflammatory effects were systemic, as observed by the decrease in inflammatory foci in LRG1-overexpressing *db/db* liver. As hepatocyte apoptosis contributes to progression of NASH (non-alcoholic steatohepatitis) in NAFLD (Feldstein et al., 2003), further investigation may uncover a hepato-protective role for LRG1 in NAFLD. Multiple biomarker studies in humans have shown that increased LRG1 is associated with not only obesity (Pek et al., 2018) but also conditions involving cell death and inflammation, such as appendicitis (Kentsis et al., 2010), solid tumors (Belczacka et al., 2019) and autoimmune diseases (Naka and Fujimoto, 2018). Our study suggests that induction of LRG1 in these settings could be a compensatory mechanism to modulate inflammation.

Enhanced renal clearance of Cyt *c* in LRG1-KO mice provides further evidence that LRG1 complexes with Cyt *c* in circulation and highlights the need to measure LRG1 levels in future studies utilizing extracellular Cyt *c* as a biomarker. Comparable serum Cyt *c* half-lives between WT and LRG1-KO suggest LRG1 loss of function does not affect kidney function. Divergence in Cyt *c* clearance profiles occurs towards the plateau, and we believe this difference represents the portion of Cyt *c* that stays bound to LRG1 in WT animals. Inflammation in obesity, especially in B6 DIO mice, is chronic and relatively low grade. Given our observation that HFD-fed LRG1-KO mice have reduced Cyt *c* levels in circulation, enhanced clearance of Cyt *c* in LRG1-KO mice could serve to counteract Cyt *c* release and protect from its deleterious effects. It is possible therefore that the effect of LRG1 loss of function may be more pronounced in conditions involving acute or high-grade inflammation. It is interesting to note that in streptozotocin (STZ)-induced diabetic mouse models, LRG1 loss of function had a protective role in development of diabetic nephropathy (Hong et al., 2019). In addition to the reported LRG1-mediated aberrant glomerular angiogenesis as a mechanism for this finding, glomerular deposition of LRG1-Cyt *c* and subsequent immune response could be another potential pathogenic mechanism.

In summary, we identified LRG1 as a novel adipokine and discovered its metabolic role as an insulin sensitizer and suppressor of inflammation. LRG1’s in vivo function is associated with Cyt *c* binding, and this interaction sheds light on previously unappreciated molecular players of adipocyte-macrophage interaction during adipose tissue expansion and remodeling. LRG1 or targeting extracellular Cyt *c* could be an attractive therapeutic approach for treatment of not only obesity but a variety of inflammatory conditions.

## Methods

### Animals

C57BL/6 J mice were purchased from Jackson Laboratories. C57BLKS-*Lepr^db^* homozygote males and C57BLKS-*Dock7^m^* homozygote males were purchased from Jackson Laboratories. LRG1-KO (*Lrg1*^-/-^) line was generated in C57BL/6 J background by the CRISPR and Gene Editing Center at the Rockefeller University and backcrossed with C57BL/6 J mice for at least five generations to minimize off-target effects. Cohorts of LRG1-KO and WT littermates for characterization studies were obtained by intercrossing male and female heterozygotes. Animals were maintained at the Rockefeller University Comparative Biosciences Center, housed at 23 °C and maintained at 12 hr light:dark cycles. The animals were group-housed with ad libitum access to food and water except during metabolic characterization studies. C57BL/6 J mice were fed standard chow diet (LabDiet 5053), and where specified, started on 60% high fat diet (HFD, Research Diets D12492) feeding at 6 or 8 weeks of age. C57BLKS-*Lepr^db^* and C57BLKS-*Dock7^m^* were fed standard chow diet. For virus injections, each cage containing 4 mice was randomly assigned to eGFP or LRG1 group. Injections were performed in designated ABSL-2 housing rooms and the transduced mice were quarantined for 72 hr post-injection before transferred to regular housing rooms. Experiments involving adenoviral and AAV8 vectors were performed in accordance with the institutional ABSL-2 guidelines. Except in the case of mortality, no mice were excluded from study analysis. AAV experiments consisted of 2 B6 cohorts and 3 *db/db* cohorts. All animal studies were performed in accordance with the institutional guidelines of the Rockefeller University Institutional Animal Care and Use Committee (IACUC).

### Metabolic characterization of mice

For studies involving diet-induced obesity, mouse body weights were monitored once a week, providing fresh 60% high fat diet (Research Diets) at least once a week. For fasting blood glucose measurements, mice were single housed in the morning in cages with fresh bedding and access to water but without food. Mice were kept in a procedure room free of noise or vibration throughout the experiment. After 6 hr, blood was collected from the tail vein, and glucose levels were measured using a glucose meter. For plasma insulin ELISA, blood was also collected in EDTA-coated capillary tubes, which were centrifuged at 2000×g for 15 min at 4 °C to collect plasma. Insulin ELISA was performed using Ultra Sensitive Mouse Insulin ELISA Kit (Crystal Chem). Glucose (GTT), pyruvate (PTT) and insulin tolerance tests (ITT) were performed following a similar 6 hr fasting procedure and started by administering at time 0 indicated doses of glucose or Novolin R human insulin (Novo Nordisk) by intraperitoneal injection or sodium pyruvate by oral gavage. Following injection/gavage, blood glucose measurements were taken from the tail vein at indicated timepoints. During an ITT procedure, mice with glucose measurements below 20 mg/dL or showing signs of hypoglycemia were rescued by 1 g/kg glucose IP injection and excluded from the study. For glucose-stimulated insulin secretion (GSIS) assay, mice were fasted for 6 hr, followed by intraperitoneal injection of glucose and subsequent blood glucose measurement and blood collection at indicated intervals. Plasma insulin levels were measured as described above. Plasma non-esterified fatty acid (NEFA) concentrations were measured using the HR Series NEFA-HR(2) assay (Wako/Fujifilm).

### Indirect calorimetry

Phenomaster automated home cage phenotyping system (TSE Systems, Bad Homburg, Germany) was used for the study. Mice were housed individually in controlled environmental chambers maintained at 22 °C, 12 hr light:dark cycles, and 40% humidity. Mice were given ad libitum access to food and water, and bedding was changed every 5 days. For O_2_ and CO_2_ measurements, gas was sampled at 15-min intervals with a settle time of 3 min, at 0.25 L/min sample flow rate. Raw values were analyzed using CalR (Mina et al., 2018). Daily food intake was measured directly by weighing remaining food pellets in each cage.

### Generation of LRG1-KO mice

CRISPR guide RNAs were designed using CRISPOR.org (Concordet and Haeussler, 2018) and were used as two-part synthetic crRNA and tracrRNA (Alt-RTM CRISPR guide RNA, Integrated DNA Technologies, Inc). Cas9 protein, crRNA, and tracrRNA were assembled to ctRNP using protocols described previously (Shola et al., 2021). Two crRNAs were assembled to ctRNPs and electroporated to one-cell-stage mouse embryos to assess their efficiency in generating indels on the Exon 2 of *Lrg1* gene. To prepare for the microinjection mix, crRNA-B which binds to genomic target sequence “AATCTCGGTGGGACCATGGCAGG” was selected for its high on-target efficiency and low off-target potential. The final injection mix was made of 0.6 µM of guide RNA (crRNA +tracrRNA) and 0.3 µM of Cas9 protein according to protocols described previously (Shola et al., 2021). The injection mix was then delivered to 0.5 days of fertilized C57BL/6 J mouse embryos using well-established pronuclear injection and surgical protocols (Shola et al., 2021).

### Cells

Mouse primary stromal vascular fraction (SVF) cells were obtained from adipose tissues of 6- to 8-week-old male mice by collagenase digestion and plated on collagen I-coated dishes. SVF cells from epididymal white adipose tissue (eWAT) were grown in ITS media containing 1.5:1 mixture of low-glucose DMEM:MCDB201 supplemented with 2% FBS (Gemini), 1% ITS premix (Corning), 0.1 mM L-ascorbic acid 2-phosphate (Sigma), 10 ng/mL bFGF (Thermo), 0.5% penicillin/streptomycin (P/S, Gibco), and 0.2% primocin (InvivoGen). SVF cells from inguinal white adipose tissue (iWAT) and interscapular brown adipose tissue (BAT) were grown in DMEM/F-12 GlutaMAX medium (Gibco) containing 10% FBS and 1% P/S. Once grown to confluence, differentiation and maintenance of primary adipocytes across cell types were done using DMEM/F-12 GlutaMAX medium containing 10% FBS and 1% P/S. eWAT and iWAT SVF cells were induced to differentiate with an adipogenic cocktail (0.5 mM IBMX, 1 µM dexamethasone, 1 µM rosiglitazone, and 850 nM insulin) for the first 2 days, followed by 2 days of 1 µM rosiglitazone and 850 nM insulin, after which the cells were maintained in 850 nM insulin for additional 2–4 days. SVF cells from BAT were differentiated as above but with 17 nM insulin. Experiments with primary adipocytes were performed between days 6 and 8 of differentiation. All cultured primary adipocytes were checked for lipid accumulation under a phase-contrast microscope before studies. Primary SVF and adipocytes were maintained at 37 °C with 10% CO_2_.

Bone marrow-derived macrophages (BMDMs) were obtained from 8- to 10-week-old males. Femurs and tibias were dissected, cleaned, and sterilized with ethanol before flushed of bone marrow cells, which were plated onto petri dishes. Bone marrow cells were differentiated in RPMI-1640 medium (Gibco) supplemented with 20% heat-inactivated FBS (Sigma), 1% P/S, and 100 ng/mL M-CSF (Biolegend) for 6–7 days, changing media every 2–3 days. Differentiated BMDMs were washed, trypsinized, and plated onto TC-treated culture plates for overnight before studies were performed. Experiments with BMDMs were performed between days 6 and 7 of differentiation, in X-VIVO 15 medium (Lonza). BMDMs were differentiated and maintained at 37 °C with 5% CO_2_.

HEK293A cells were purchased from Invitrogen and grown using 4.5 g/L glucose DMEM (Gibco) supplemented with 10% FBS and 1% P/S at 37 °C with 5% CO_2_. Cells with passage number under 20 were used for adenovirus production. Cells were validated to be mycoplasma free.

### Oil Red O

Cells were washed with PBS and fixed with 10% formalin in PBS. Cells were washed with distilled water and 100% propylene glycol. 0.5% Oil Red O staining solution in propylene glycol was added and cells and incubated overnight at room temperature. Following staining, cells were washed with 85% propylene glycol solution followed by washes with distilled water. Stained cells were stored in 50% of glycerol.

### Proteomic analysis using BONCAT

#### Conditioned medium generation

On day 6 of differentiation, primary adipocytes on collagen-coated 6-well plates were washed twice with warm PBS and pulsed with 1 mL/well of Met-free DMEM containing 10% dialyzed FBS, 1% P/S, 17 nM or 850 nM insulin, and either 0.1 mM AHA or 0.1 mM Met. Following 24 hr incubation at 37 °C with 10% CO_2_, conditioned media (CM) from six wells (1 plate) were collected and pooled, filtered through a 0.22 µm PES membrane syringe filter unit, and supplemented with ½ tabs of EDTA-free cOmplete mini protease inhibitor cocktail (Roche) and PhosSTOP (Roche). CM was concentrated using a 3 kDa centrifugal filter unit (Millipore).

#### AHA administration and serum collection

Mice were injected with 0.1 g/kg/day AHA or PBS IP for 2 consecutive days and sacrificed 24 hr following the second injection. Following decapitation, truncal blood was collected, allowed to clot for 15 min at room temperature, and centrifuged at 2000×g for 15 min at 4 °C to collect serum.

#### In-gel fluorescence analysis

Concentrated CM or serum was dialyzed with phosphate-buffered RIPA (10 mM phosphate buffer pH 7.2, 1% Triton X-100, 0.1% Na deoxycholate, 0.1% SDS, 140 mM NaCl) supplemented with EDTA-free cOmplete mini protease inhibitor cocktail (Roche) and PhosSTOP (Roche) using a 3 kDa centrifugal filter unit (Millipore) and protein concentration was determined using Pierce BCA Protein Assay Kit (Thermo Scientific) using a dilution series of bovine serum albumin as protein standards. Copper(I)-catalyzed azide-alkyne cycloaddition reaction with TAMRA-alkyne (Invitrogen) was performed by mixing 200 µg of CM proteins with 0.1 mM TAMRA-alkyne, 1 mM TCEP, 0.1 mM TBTA, and 1 mM of CuSO_4_ in phosphate-buffered RIPA and rotated end-over-end for 1 hr at room temperature under protection from light. Following methanol/chloroform precipitation, the dried protein pellet was dissolved in Laemmli loading buffer. Following polyacrylamide gel electrophoresis, the gel was briefly washed with distilled H_2_O and imaged with a Typhoon 5400 imager (GE Healthcare) using 532 nm excitation and a 580 nm detection filter.

#### Enrichment of labeled proteins

Azide-labeled nascent protein in the concentrated CM was enriched using Click-iT Protein Enrichment Kit (Invitrogen). Serum was diluted 1:1 with the lysis buffer provided with the kit and subjected to enrichment. Enrichment and resin wash was performed following the protocol from Eichelbaum and Krijgsveld, 2014.

#### On-bead digestion

Extensively washed beads were incubated with Lys-C endopeptidase (Wako) in 4 M urea and 0.14 M NH_4_HCO_3_ by shaking at 1400 rpm for 6 hr at room temperature. The resin mixture was further digested by adding trypsin (Promega) in 2 M urea and 0.14 M NH_4_HCO_3_ and incubated by shaking at 1400 rpm overnight at room temperature. The following day, the digestion reaction was quenched by adding trifluoroacetic acid.

#### LC-MS/MS

Tryptic peptides were desalted (Rappsilber et al., 2007) and separated by reverse phase nano-LC-MS/MS (column: 12 cm/75um C18 built-in-emitter column, Nikkyo Technos Co., Ltd. Japan, EasyLC 1200, Thermo Scientific) using a 70-min analytical gradient, increasing from 2% B/98% A to 38%B/62% A (A: 0.1% formic acid, B: 80% Acetonitrile/0.1% formic acid) at 300 nL/min. The mass spectrometer (Fusion Lumos, Thermo Scientific) was operated in high/high mode (120,000 and 30,000 for MS1 and MS2, respectively). Auto Gain Control was set at 50,000 for MS2. MS1 scan range was set to m/z 375–1500 and m/z 110 was set as lowest recorded mass in MS2. One-point lock mass calibration was used. All data were quantified and searched against a Uniprot mouse database using MaxQuant (v. v. 1.6.0.13) (Cox et al., 2014). Oxidation of methionine and protein N-terminal acetylation were allowed as variable modifications, cysteine carbamidomethyl was set as a fixed modification, and two missed cleavages were allowed. The ‘match between runs’ option was enabled, and false discovery rates for proteins and peptides were set to 1%. Protein abundances measured using label free quantitation (Tyanova et al., 2016).

### Proteomic data analysis

Proteomic datasets were analyzed using Perseus v1.6.14.0 (Tyanova et al., 2016). Of the detected proteins, those flagged as reverse, only identified by site, and potential contaminants were excluded from the analysis. For quantitative analysis, LFQ or iBAQ intensities were employed as indicated; LFQ intensities were used for comparisons across samples, while iBAQ intensities were used to compare abundances across different proteins. Imputation of undetected data points for Log_2_(LFQ) intensities was performed by assigning values from a normal distribution of 0.3 width and 1.8 down shift. Principal component analysis (PCA) was performed with imputed Log_2_(LFQ) intensities. Scatterplot representation of Log_2_(LFQ) intensities was generated without imputation. Differentially secreted proteins were identified with ANOVA using permutation-based FDR, with FDR set at 0.01 and number of randomizations at 250.

### GO cell component analysis

Gene symbols from detected proteins were submitted to Retrieve/ID mapping tool on the UniProt website (https://uniprot.org). List of genes that are annotated with the following gene ontology cell component terms were obtained: extracellular region (5576), extracellular space (5615), extracellular matrix (31012), plasma membrane (5886), cytosol (5829), nucleus (5634), mitochondrion (5739), endoplasmic reticulum (5783), and Golgi apparatus (5794).

### Secretion prediction analysis

UniProt accession IDs of the detected proteins were submitted to Retrieve/ID mapping tool on the UniProt website (https://uniprot.org) to obtain the FASTA sequences, which were used as inputs for various secretion prediction algorithms using the web-based query system. We defined classically secreted proteins as having SignalP5.0 score >0.5 and 0 or 1 predicted transmembrane domains by TMHMM2.0. Subcellular localization prediction analysis was performed using DeepLoc1.0 and searched for proteins whose predicted location is extracellular. PredGPI specificity score >99% was used as the threshold to determine if a protein is expected to be GPI-anchored. P roteins with SecretomeP2.0 score >0.6 and SignalP5.0 score ≤0.5 were considered non-classically secreted.

### Cluster analysis and functional annotation

Hierarchical clustering was performed on z-score-transformed Log_2_(LFQ) values using the complete-linkage method and split into 4 clusters by dendrogram. DAVID v6.8 was used to generate functional annotation of clusters (Huang et al., 2009). List of genes encoding the proteins of each of the 4 clusters were compared to a background gene list of total detected proteins in the proteomic dataset. Per cluster, top 4 overrepresented pathways in the gene ontology biological process terms were reported.

### Adipose tissue enrichment analysis

To identify candidate genes enriched within brown and white adipose relative other tissue types as well to each other we used the BioGPS datasets (Su et al., 2004). The Mouse GNF1M Gene Atlas datasets (GSE1133) were downloaded from BioGPS portal (Su et al., 2004) and imported into Limma Bioconductor package (Ritchie et al., 2015) for Log2 transformation and differential expression analysis. All pair-wise comparisons for both brown adipose and white adipose tissues against all other tissue types were performed using limma as well as the direct comparison between brown and white adipose tissues. Genes with a Log2 fold change greater than 4 and a Benjamini-Hochberg-corrected FDR of 0.05 within pair-wise comparisons were considered significantly enriched. Genes were further scored by the total number of pair-wise comparisons where genes were found to be enriched in both adipose tissues, brown adipose tissue or white adipose tissue compared to other tissues in the tissue atlas.

### RNA isolation, cDNA synthesis, and RT-qPCR

Total RNA was extracted from cultured cells using RLT buffer (Qiagen) and from tissues using TRIzol (Invitrogen) and purified using RNeasy Mini Kit (Qiagen). cDNA was synthesized from 1 µg of RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosciences). Power SYBR Green (Life Technologies) was used for RT-qPCR reactions performed with QuantStudio 6 Flex Real-Time PCR System (Thermo Scientific) in a 384-well format. Relative fold changes of mRNA levels were calculated using the ΔΔCT method with 18 S rRNA as loading control. qPCR primers are provided in Supplementary file 3.

### Adipose tissue fractionation

Adipose tissues from 8-week-old C57BL/6 J WT male mice were dissected and minced. eWAT and iWAT were digested in a buffer containing 10 mg/mL collagenase D (Roche), 2.4 mg/mL Dispase II (Roche), and 10 mM CaCl_2_ in PBS. For BAT, 2 x BAT digestion buffer containing 125 mM NaCl, 5 mM KCl, 1.3 mM CaCl_2_, 5 mM glucose, 1% P/S, and 4% BSA was prepared, which was diluted 1:1 with PBS and used to dissolve collagenase B (Roche) at a final concentration of 1.5 mg/mL. Following collagenase digestion of the tissues in a 37 °C water bath, the mature adipocyte fraction was separated from the SVF pellet by centrifugation at 500×g for 10 min at 4 °C. The two fractions were transferred to two separate tubes, washed with DMEM/F-12 GlutaMAX containing 10% FBS and 1% P/S, and vortexed in TRIzol for RNA extraction.

### RNA-Sequencing and immune cell deconvolution

Extracted RNA samples were analyzed for RNA integrity number (RIN) using the Bioanalyzer (Agilent) and sequenced using Illumina NovaSeq at the Rockefeller University Genomics Resource Center. Reads were trimmed with Cutadapt, aligned to mm10 reference genome using STAR, and quantified using featureCounts. Differential gene expression analysis was performed using DESeq2 (Love et al., 2014). Pathway analysis was performed using clusterProfiler (Yu et al., 2012). Deconvolution analysis was performed with CIBERSORTx (Newman et al., 2019) using ImmuCC signature matrix (Chen et al., 2017).

### Tissue expression pattern analysis

Mouse tissue mRNA sequencing data from ENCODE was downloaded from GSE36026. Reads were mapped and quantified as above and gene expression was normalized using DESeq2. 177 genes encoding 180 proteins detected in mouse nascent serum were selected for t-SNE analysis. Briefly, average normalized expression in a tissue was divided by summed expression across tissues. Tissue with the highest relative expression was designated as the highest expressing tissue for a gene. t-SNE analysis was performed on relative expression values with R package Rtsne version 0.16 (Krijthe, 2015) using a perplexity of 30 and maximum iteration of 1000.

### Interstitial fluid collection

Mice were sacrificed, then carefully perfused with approximately 20 mL dPBS. Whole tissues were carefully excised with minimal tissue disturbance and laid flat onto a 70 µm nylon mesh over a tube containing 2 µL of 10 x protease inhibitor solution (Roche). Tubes were sealed and centrifugated at 300 g at 4 °C. Following collection, aqueous infranatant was collected for downstream processing.

### Immunoblot

Upon collection, conditioned medium (CM) was filtered using a 0.22 µm PES membrane syringe filter unit to remove cell debris and concentrated using a 3 kDa centrifugal filter units (Millipore). Tissue protein lysates were collected by homogenizing flash-frozen tissue in RIPA buffer (10 mM Tris pH 8.0, 1 mM EDTA, 1% Triton X-100, 0.1% Na deoxycholate, 0.1% SDS, and 140 mM NaCl) containing cOmplete mini protease inhibitor cocktail (Roche) and PhosSTOP (Roche). Protein concentration was determined using Pierce BCA Protein Assay Kit (Thermo Scientific) using a dilution series of bovine serum albumin as protein standards. Mouse serum samples were loaded at equal volume. Pre-cast polyacrylamide gels were used for electrophoresis, after which protein was transferred to PVDF membrane using standard techniques. Immunoblots were incubated with indicated primary antibodies and developed using Western Lightning Plus-ECL (PerkinElmer) and imaged on an autoradiographic film or using a Bio-Rad Gel Doc system.

### Generation of LRG1-depleted FBS

Affi-Gel10 (Bio-Rad) was washed with cold distilled water and resuspended in binding buffer (0.2 M NaHCO3 and 0.5 M NaCl). Equine Cyt *c* was dissolved in binding buffer at 40 mg/mL concentration and conjugated with Affi-Gel10 for 1 hr at room temperature. Reaction was quenched with buffer containing 0.5 M ethanolamine and 0.5 M NaCl pH 8.3 for 1 hr. Conjugated beads were washed with copious amounts of PBS and elution buffer (0.1 M acetate and 0.5 M NaCl pH 4.0). For depletion of LRG1 from FBS, 2 mL of 50% Cyt *c*-agarose bead suspension was added to 50 mL of FBS and incubated overnight at 4 °C and repeated once more with fresh conjugated beads. FBS was sterile-filtered before use. Specific binding of LRG1 to Cyt *c*-agarose beads was confirmed by incubating the beads used for depletion with elution buffer for 10 min at room temperature and subjecting the supernatant to SDS-PAGE electrophoresis followed by Coomassie stain or western blot against LRG1.

### Co-immunoprecipitation

Serum was diluted 1:1 with PBS containing 0.02% Tween-20 (PBS-T) and incubated with α-FLAG M2 beads (Sigma) overnight at 4 °C. Following wash with PBS-T, bound proteins were eluted by heating the beads at 70 °C in Laemmli buffer containing 50 mM glycine buffer pH 2.8 and 9% (v/v) β-mercaptoethanol.

### Adenovirus production and purification

Adenoviral vectors were created using the AdEasy system (Luo et al., 2007). C-terminally 3xFLAG-tagged murine LRG1 was cloned into pAdTrack-CMV (AddGene) linearized with XhoI (NEB) and HindIII (NEB) using In-Fusion HD Cloning Kit (Takara). pAdTrack-CMV and pAdTrack-CMV-LRG1-FL plasmids were linearized with PmeI (NEB) and recombined into pAdEasy-1 vector via electrophoretic transformation of recombination-competent BJ5183-AD-1 cells (Agilent) with the linearized product and selection for kanamycin-resistant clones. Plasmids from validated clones were transformed into recombination-deficient XL-10 Gold ultracompetent cells (Agilent), which were used to generate pAd-eGFP and pAd-LRG1-FL plasmids and purified using Plasmid Maxi Kit (Qiagen).

Crude adenovirus was produced by transfecting PacI (NEB)-linearized pAd vectors into HEK293A cells (Invitrogen), which were incubated at 37 °C with 5% CO_2_ for 10–14 days with media supplementation every 3–5 days until most cells showed cytopathic effect/detachment. Both cells and the culture medium were collected, lysed by 3 cycles of freeze-thaw between dry ice-ethanol and room-temperature water baths, and centrifuged at 3500×g for 15 min at 4 °C to obtain the supernatant crude virus. Round 1 amplification product was obtained by transducing HEK293A cells with the crude virus and repeating the above collection, lysis, and centrifugation steps.

To obtain round 2 amplification product, twelve 15 cm plates of HEK293A cells were transduced with round 1 adenovirus and incubated at 37 °C with 5% CO_2_ until most cells demonstrated cytopathic effect. As with previous rounds, cells and media were collected, lysed by freeze-thaw cycles, and centrifuged to obtain the supernatant. The supernatant was treated with benzonase, and adenoviral particles were purified from the crude mixture using the Vivapure AdenoPACK 100 kit (Sartorius). Purified virus was dialyzed with buffer containing 20 mM Tris pH 8, 25 mM NaCl, and 2.5% (w/v) glycerol and concentrated using a 100 kDa centrifugal filter unit provided with the kit. Titer of the adenovirus was determined using Adeno-X Rapid Titer Kit (Takara).

### AAV8 vector preparation

C-terminally 3xFLAG-tagged LRG1 was cloned into pENN.AAV.CB7.CI.eGFP.WPRE.rBG (Addgene) linearized with EcoRI (NEB) and BglII (NEB) using In-Fusion HD Cloning Kit (Takara). The original eGFP-expressing and cloned LRG1-FL plasmids were transformed into Stable Competent *E. coli* (NEB), purified using Plasmid Maxi Kit (Qiagen), and shipped to Penn Vector Core (PA, USA) for AAV8 production.

### In vivo adenovirus/AAV8 transduction

In vivo adenoviral transduction studies were performed using purified adenovirus from second round of amplification. Adenovirus was injected at a dose of 10^10^ pfu/mouse. AAV8 was injected at 10^11^ GC/mouse. The mice were briefly anesthetized with isoflurane for virus injection via the retroorbital route. Following injection, the mice were quarantined in an ABSL-2 housing room for 72 hr before transferred back to regular housing conditions.

### Histology

Dissected tissues were fixed in 10% neutral buffered formalin for 3 days at room temperature and transferred to 70% ethanol. Paraffin embedding, sectioning, and H&E staining was performed by the Memorial Sloan Kettering Cancer Center Laboratory of Comparative Pathology. H&E-stained sections were imaged using a wide-field fluorescence/brightfield/DIC microscope (Zeiss) at the Rockefeller University Bioimaging Resource Center. Crown-like structures (CLS) were identified as any adipocyte in a field of view with cellular infiltrates indicated by nuclear staining surrounding a majority of adipocyte perimeter. Objectives were used as indicated and chosen based on CLS enumerability (<30 CLS per field). 5 fields from 3 animals were quantified per group. Adipocyte area was measured from a minimum of 289 adipocytes from 2 to 4 animals per group using Cellpose 2.0 for image segmentation (Stringer et al., 2021).

### Liver Triglyceride Quantification

Per 100 mg of flash-frozen liver, 1 mL of 5% NP-40 lysis buffer was added to generate a homogenate. The homogenized tissue samples were then subject to two cycles of heating at 80–100°C for 5 minutes followed by cooling at room temperature. The resulting mixture was centrifugated, and supernatant was collected. Triglyceride concentration of the supernatant was measured using Triglyceride Quantification Colorimetric/Fluorometric Kit (Sigma, MAK266) following manufacturer instructions.

### Multiplex cytokine panel

Mouse serum samples were diluted 1:1 with PBS, snap frozen using liquid N_2_ and shipped to Eve Technologies (Alberta, Canada) on dry ice. The Mouse Cytokine Array / Chemokine Array 31-Plex (MD31) panel was used to quantify the levels of cytokines and chemokines.

### Cytochrome *c* clearance assay

12-week-old chow-fed LRG1-KO and WT littermate males were injected retro-orbitally with 40 mg/kg equine cytochrome *c* (Cyt *c*) in PBS. Blood was collected from the tail vein immediately prior to injection (0 min) and 5 min, 15 min, 30 min, 1 h, 2 h, 4 h, and 6 h post-injection into EDTA-coated capillary tubes and kept in ice until further processing. During blood collection, each mouse was placed on a metal grating above a clean plastic wrap to allow collection of excreted urine, if any. Plasma was isolated via centrifugation at 2000×g for 15 min at 4 °C. Immunoblot against Cyt *c* was performed with WT and KO plasma samples run pairwise to enable relative quantification of Cyt *c* signal. Quantification was performed using ImageJ (Schneider et al., 2012).

### Statistical analysis

Unless otherwise noted, data are presented as mean ± SEM, with *n* number specified in the figure legends. Statistical analyses were performed with GraphPad Prism 9. Binary comparisons were performed with Welch’s *t*-test to account for possible difference in variance. Statistical analysis of data involving 3 or more conditions (levels) of a single variable was performed using one-way ANOVA followed by post hoc tests using the Dunnett method to compare every mean with a control mean or the Tukey method to compare every mean with every other mean. Data measured across multiple time points as in GTT, ITT, and PTT were analyzed with repeated measures two-way ANOVA, reporting group factor p-values. Analysis of data from a two-factor experimental setup was performed with two-way ANOVA or two-way mixed effects ANOVA in the case of an uneven *n* number, reporting group factor p-values. For post hoc tests, the Tukey method was used when comparing every mean with every other mean and the Šídák method was employed when a selected set of means were compared.

### Materials availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD035318. RNA-Seq data have been deposited to GEO with the identifier GSE208219. Reagents including unique biological materials are available from the corresponding author upon request.

### Code availability

Publicly available codes are available in the relevant references.

## Data Availability

The proteomic dataset has been deposited to Proteomexchange PRIDE under accession PXD035318. RNA-Seq data have been deposited to GEO under accession GSE208219. All original gels and blots are available as Source Data Files. The following datasets were generated: The following dataset was generated: MolinaH 2022LRG1 is an adipokine that promotes insulin sensitivity and suppresses inflammationPRIDEPXD03531810.7554/eLife.81559PMC967434836346018 ChoiCHJ CohenP 2022AAV-mediated LRG1 overexpression in diabetic miceNCBI Gene Expression OmnibusGSE208219 The following previously published datasets were used: ShenY RenB 2012RNA-seq from ENCODE/LICRNCBI Gene Expression OmnibusGSE36026 AiSu WiltshireT BatalovS LappH 2004tissue-specific pattern of mRNA expressionNCBI Gene Expression OmnibusGSE1133

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Lrg1*	NCBI	NM_029796.2	
Strain, strain background (*Mus musculus*)	C57BL/6 J	The Jackson Laboratory	Cat #000664, RRID:IMSR_JAX:000664	
Strain, strain background (*Mus musculus*)	BKS.Cg-Dock7m +/+Leprdb/J	The Jackson Laboratory	Cat# 000642, RRID:IMSR_JAX:000642	
Strain, strain background (*Mus musculus*)	LRG1-KO in C57BL/6 J background	This Study		Produced by the CRISPR and Genome Editing Center (Rockefeller University)
Strain, strain background (*Escherichia coli*)	NEB Stable	NEB	Cat# C3040	Competent cells
Strain, strain background (*Escherichia coli*)	BJ5183-AD-1 cells	Agilent	Cat# 200157	Electroporation competent, recombination proficient cells carrying the pAdEasy-1 plasmid
Strain, strain background (*Escherichia coli*)	XL-10 Gold ultracompetent cells	Agilent	Cat# 200314	Competent cells
Strain, strain background (*Adenovirus*)	Ad-eGFP	This study; protocol adapted from Luo et al., 2007		Produced in Paul Cohen lab (Rockefeller University)
Strain, strain background (*Adenovirus*)	Ad-LRG1-FL	This study; protocol adapted from Luo et al., 2007		Produced in Paul Cohen lab (Rockefeller University)
Strain, strain background (*AAV8*)	AAV8-eGFP	This study		Produced by Penn Vector Core (University of Pennsylvania).
Strain, strain background (*AAV8*)	AAV8-LRG1-FL	This study		Produced by Penn Vector Core (University of Pennsylvania).
Cell line (*Homo-sapiens*)	HEK293A	Invitrogen	Cat# R70507	
Antibody	Anti-LRG1 (rabbit polyclonal)	Sigma-Aldrich	Cat# HPA001888, RRID:AB_1079276	Western blot (1:5000)
Antibody	Anti-CFD/Adipsin (sheep polyclonal)	R and D Systems	Cat# AF5430, RRID:AB_1655868	Western blot (1:1000)
Antibody	Anti-Cytochrome *c* (rabbit monoclonal)	Cell Signaling Technology	Cat# 11940, RRID:AB_2637071	Western blot (1:1000)
Antibody	Anti-FLAG M2 Magnetic Beads (mouse monoclonal)	Sigma-Aldrich	Cat# M8823, RRID:AB_2637089	Immunoprecipitation
Antibody	Anti-Cleaved Caspase-3 (Asp175) (rabbit polyclonal)	Cell Signaling Technology	Cat# 9661, RRID:AB_2341188	WB (1:1000)
Antibody	Anti-Caspase-3 (rabbit polyclonal)	Cell Signaling Technology	Cat# 9662, RRID:AB_331439	WB (1:1000)
Antibody	Anti-IRS-1 (rabbit polyclonal)	Cell Signaling Technology	Cat# 2382, RRID:AB_330333	WB (1:500)
Antibody	Anti-β-actin (rabbit polyclonal)	GeneTex	Cat# GTX109639, RRID:AB_1949572	WB (1:20000)
Antibody	Anti-vinculin (rabbit polyclonal)	Cell Signaling Technology	Cat# 4650, RRID:AB_10559207	WB (1:1000)
Peptide, recombinant protein	Recombinant Mouse M-CSF	Biolegend	Cat# 576406	
Peptide, recombinant protein	Recombinant human LRG1	R and D Systems	Cat# 7890-LR	
Peptide, recombinant protein	Recombinant human TNFα	R and D Systems	Cat# 210-TA-020/CF	
Peptide, recombinant protein	Cytochrome *c* from equine heart	Sigma-Aldrich	Cat# C2506	
Commercial assay or kit	Click-iT Protein Enrichment Kit	Invitrogen	Cat# C10416	
Sequence-based reagent	qPCR primers	This paper		Supplementary file 3
Sequence-based reagent	pAdTrack-CMV	Addgene	RRID:Addgene_16405	
Sequence-based reagent	pENN.AAV.CB7.CI.eGFP.WPRE.rBG	Addgene	RRID:Addgene_105542

# Supplementary material for: LRG1 is an adipokine that promotes insulin sensitivity and suppresses inflammation
**Source:** eLife. 2022 Nov 8;11:e81559. doi: 10.7554/eLife.81559

Figure 4—source data 1

Figure 4B

LRG1

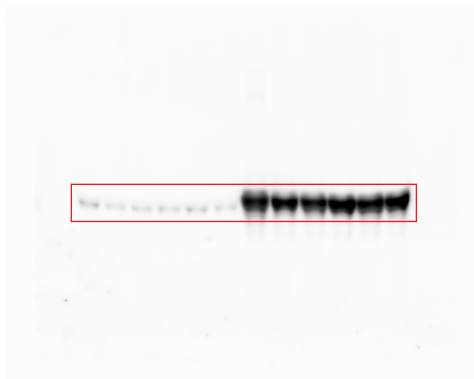

Ponceau S

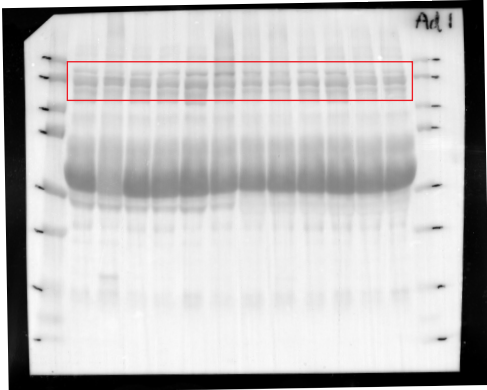

Figure 4G

LRG1

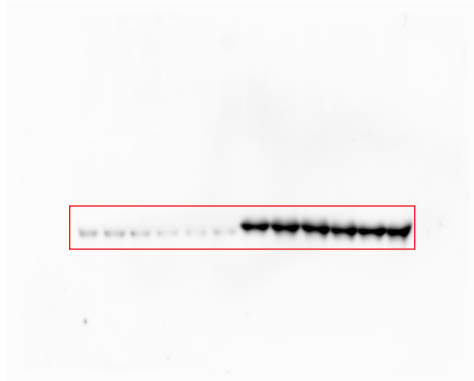

Ponceau S

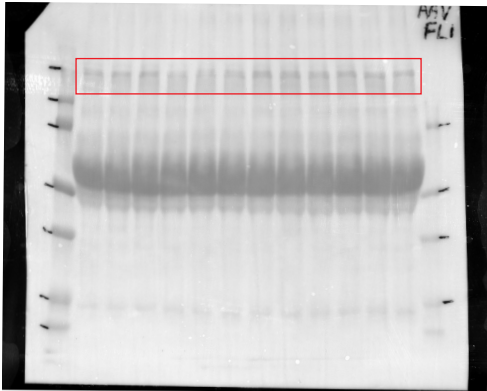

Figure 4I

LRG1

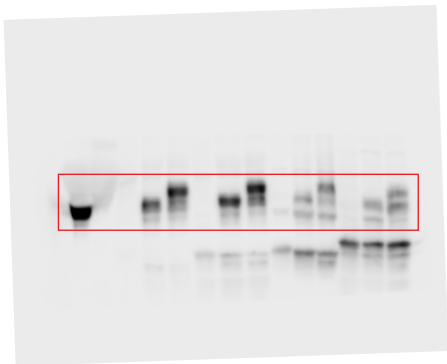

Vinculin

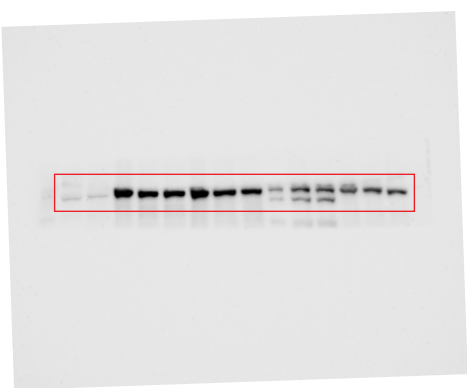

Ponceau S

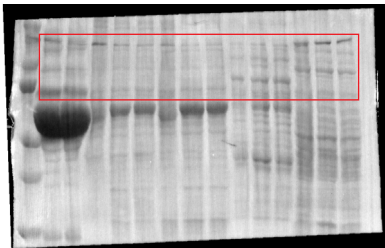

LRG1

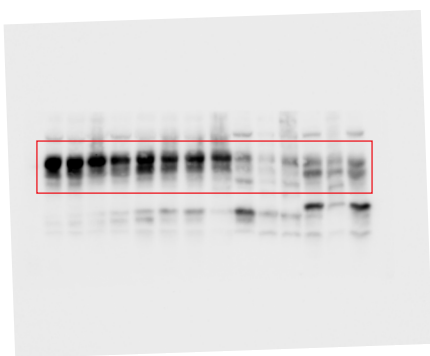

Vinculin

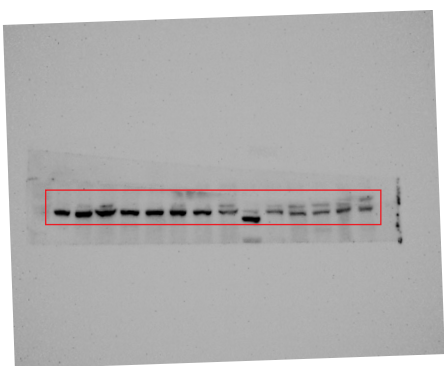

Ponceau S

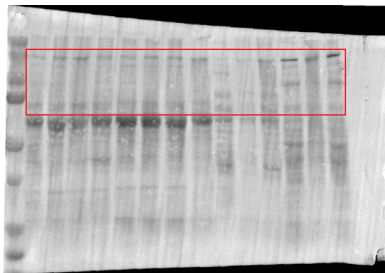

Figure 4—figure supplement 2C

LRG1

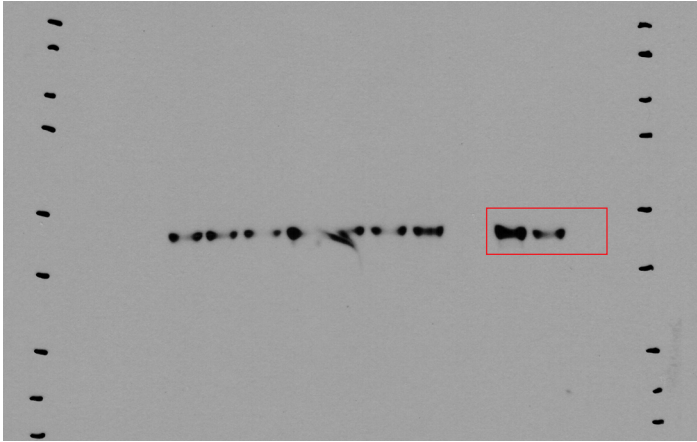

Ponceau S

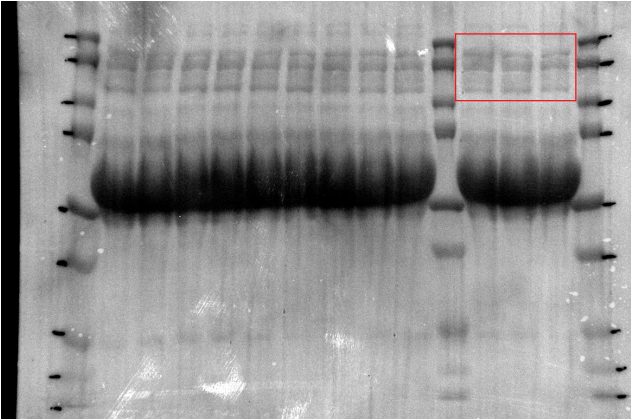

**Supplement:** Figure 4—source data 1.

# Supplementary material for: LRG1 is an adipokine that promotes insulin sensitivity and suppresses inflammation
**Source:** eLife. 2022 Nov 8;11:e81559. doi: 10.7554/eLife.81559

Figure 5—source data 1

Figure 5B

LRG1

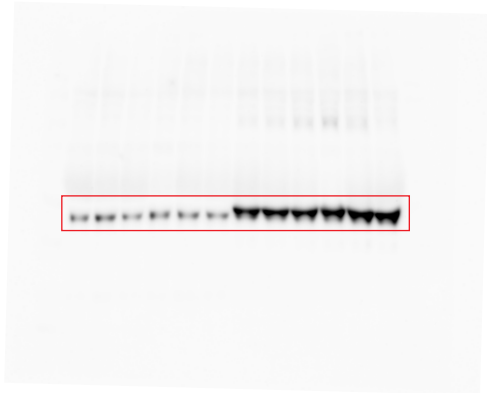

Ponceau S

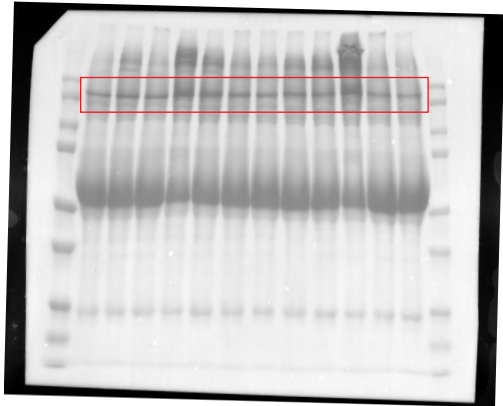

Figure 5—figure supplement 1C

LRG1

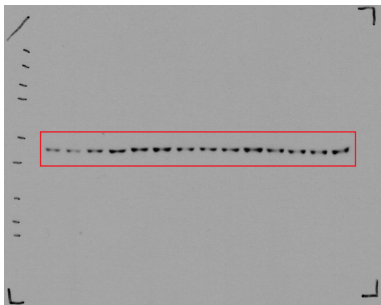

Ponceau S

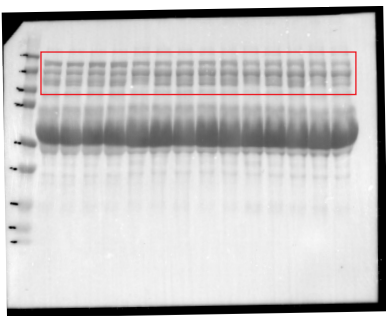

Figure 5—figure supplement 1F

LRG1

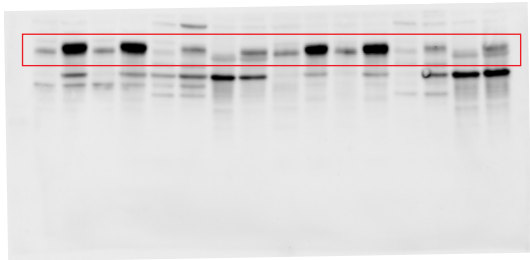

Vinculin

Figure 5—figure supplement 1I

IRS-1

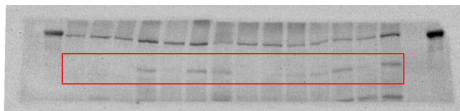

Vinculin

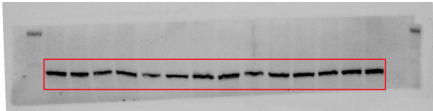

IRS-1

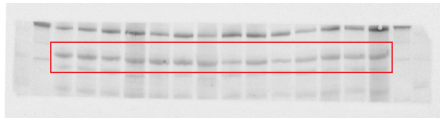

$\beta$ -actin

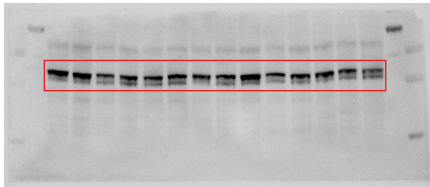

**Supplement:** Figure 5—source data 1.

# Supplementary material for: LRG1 is an adipokine that promotes insulin sensitivity and suppresses inflammation
**Source:** eLife. 2022 Nov 8;11:e81559. doi: 10.7554/eLife.81559

Figure 7—source data 1

Figure 7A

LRG1

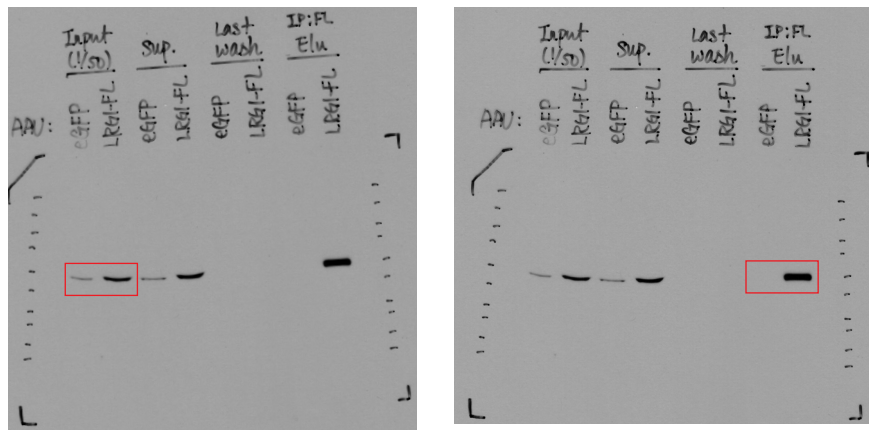

Cyt c

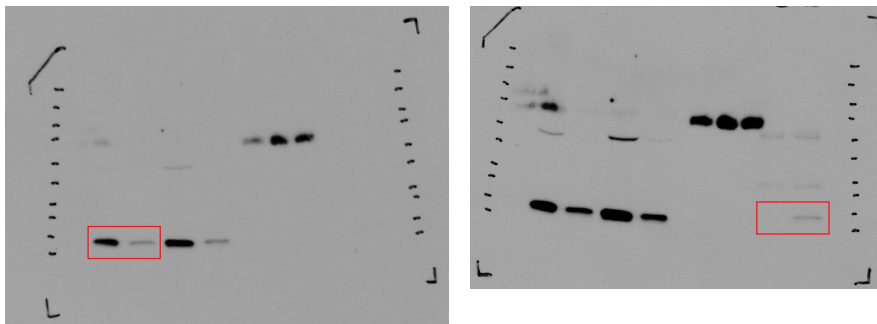

Ponceau S

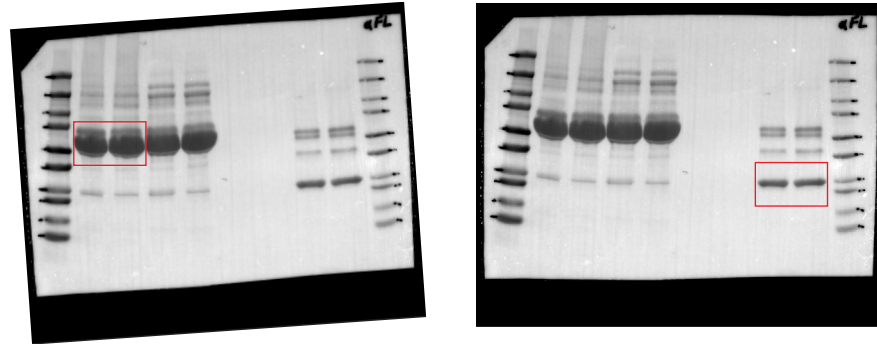

Figure 7B

Cyt c

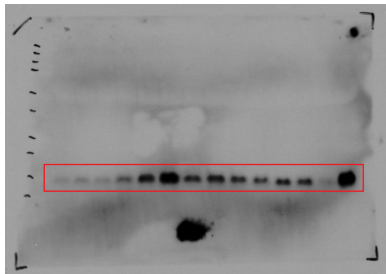

Ponceau S

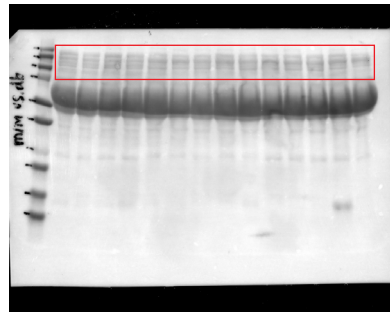

Figure 7D

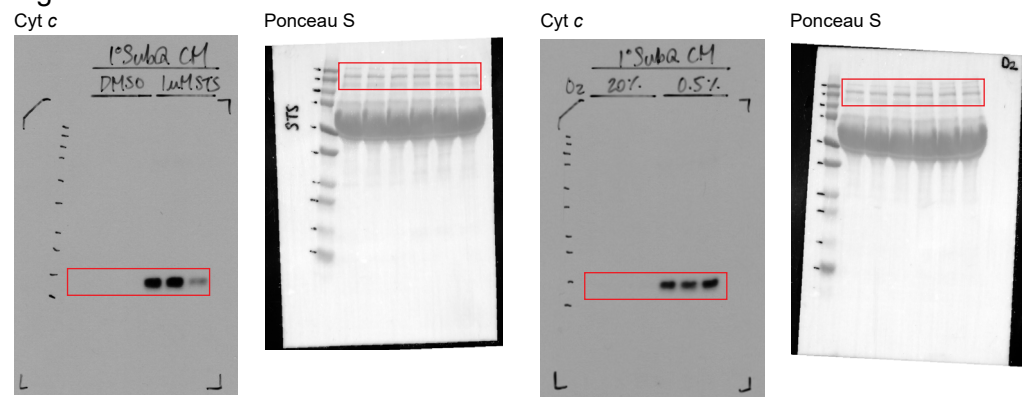

Figure 7E

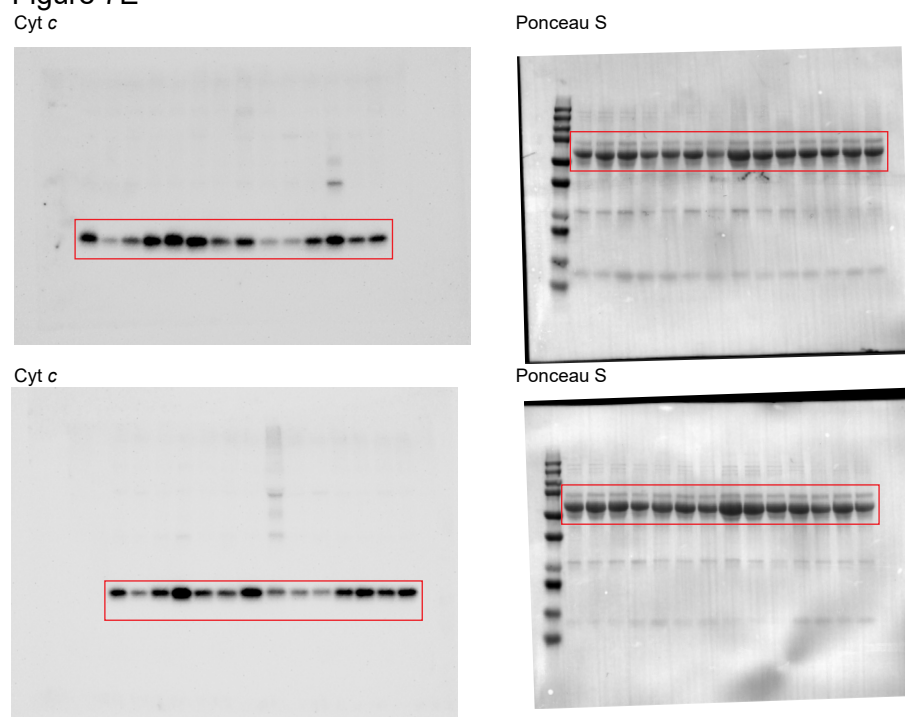

Figure 7H

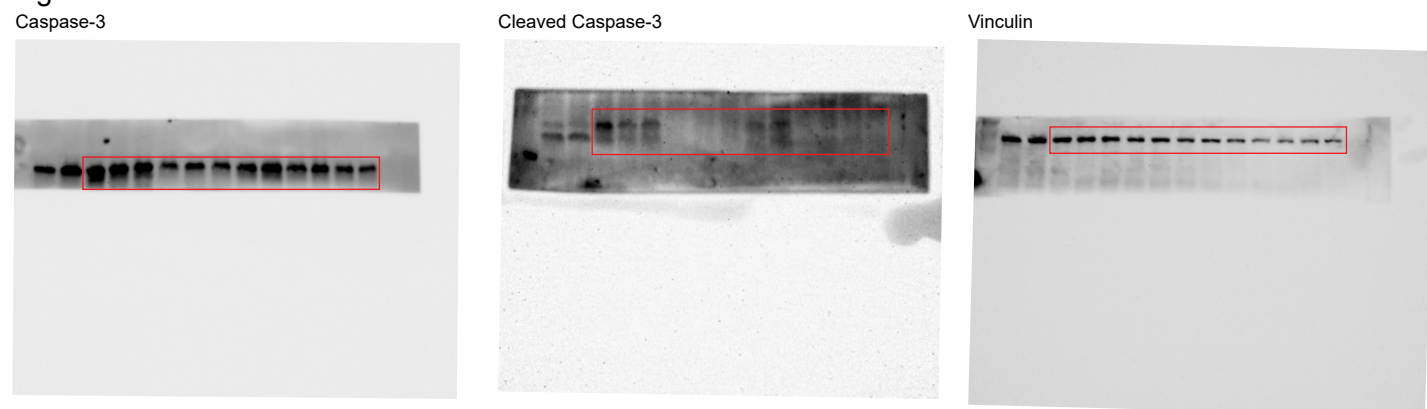

Figure 7I

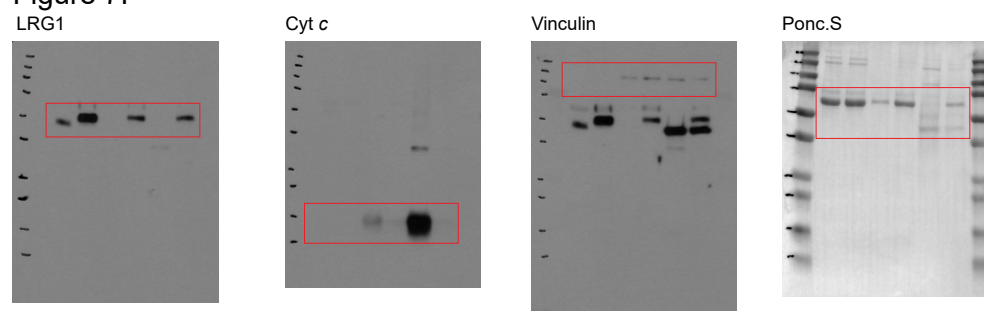

Figure 7—figure supplement 1C

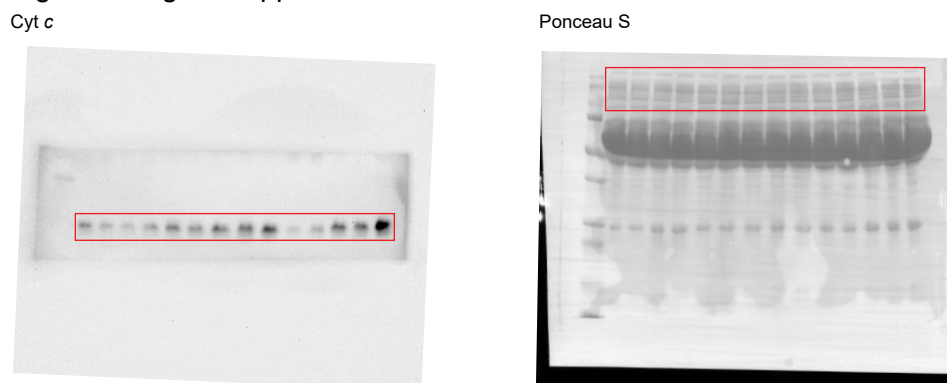

Figure 7—figure supplement 1I

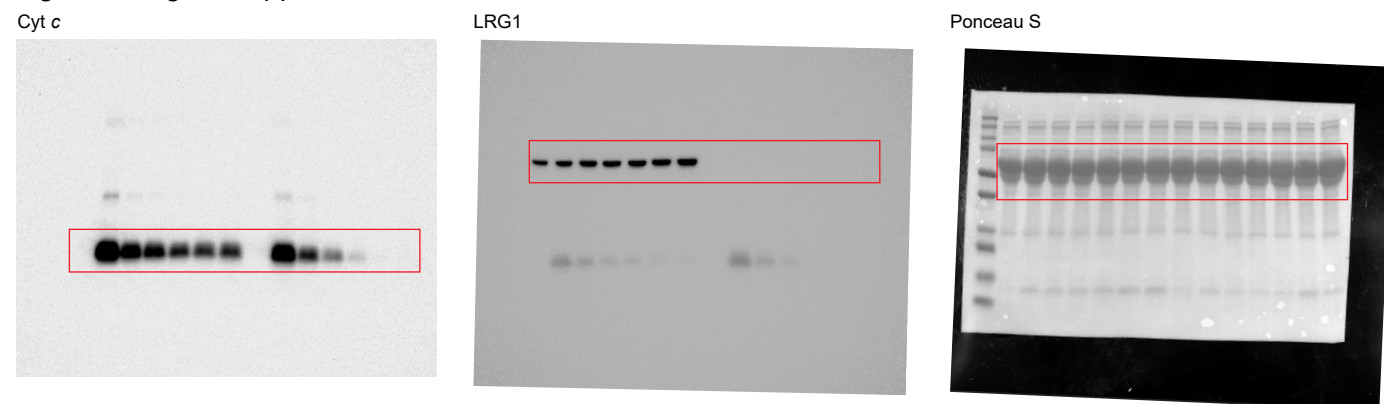

Figure 7—figure supplement 1L

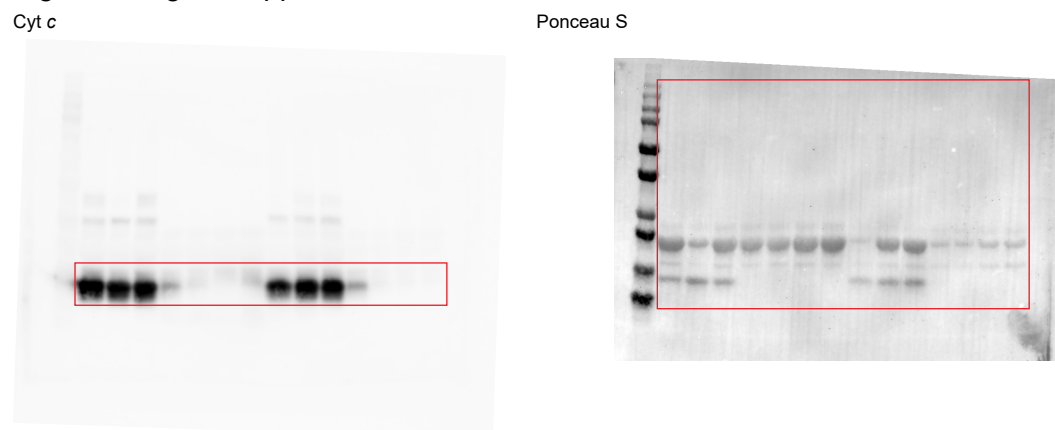

Figure 7—figure supplement 1N

Cyt c

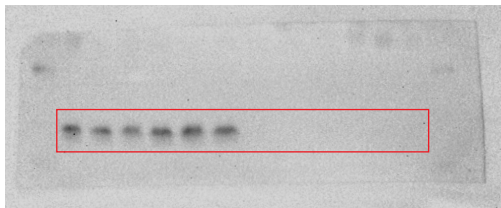

LRG1

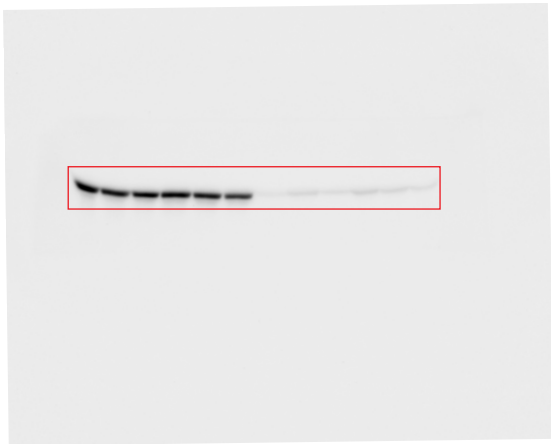

Ponceau S

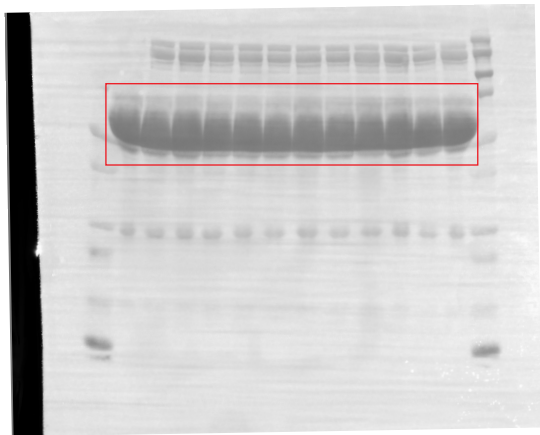

**Supplement:** Figure 7—source data 1.

# Supplementary material for: LRG1 is an adipokine that promotes insulin sensitivity and suppresses inflammation
**Source:** eLife. 2022 Nov 8;11:e81559. doi: 10.7554/eLife.81559
**Supplement:** Supplementary file 1.

**Supplementary file 1. Proteins detected in adipocyte CM with enrichment score above 80%.**

|  |  | **% Enrichment** | | |
| --- | --- | --- | --- | --- |
|  |  | **Combined** | **eWAT** | **BAT** |
| 1 | *Retn* | 94.2 | 94.2 | 94.2 |
| 2 | *Fabp4* | 94.2 | 91.9 | 94.2 |
| 3 | *Adipoq* | 88.4 | 88.4 | 89.5 |
| 4 | *Cfd* | 87.2 | 87.2 | 87.2 |
| 5 | *Gpd1* | 87.2 | 69.8 | 95.3 |
| 6 | *Lrg1* | 83.7 | 83.7 | 83.7 |
| 7 | *Ghr* | 81.4 | 80.2 | 82.6 |
| 8 | *Hp* | 81.4 | 82.6 | 80.2 |
| 9 | *Rbp4* | 81.4 | 79.1 | 87.2 |
| 10 | *Amy1* | 81.4 | 79.1 | 87.2 |
| 11 | *Angptl4* | 81.4 | 70.9 | 82.6 |
| 12 | *Ccdc80* | 80.2 | 80.2 | 80.2 |
| 13 | *Sod3* | 80.2 | 74.4 | 86.0 |
| 14 | *H2-Q10* | 80.2 | 0.0 | 89.5 |
| 15 | *Lama4* | 75.6 | 66.3 | 80.2 |
| 16 | *Pla1a* | 75.6 | 81.4 | 70.9 |
| 17 | *Agt* | 74.4 | 86.0 | 69.8 |
| 18 | *Cp* | 68.6 | 91.9 | 65.1 |
| 19 | *Me1* | 61.6 | 43.0 | 82.6 |
| 20 | *Tkt* | 19.8 | 2.3 | 86.0 |
| 21 | *Ace* | 15.1 | 87.2 | 0.0 |
| 22 | *Kng1* | 0.0 | 0.0 | 89.5 |
| 23 | *Pcsk5* | 0.0 | 95.3 | 0.0 |

# Supplementary material for: LRG1 is an adipokine that promotes insulin sensitivity and suppresses inflammation
**Source:** eLife. 2022 Nov 8;11:e81559. doi: 10.7554/eLife.81559
**Supplement:** Supplementary file 2.

**Supplementary file 2. Comparison of MS-based adipose secretome studies**

|  | This work | Ali Khan et al. | Deshmukh et al. |
| --- | --- | --- | --- |
| Organism | Mouse | Mouse | Human |
| Type of adipocytes | Visc, SubQ, and Brown | White (SubQ) and Brown | White (SubQ) and Brown |
| Conditions | Basal | Basal and NE stimulation | Basal and NE stimulation |
| Method | FBS-supplemented medium with AHA pulse | FBS-supplemented medium with AHA pulse | Serum-free medium |
| MS Quantification | Label-free | SILAC | Label-free |
| Total # of proteins detected | 604 | 1337 | 1866 |
| Criteria used for secretion prediction/validation | SignalP, PredGPI, SecretomeP, DeepLoc, and GOCC annotation | SignalP and Uniprot annotation | Signal peptide and Uniprot/GOCC annotation |
| # of proteins containing SP or annotated as EC | 472 | 453 | 471 |
| Leptin | Not detected | Not detected | Detected in SubQ |

|  | This work | | Ali Khan et al. | | Deshmukh et al. | |
| --- | --- | --- | --- | --- | --- | --- |
| Batokines | **Detected** | **Enrichment** | **Detected** | **Enrichment** | **Detected** | **Enrichment** |
| BMP8B | Yes | Found in SubQ 1/3 | - |  | - |  |
| SLIT2 | Yes | Cluster 3  (SubQ and Brown) | Yes |  | - |  |
| IL6 | - |  | Yes |  | - |  |
| VEGFA | Yes | Cluster 4 (Brown) | Yes |  | Yes | Brown-exclusive |
| CXCL14 | - |  | - |  | - |  |
| GDF15 | Yes | Cluster 4 (Brown) | Yes |  | - |  |
| NGF | Yes | Cluster 4 (Brown) | Yes | Brown-enriched | - |  |
| S100B | - |  | - |  | Yes |  |
| NRG4 | - |  | - |  | - |  |
| MSTN | - |  | - |  | - |  |
| FGF21 | Yes | SubQ- and Brown-exclusive | Yes |  | - |  |
| EPDR1 | Yes | Found in Brown 1/3 | - |  | Yes | Brown-exclusive |

|  | This work | | Ali Khan et al. | | Deshmukh et al. | |
| --- | --- | --- | --- | --- | --- | --- |
| Secreted factor | **Detected?** | **Enrichment** | **Detected?** | **Enrichment** | **Detected?** | **Enrichment** |
| CFH | Yes | Cluster 1 (Visc) | Yes | SubQ-enriched | Yes | Brown-enriched |
| CKMT1 | - |  | - |  | Yes | Brown-enriched |
| COL18A1 | Yes | Cluster 2 (SubQ) | - |  | Yes | SubQ-exclusive |
| TNC | Yes |  | Yes |  | Yes | SubQ-enriched |
| MUP2 | Yes | Cluster 2 (SubQ) | Yes | SubQ-enriched | - |  |
| LYZ2 | Yes | Cluster 1 (Visc) | Yes | Brown-enriched | - |  |
| SPON1 | Yes | Cluster 2 (SubQ) | Yes | SubQ-enriched | Yes |  |
| SPARCL1 | Yes | Cluster 1 (Visc) | Yes | SubQ-enriched | Yes |  |
| CTSS | Yes | Cluster 1 (Visc) | Yes | Brown-enriched | - |  |
| ECM proteins | Cluster 2 (SubQ)-enriched | | Higher in Brown | | Higher in SubQ | |

# Supplementary material for: LRG1 is an adipokine that promotes insulin sensitivity and suppresses inflammation
**Source:** eLife. 2022 Nov 8;11:e81559. doi: 10.7554/eLife.81559
**Supplement:** Supplementary file 3.

**Supplementary file 3. Primer sequences used for RT-qPCR analysis**

| **Gene** | **Forward Primer (5’ to 3’)** | **Reverse Primer (5’ to 3’)** |
| --- | --- | --- |
| *Fabp4* | ACACCGAGATTTCCTTCAAACTG | CCATCTAGGGTTATGATGCTCTTCA |
| *Pparg2* | GCATGGTGCCTTCGCTGA | TGGCATCTCTGTGTCAACCATG |
| *Adipoq* | GCACTGGCAAGTTCTACTGCAA | GTAGGTGAAGAGAACGGCCTTGT |
| *Prdm16* | CAGCACGGTGAAGCCATTC | GCGTGCATCCGCTTGTG |
| *Ucp1* | CTTTGCCTCACTCAGGATTGG | ACTGCCACACCTCCAGTCATT |
| *Lrg1* | ATCAAGGAAGCCTCCAGGATCT | CTCAGCCGACTGCAGTATCA |
| *Il1b* | GCAACTGTTCCTGAACTCAACT | ATCTTTTGGGGTCCGTCAACT |
| *Cxcl10* | GGATCCCTCTCGCAAGGA | ATCGTGGCAATGATCTCAACA |
| *Il6* | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| *Nos2* | GTTCTCAGCCCAACAATACAAGA | GTGGACGGGTCGATGTCAC |
| *Arg1* | CTCCAAGCCAAAGTCCTTAGAG | AGGAGCTGTCATTAGGGACATC |
| *Clec10a* | TGAGAAAGGCTTTAAGAACTGGG | GACCACCTGTAGTGATGTGGG |
| *Mgl2* | TTAGCCAATGTGCTTAGCTGG | GGCCTCCAATTCTTGAAACCT |
| *Chil3* | CAGGTCTGGCAATTCTTCTGAA | GTCTTGCTCATGTGTGTAAGTGA |
| *Rn18s* | CGATGCTCTTAGCTGAGTGT | GGTCCAAGAATTTCACCTCT |

How the deposited data were processed for this re-analysis (not part of the article)

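Counts per gene of eWAT RNA from 16 db/db males on the C57BLKS/J background were analysed, 4 mice for each of AAV8-eGFP and AAV8-LRG1-FL at weeks 7 and 10. As deposited by the authors, the counts were made by trimming reads with Cutadapt, aligning them to mm10 with STAR and counting them with featureCounts, with no normalization. The paper's text gives no versions of these tools, no strand or multi-mapping setting, and does not say whether reads or read pairs were counted. The gene lengths in the same table were not used. The table holds 55573 Ensembl genes, of which 55394 were matched to a symbol and 179 kept their identifier. Library totals ran from 45376227 to 67539937 counts. Reads were not realigned here.

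Genes were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr by group), in 1 fit of all 16 libraries with a coefficient for each of the 4 groups and no covariate. This kept 20822 genes. The TMM factors were 0.847 to 1.10 and the common coefficient of biological variation was 0.203. Standard errors were taken as the size of the log2 fold change over the square root of F. The contrasts were these: LRG1 against eGFP at week 7 and at week 10, the difference between these, and week 10 against week 7 within each group. Genes were called at a Benjamini-Hochberg adjusted p below 0.01, and for changes at both weeks also at a log2 fold change above 2 or below -2 in the same direction.

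Gene lists of cell types, pathways and other tissues, 45 in all, were fixed with the tests, the rule for named genes and the alternatives before the data were examined. Those with at least 5 tested genes (42) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, two-sided, at an adjusted p below 0.05, and again with an estimated correlation and with fry. GO terms were not at hand, so the Reactome sets shipped with fgsea 1.28.0, which hold 5298 of the tested genes, were tested the same way where they had 15 to 500 tested genes. A score per library was the mean over a list of log2 CPM with a prior count of 2, compared by an exact two-sided permutation test of 4 against 4 libraries, and adjusted over the 14 scores and over the 42 lists of each week. Principal components were taken over the 2000 most variable genes.

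Named are the genes that the paper names, measures in serum or assays for this model, and readable labels of Figure 6G. Named too are, at each week, the 10 genes with the largest rise and the 10 with the largest fall among those called, at 1 CPM or more in a group and with all 4 LRG1 libraries on the same side of all 4 eGFP libraries, without clone names and immunoglobulin or T cell receptor segments. For a list, up to 4 members with the smallest adjusted p in a comparison are named, and for the comparisons of weeks the 5 with the smallest adjusted p per direction.

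The procedure was tested on simulated data with the layout and spread of these libraries and 200 changed genes. At week 7, edgeR called 20 of 67 genes changed 1.5-fold, 49 of 67 changed 2-fold and 63 of 66 changed 4-fold, with 1 false call among 20822 genes, and DESeq2 called 35, 56 and 65 with 6 false calls. Camera called none of 40 unchanged lists. In the real libraries, other groupings of the 8 libraries of week 7 called up to 29 lists. The simulated result is therefore not carried over to the lists called there. Whether the replicate numbers pair the mice was checked by correlating each library's deviations from its group. The 24 pairs of the same number in different groups had a median correlation of -0.0126 (-0.200 to 0.142), so the numbers were not used as pairs. No pair of libraries within a group was a duplicate (correlation of log counts 0.963 to 0.987).

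Alternatives were DESeq2 1.42.0, limma-voom with and without sample quality weights, fits of only the 8 libraries compared, RLE, upper quartile and library size scaling, other filters on low counts, the replicate number as a block, robust empirical Bayes, removal of immunoglobulin genes, other thresholds, and leaving out each library in turn. The removal of mitochondrial genes, and DESeq2 on 8 libraries without a filter, were chosen after seeing the data. CIBERSORTx and clusterProfiler were not run here.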

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

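The tests of why T cell transcripts were lower at week 7 and why the eGFP mice of week 10 differed, and the counts over other groupings of the libraries, were chosen only after the result was seen. Among 40 groups of 4 libraries tested for a library far from the other 3, chance gives about 1 in 20, which is 2, and 5 were found.

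The T cell score of eGFP replicate 3 of week 7 was 1.70, against 2.40 to 2.47 in the other 3 libraries. The plasma cell score of LRG1 replicate 2 of week 7 was 1.45, against -0.05 to -0.01, and that of eGFP replicate 2 of week 10 was 3.59, against 4.70 to 4.89. Lrg1 was at 86.2 CPM in eGFP replicate 1 of week 7, against 106.8 to 110.2 CPM, and at 478 CPM in LRG1 replicate 1 of week 7, against 288 to 316 CPM.

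The effect of LRG1 differed between weeks 7 and 10 for 68 genes by the test of the difference itself. For this difference, camera with an estimated correlation called the interferon-gamma-induced genes, with a median difference of 1.88 (week 10 minus week 7), the type I interferon-induced genes (0.95), and the fibroblast and adipocyte progenitor markers (-0.44). From week 7 to week 10, 446 genes changed in eGFP mice, of which the paper discusses chemokines and cytokines. The paper does not report on the endothelial and the smooth muscle and pericyte scores, which at week 7 were higher in LRG1 mice by 0.82 and 0.69.

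Immune transcripts were lower in the eWAT of LRG1 mice. A larger share of adipocyte RNA would lower endothelial genes too, but their median log2 fold change was 0.89 at week 7. This was above a bound set from the macrophage list by 1.40 to 1.68 (bootstrap of the list medians, which does not give the spread between mice). Between mice, the endothelial score at week 7 was 4.58 ± 0.15 (SD, n = 4) with eGFP and 5.40 ± 0.23 with LRG1. The macrophage score difference at week 7 was -1.25 over libraries with few transcripts of epididymis and lymph node stroma (4 eGFP and 2 LRG1 libraries, with no such LRG1 library at week 10). It was -1.24 after every library was thinned to the smallest total. This argues at week 7 against lymph node tissue and depth as the whole cause. Lymph node stroma markers summed to 186 CPM in eGFP mice and 300 CPM in LRG1 mice of week 7. Epididymis markers came to only 0.12 and 0.25 CPM, so the split cannot decide on epididymis. Immunoglobulin genes held 0.0565% of the counts in eGFP mice and 0.0711% in LRG1 mice of week 7. So small a share argues against their reads as the whole cause, and the macrophage median was -1.30 without them. The time of day at harvest cannot be excluded, since 4 clock genes passed the threshold at week 7, 2 at week 10 and 1 changed the same way at both weeks, and the hour of sampling is not given in the sources used here. An effect of LRG1 on immune cells stays open, as does that of the cage.

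T cell, interferon-gamma-induced and IgG transcripts were lower in LRG1 mice at week 7. Fewer immune cells of every type alike is argued against by the T cell score relative to the macrophage score, which was at a difference of -1.65 in LRG1 mice. Lymph node tissue in eGFP fat pads is argued against by the B cell median of -0.34, above a bound from the T cell list by 0.58 to 1.33 (bootstrap of the list medians). The second argument is weaker, since the B cell score varied between mice, at 0.62 ± 0.57 (SD, n = 4) with eGFP and 0.17 ± 0.62 with LRG1. A candidate explanation is an immune response to the eGFP protein in control mice, with a T cell score difference of -2.89, and a suppression of adaptive immunity by LRG1 predicts the same values. The series holds no mice given neither transgene, so the data cannot separate them.

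The eGFP mice of week 10 were unlike each other. A lower share of adipocyte RNA would move macrophage and endothelial scores together, but the range of their difference over the 4 libraries was 1.76, against 0.91 for the macrophage score alone. Thinning to the smallest total left the range of the lipid-associated macrophage score at 2.06, against 2.05, which argues against depth. A difference between the mice in the stage of disease was not tested.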

How the results depend on the processing

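The removal of mitochondrial genes and DESeq2 on 8 libraries without a filter were chosen after seeing the data. Of 5822 values of named genes under alternatives, 5286 kept direction and side of the threshold, 436 lost their call, 85 gained one and 15 reversed, none of a gene that passed: Ccl2 at week 10 (0.0225 with limma-voom with weights), Cycs at week 7 (-0.0085 with library size only), Il6 at week 7 (-0.075 with limma-voom, -0.055 with weights, -0.11 with library size only, -0.039 with the block, -0.37 to 0.48 with libraries left out) and week 10 (0.12 with weights, -0.67 to 0.13 with libraries left out), and Nos2 at week 10 (-0.052 with weights, -0.039 to 0.35 with libraries left out). The cause of the changes below was not tested.

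Week 7 (3755 genes) moved to 5727 with edgeR on 8 libraries, 6805 with DESeq2 on 8 (6693 without a filter), 6148 with weights, 6555 at an adjusted p below 0.05, 5847 at an unadjusted p below 0.01, and 2239 to 4412 with libraries left out. Week 10 (1854) moved to 3565 with DESeq2 on 16 libraries, 12 with edgeR on 8, 252 with weights, 1174 with the replicate block, 4761 and 4581 at the other thresholds, and 284 to 3647 with libraries left out. Both weeks over 4-fold (39) moved to 63 with DESeq2 on 16 libraries, 6 with edgeR on 8, 22 (limma-voom), 10 (weights), 76 and 67, and 20 to 79. The effect that differed between weeks (68) moved to 274 with DESeq2, 122 with library size only, 104 without a filter, 35 with the block, 196 and 779 at the other thresholds, and 40 to 92. Week 10 against 7 in eGFP mice (446) moved to 1079 with DESeq2 on 16 libraries, 109 with edgeR on 8, 891 with DESeq2 on 8 (856 without a filter), 258 with the block, 1220 and 2020, and 180 to 479. In LRG1 mice (2) it moved to 55 with DESeq2 on 16 libraries, 11 with edgeR on 8, 266 with DESeq2 on 8 (255 without a filter), 10 with weights, 0 with the block (edgeR), 1 with robust empirical Bayes, 10 and 463, and 0 to 4.

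With an estimated correlation, 1 list was called at week 7 (23 with the preset), 0 at week 10 (27) and 3 for the difference (25, and 8 by fry). The Reactome sets were called 0 and 0 times (292 and 222). With libraries left out, lists were 20 to 25 at week 7, 27 to 29 at week 10 and 21 to 29 for the difference. The B cell score at week 7 passed with the block (-0.44), the plasma cell score at week 7 with the block (-1.87), library size only (-2.02) and the median over the list (-2.46), and the relative macrophage score at week 10 with the block (0.19). With libraries left out, pan-leukocyte differences were -1.53 to -1.38 and -1.40 to -0.99 at weeks 7 and 10, macrophage -1.30 to -1.18 and -1.17 to -0.87, T cell -3.26 to -2.65 and -1.46 to -1.16, B cell -0.71 to -0.20 and -1.71 to -0.84, plasma cell -2.24 to -1.69 and -3.27 to -2.50, adipocyte 0.58 to 0.71 and 0.28 to 0.68, and relative macrophage 0.20 to 0.23 and 0.13 to 0.27.

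At week 7 the medians of the respiratory chain, TGF-beta and acute-phase lists turn negative under library size only, and those of the unfolded protein response and skeletal muscle lists turn positive under upper quartile scaling.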

Differences from the paper's values

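DESeq2 on 8 libraries with no filter was chosen only after the result was seen. The paper's heatmap (Figure 6G) holds 68 genes with an adjusted p below 0.01 and over 4-fold change at both weeks, by the paper's count. At the same thresholds edgeR on 16 libraries gave 39. A count is taken to differ where the larger is more than 1.5 times the smaller. Of the alternatives set before the data were examined, DESeq2 on 16 libraries (63), library size only (47), no filter on low counts (48), an adjusted p below 0.05 (76) and an unadjusted p below 0.01 (67) lie within 1.5 times the paper's value, as do the counts without eGFP replicate 2 (79) or 4 (58) of week 10. The others lie outside it: edgeR on the 8 libraries of each week (6), DESeq2 on 8 libraries (45), limma-voom (22), limma-voom with weights (10), RLE (39), upper quartile (37), 1 CPM in 4 libraries (34), the replicate block (28), robust empirical Bayes (35), immunoglobulin genes removed (34) and the other 14 libraries left out in turn (20 to 44). DESeq2 on 8 libraries with no filter, chosen after seeing the values, gave 55, with 23 of the 28 readable labels of the figure.

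Genes higher with LRG1 number about 9 in Fig. 6G, read by eye, against 3 here. DESeq2 on 16 libraries (7), limma-voom (7), an adjusted p below 0.05 (12) and an unadjusted p below 0.01 (10) lie within 1.5 times that value, as do the counts without eGFP replicate 2 (13) or 4 (10) or LRG1 replicate 2 (6) of week 10. The other 11 alternatives, at 0 to 5, and the other 13 libraries left out, at 1 to 5, lie outside it.

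The paper places Mmp12 and Mmp13 among genes past the threshold at both weeks, where they had an adjusted p = 0.0116 and 0.0120 here at week 7 (log2 fold changes of -2.24 and -2.13). Both passed with DESeq2 on 16 libraries, edgeR on 8, DESeq2 on 8 with and without the filter, limma-voom with weights, library size only, no filter, and without each of the 4 eGFP libraries of week 10. Spock1 (2.15 and 2.31, adjusted p = 0.0244 and 0.0223), Npy (-2.32 and -2.76, 0.0177 and 0.0121), Serpinb12 (-2.24 and -2.50, 0.0144 and 0.0109) and Rad21l (2.94 and 2.32, 0.0128 and 0.0185) missed it at weeks 7 and 10, and Serpinb1c (-2.87, 0.0272) and 4930417O13Rik (-2.69, 0.0160) at week 10. DESeq2 on 16 libraries called Spock1, Npy and Serpinb12 at both weeks, Rad21l at week 7 and Serpinb1c. DESeq2 on 8 libraries, with and without the filter, called Spock1 and Serpinb12 at both weeks, Npy at week 7 and Rad21l at week 10. Limma-voom with weights called these 4 at week 7, edgeR on 8 libraries and library size only called Npy and Serpinb12 at week 7, and no filter called them at week 10. 4930417O13Rik passed without eGFP replicate 2 or LRG1 replicate 4 of week 10, and Serpinb1c without LRG1 replicate 2 of week 10. Without eGFP replicate 2 of week 10, Npy and Serpinb12 passed at both weeks and Spock1 at week 10, and without eGFP replicate 4 Serpinb12 at both weeks and Npy at week 10. Npy at week 10 passed without LRG1 replicate 2 of week 10, Rad21l at week 7 without LRG1 replicate 2 of week 7 or eGFP replicate 3 of week 10, and Spock1 at week 7 without eGFP replicate 3 of week 7. Of the 28 readable labels, 20 passed both criteria at both weeks and 26 with DESeq2 on 16 libraries.

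The paper's Results state that the relative proportions of macrophages were not affected. In marker scores, a different measure, the macrophage score relative to the pan-leukocyte score was 0.22 higher in LRG1 mice at week 7 (exact permutation p = 0.0286) and 0.19 at week 10 (exact permutation p = 0.229), and the T cell score relative to the pan-leukocyte score differed by -1.43 at week 7 (exact permutation p = 0.0286) and by -0.11 at week 10 (exact permutation p = 0.83).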

Other observations

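In eGFP mice the plasma cell and immunoglobulin constant genes rose from week 7 to week 10 in 5 of 15 genes (9 when adjusted over the list alone), with Iglc3 at 3.82 (SE 0.67) and Jchain at 2.94 (SE 0.53), and the list passed at an adjusted p = 0.0494 with an estimated correlation. Of 122 variable segments 25 rose. Mast cell markers rose in 2 of 10 (9 when adjusted over the list alone, camera adjusted p = 1.5e-10, and 0.148 with an estimated correlation) and neutrophil markers in 2 of 11 (7 when adjusted over the list alone, camera adjusted p = 3.1e-06, and 0.239 with an estimated correlation). Csmd1 rose by 2.74 (SE 0.24). Cholesterol synthesis genes fell in 3 of 20 (camera adjusted p = 1.2e-11, and 0.0933 with an estimated correlation). The counts over other groupings of the libraries, and the test of list scores without overlap, were chosen only after the result was seen.

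Some genes that the paper assays in other ways were read here as eWAT RNA, which does not repeat those assays. The paper measured IRS-1 and cytochrome c as protein and Pck1 mRNA in liver. It measured Il1b, Il6 and Nos2 mRNA in treated bone marrow-derived macrophages. In eWAT RNA, Irs1 was at 0.33 (SE 0.15, adjusted p = 0.105) at week 7 and 0.11 (SE 0.15, adjusted p = 0.642) at week 10. Il1b was at -0.60 (SE 0.69) and -1.08 (SE 0.76), Il6 at 0.03 (SE 0.55) and -0.39 (SE 0.59), Nos2 at 0.29 (SE 0.34) and 0.16 (SE 0.35), Pck1 at 0.47 (SE 0.44) and -0.65 (SE 0.44), Cycs at 0.15 (SE 0.10) and 0.15 (SE 0.10) and Mgl2 at 1.09 (SE 0.45) and 1.77 (SE 0.47), none of which passed in edgeR at an adjusted p below 0.01. Mgl2 passed at week 10 in DESeq2 on 16 libraries (adjusted p = 0.0051), and at each week in 5 of 31 alternatives. Of other lists, for insulin signalling genes (20 tested), 5 rose and 2 fell at week 7 and 1 and 1 at week 10, for respiratory chain genes (26 tested), 2 rose and 0 fell at week 7 and 2 and 0 at week 10, for thermogenic genes (14 tested), 3 rose and 0 fell at week 7 and 1 and 0 at week 10, and for adipose-enriched secreted proteins (23 tested), 8 rose and 1 fell at week 7 and 3 and 2 at week 10. For matrix genes (24 tested), 4 rose and 1 fell at week 7 and 5 and 1 at week 10, for TGF-beta genes (22 tested), 1 rose and 3 fell at week 7 and 0 and 3 at week 10, for unfolded protein response genes (16 tested), 1 rose and 2 fell at week 7 and 0 and 4 at week 10, and for acute-phase genes (14 tested), 4 rose and 4 fell at week 7 and 4 and 2 at week 10. For genes of the serum panel (6 tested), 0 rose and 5 fell at week 7 and 0 and 3 at week 10, for macrophage genes assayed by qPCR (8 tested), 0 rose and 2 fell at week 7 and 0 and 1 at week 10, for clock genes (14 tested), 4 rose and 0 fell at week 7 and 1 and 1 at week 10, and for immediate early genes (14 tested), 0 rose and 4 fell at week 7 and 0 and 1 at week 10. At week 10, 4 of 26 adipocyte genes rose and 0 fell, 1 of 16 endothelial markers rose and 0 fell, 0 of 16 fibroblast and progenitor markers rose and 1 fell, 0 of 12 cytotoxic cell markers rose and 1 fell, 0 of 23 type I interferon-induced genes rose and 2 fell, 0 of 22 cell death genes rose and 3 fell and 0 of 22 proliferation genes rose and 5 fell. At week 7, 0 of 11 neutrophil markers rose and 1 fell, 0 of 20 cholesterol synthesis genes rose and 1 fell and 0 of 10 mast cell markers rose and 0 fell, and in edgeR 1 of 6 lymph node stroma markers rose and 0 fell. Of the mast cell markers 1 was lower at an unadjusted p below 0.05 and DESeq2 called 0. Of the lymph node stroma markers edgeR called 0 at week 10, where 1 was higher and 1 lower at an unadjusted p below 0.05 and DESeq2 called 0. edgeR called 0 of 12 mesothelial, 12 hepatocyte, 9 skeletal muscle, 7 red blood cell and 3 testis genes at either week, and 0 of the 1 epididymis gene tested. The mesothelial list was higher in LRG1 mice at week 7, with a median of 0.62 (camera, adjusted p = 0.0183, and 0.634 with an estimated correlation, which does not pass), and its score was higher by 0.62 (exact permutation p = 0.0286, and 0.0480 adjusted over the 42 lists). It did not pass at week 10 (camera, adjusted p = 0.0859), while the red blood cell list was higher, with a median of 1.06 (camera, adjusted p = 0.0173, and 0.434 with an estimated correlation, which does not pass), but its score did not pass (exact permutation p = 0.114). At an unadjusted p below 0.05, 7 mesothelial and 3 red blood cell genes were higher and 1 hepatocyte gene lower at week 7 (DESeq2 called 0), and 5 red blood cell, 2 hepatocyte and 1 skeletal muscle genes were higher and 1 hepatocyte gene lower at week 10 (DESeq2 called 1 skeletal muscle gene and 1 hepatocyte gene higher and 1 hepatocyte gene lower). The 1 pancreatic acinar gene tested, named after its value was seen, was Cela1 at 0.93 (SE 0.20) at week 7 and 0.97 (SE 0.20) at week 10.

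No other of 35 groupings called a gene at week 7 (3755 in the real one, 0 at most in another, 1 of 35 as large). The same held at week 10 (1854, 0 and 1 of 35) and for weeks in eGFP mice (446, 0 and 1 of 35). No other of 100 groupings gave a gene changed over 4-fold at both weeks (39, 0 and 1 of 100). No other grouping of single mice thus matched these counts, though 1 of 35 is the smallest share that 35 groupings allow. The paper assigned whole cages to a treatment, so shuffling single mice cannot exclude a chance difference between cages. When weeks were shuffled within treatment, 1 of 100 groupings gave at least 68 for the difference of effects (highest other 31). Every other grouping with a count above 0 kept the real weeks of the eGFP mice. This shuffle thus tests their week change and cannot decide whether chance explains the difference. For weeks in LRG1 mice (2, highest other 1, 1 of 35) the count fell to 0 in edgeR with the replicate block and without LRG1 replicate 1, 2 or 4 of week 7 or replicate 2 of week 10, so nothing is concluded from it. When treatment was shuffled within weeks, 5 of 100 groupings gave at least 68 and the highest 2488, several times the real count, which points to the structure that the treatment itself gives the libraries, so this shuffle does not exclude chance.

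Chance cannot be excluded for the number of lists called by camera at week 7 (23, highest other 29, 10 of 35 as large), at week 10 (27, 27, 4 of 35) or for the difference of effects (25, 29, 16 and 8 of 100), nor for Reactome sets at week 7 (292, 294, 3 of 35) and week 10 (222, 275, 9 of 35). Of 42 lists, 25 had scores without overlap between the groups at week 7 and 19 at week 10, where chance gives 1.20, and no other of 35 groupings gave more than 5 (1 of 35 at each week).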
